# Single-cell transcriptomics uncovers a non-autonomous *Tbx1*-dependent genetic program controlling cardiac neural crest cell development

**DOI:** 10.1038/s41467-023-37015-9

**Published:** 2023-03-21

**Authors:** Christopher De Bono, Yang Liu, Alexander Ferrena, Aneesa Valentine, Deyou Zheng, Bernice E. Morrow

**Keywords:** Disease model, Heart development, Differentiation

## Abstract

Disruption of cardiac neural crest cells (CNCCs) results in congenital heart disease, yet we do not understand the cell fate dynamics as these cells differentiate to vascular smooth muscle cells. Here we performed single-cell RNA-sequencing of NCCs from the pharyngeal apparatus with the heart in control mouse embryos and when *Tbx1*, the gene for 22q11.2 deletion syndrome, is inactivated. We uncover three dynamic transitions of pharyngeal NCCs expressing *Tbx2* and *Tbx3* through differentiated CNCCs expressing cardiac transcription factors with smooth muscle genes. These transitions are altered non-autonomously by loss of *Tbx1*. Further, inactivation of *Tbx2* and *Tbx3* in early CNCCs results in aortic arch branching defects due to failed smooth muscle differentiation. Loss of *Tbx1* interrupts mesoderm to CNCC cell-cell communication with upregulation and premature activation of BMP signaling and reduced MAPK signaling, as well as alteration of other signaling, and failed dynamic transitions of CNCCs leading to disruption of aortic arch artery formation and cardiac outflow tract septation.

## Abstract (web summary)

Cardiac neural crest must differentiate and migrate correctly to achieve proper cardiovascular development. Here, the authors use single cell analyses to show how these cells are altered non-autonomously by loss of *Tbx1*, the major gene for 22q11.2 deletion syndrome.

## Introduction

Neural crest cells (NCCs) are multipotent cells that migrate in three ordered streams from the rhombomeres in the neural tube to the pharyngeal apparatus, where they differentiate into many cell types^1^. The pharyngeal apparatus is a dynamic embryonic structure consisting of individual pharyngeal arches (PA), forming in a rostral to caudal manner from mouse embryonic day (E) 8 to E10.5. A subset of pharyngeal NCCs migrate through the caudal pharyngeal arches, PA3-6, and surround the pharyngeal arch arteries (PAAs), while others continue to migrate to the cardiac outflow tract (OFT), both differentiating to vascular smooth muscle cells^2^.

The PAAs form in a similar, rostral to the caudal manner and are linked continuously with the cardiac OFT. The PAAs become remodeled to form the aortic arch and vascular branches that include the subclavian arteries. The fourth PAAs are particularly important in that the left fourth PAA is critical to form the aortic arch with the left subclavian artery and the right fourth PAA forms the branch to the right subclavian artery. Differentiation of CNCCs into smooth muscle cells of the PAAs is important for the remodeling of the PAA^2^.

The OFT elongates by the addition of second heart field mesoderm cells and this is required for looping and septation of the OFT. It has been shown that CNCCs are required for the addition of second heart field mesoderm cells to expand the length of the OFT^3^. In addition, CNCCs are required for OFT septation by invading and allowing the endocardial cushions of the OFT to come into direct cell-cell contact, fuse, and form the aorticopulmonary septum^2,4,5^. Complete ablation of NCCs from PA3-6 results in interruption of the aortic arch and arterial branching defects, as well as persistent truncus arteriosus of the OFT^6^. These NCCs in PA3-6, are referred to as cardiac NCCs (CNCCs) based upon their position and known function in heart development as well as their differentiation to vascular smooth muscle. Understanding CNCC development is critical to determine the pathogenesis of human congenital heart defects such as those observed in 22q11.2 deletion syndrome (22q11.2DS) patients^7,8^.

*TBX1*, encoding a T-box transcription factor, is the major gene for congenital heart disease in 22q11.2DS. Although 22q11.2DS is largely considered to be a neurocristopathy, *Tbx1* is not significantly expressed in CNCCs^9^, but it is strongly expressed in adjacent cells in the pharyngeal apparatus, including the mesoderm. Global inactivation of *Tbx1* or conditional inactivation in the mesoderm using *Mesp1*^*Cre*^^10^ in the mouse results in neonatal lethality with a persistent truncus arteriosus^11–13^, in part due to failed CNCC development^9^. Therefore, one of the main functions of *Tbx1* in the pharyngeal mesoderm is to signal to CNCCs to promote their development. In order to understand how CNCCs are affected non-autonomously in *Tbx1* mutant embryos, it is essential to define their transcriptional signatures and cardiac fate acquisition in the normal situation between E8.5 and E10.5, when *Tbx1* is expressed in the pharyngeal apparatus and when inactivated, on a single-cell level.

Previously, single-cell RNA-sequencing (scRNA-seq) of NCCs from early stages in the chick embryo identified expression of *Tgif1*, *Ets1*, and *Sox8* being important for early CNCC identity and fate decisions^14^. However, these were early migrating mesenchymal NCCs that also have the potential to contribute to the craniofacial skeleton and other cell types. Another seminal scRNA-seq study demonstrated that NCC fate choices are made by a series of sequential binary decisions in mouse embryos at E8.5-10.5^15^ but did not focus on detailed steps of cardiac fate acquisition or investigate *Tbx1* function^15^. In another recent study using mouse scRNA-seq data, Chen and colleagues focus on CNCC differentiation from E10.5 to P (postnatal day) 7, once *Wnt1-Cre* derived NCCs have migrated to their final destinies in the heart^16^. However, this study did not include an analysis of the cardiac progenitor cells in the pharyngeal arches.

To uncover genetic signatures and dynamic transitions of CNCCs in the normal situation and when *Tbx1* is inactivated, we performed scRNA-seq of NCCs from control and *Tbx1* null mutant mouse embryos. We found that smooth muscle cell fate acquisition is in part dependent on two other T-box genes, *Tbx2* and *Tbx3*. When *Tbx1* is inactivated, we found reduced cell deployment (reduced presence of cells) along with the failure of dynamic progression of CNCC maturation. This is due to the disruption of cell-cell communication from mesodermal cells, resulting in the downregulation of MAPK signaling and upregulation and premature activation of the BMP pathway, as well as affecting other ligand–receptor interactions.

## Results

### Single-cell transcriptional profiling of NCCs in the pharyngeal apparatus

We performed scRNA-seq of the *Wnt1-Cre;ROSA-EGFP* genetic lineage^17,18^ in the mouse pharyngeal apparatus at E8.5, E9.5 and E10.5 (Fig. 1a–f). These stages correspond to developmental time points when *Tbx1* is highly expressed in cell types adjacent to NCCs. At E8.5, the anterior half of the embryo was dissected and used for the scRNA-seq experiment because the embryo was too small to microdissect the pharyngeal apparatus with heart (Fig. 1a). At E9.5, the pharyngeal apparatus with heart was microdissected with the neural tube at the level of the pharyngeal apparatus, excluding the head and caudal half of the embryo in order to enrich for NCCs relevant to the PAAs and heart (Fig. 1b). At E10.5, the first arch, PA1 is large in size in proportion to the rest of the pharyngeal apparatus and contains NCCs that contribute to the craniofacial skeleton. We excluded PA1 in order to enrich for NCCs relevant to cardiac development. At E10.5, arches two to six and the heart were included in the dissection (Fig. 1c). 

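Single-cell RNA sequencing of sorted NCCs gave 4 control libraries, 1 at E8.5, 1 at E9.5 and 2 replicates at E10.5. Each library came from a pool of embryos, with 3 embryos at E8.5, 3 at E9.5, 3 for replicate 1 at E10.5 and 4 for replicate 2. The replicate is the library, so E8.5 and E9.5 have no replicate. Supplementary Table 1 gives 10 to 11 somites at E8.5, 23 to 24 at E9.5, and 34 to 35 and 34 to 36 for the replicates at E10.5. The sample labels list kit version 2 for E8.5 and version 3.1 for the other 3 control libraries, so stage and kit cannot be told apart at E8.5. The dissected region also differs between stages, so shares of cells compared over stages may reflect the tissue taken. The authors counted unique molecular identifiers (UMIs) per gene and cell with Cell Ranger, aligned to mm10, and deposited these counts for 32285 genes without normalization. The files hold 5987 cells at E8.5, 9173 at E9.5, and 9514 and 12047 in replicates 1 and 2 at E10.5. Their total counts are 140264662, 203853100, 155094872 and 174742049 UMIs in that order. The median cell had 22980, 22449, 15428.5 and 13882 UMIs. Here, cells with fewer than 1000 genes or with more than 10% mitochondrial UMIs were left out, followed by the cells with the highest doublet scores. The number of doublets was set to 0.8% per 1000 barcodes. After these steps 5593, 7980, 6792 and 9270 cells remained, with 129802080, 179660001, 131525371 and 146287497 UMIs. The paper's text gives no filter values beyond the recommended parameters of Seurat. Cells were clustered for each stage, and each cluster was named as a whole from marker genes fixed in advance, so that class names end in "-like". The classes are neural progenitor-like, neuron-like, early migrating NCC-like and mesenchymal NCC-like cells. Mesenchymal clusters were further named PA3-6-like, PA2-like, distal arch-like, cardiac outflow tract CNCC-like (OFT-CNCC-like) or smooth muscle CNCC-like (SM-CNCC-like) where the markers allowed it. Genes reported as results were kept out of the genes used for clustering, apart from the markers that define the classes. For shares of cells with a UMI, each cell was thinned at random to 5000 UMIs, since depth differed between libraries. The 95% intervals of such shares are exact binomial (Clopper-Pearson) intervals and cover counting error only.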

EGFP-positive NCCs were purified by FACS and the Chromium 10X platform was used to perform scRNA-seq and data from 36,721 NCCs of control embryos were obtained (Supplementary Table 1). Unsupervised clustering was performed using Seurat software^19^ and individual clusters were identified (Fig. 1d–f and Supplementary Figs. 1–3).

**Fig. 1:**
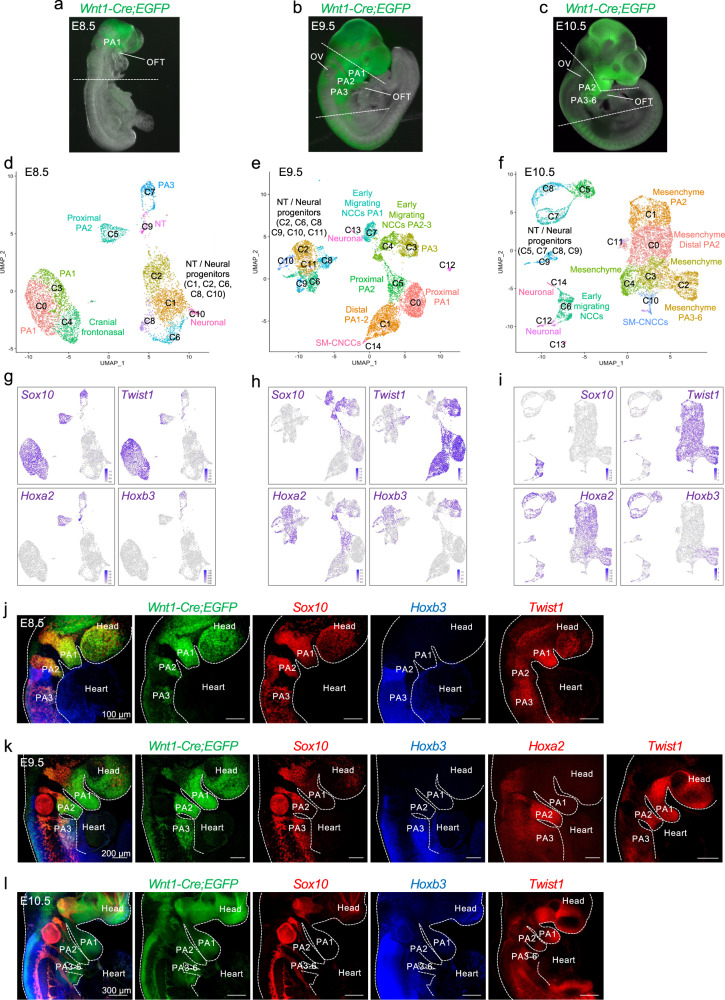
Single-cell RNA-seq of NCCs from mouse embryos at E8.5-E10.5 reveals transcriptional heterogeneity within the pharyngeal region. **a**–**c** *Wnt1-Cre;ROSA-EGFP* genetic lineage tracing shows the distribution of NCCs within the pharyngeal region and outflow tract of E8.5 (**a**), E9.5 (**b**), and E10.5 (**c**) embryos. The region rostral to the white dotted line of the embryo at E8.5 (**a**) and the pharyngeal region between the dotted lines in embryos at E9.5 and E10.5, including the heart were microdissected and EGFP-positive NCCs were used for scRNA-seq. **d**–**f** Seurat UMAP (Uniform Manifold Approximation and Projection) plots with cluster annotations of scRNA-seq data of NCCs at E8.5 (**d**), E9.5 (**e**), and E10.5 (**f**). **g**–**i** Expression of genes at E8.5 (**g**), E9.5 (**h**), and E10.5 (**i**) with highest expression in blue and lowest expression in gray. **j**–**l** Wholemount RNAscope in situ hybridization of *Wnt1-Cre;ROSA-EGFP* embryos (*n* = 3) at E8.5 (**j**), E9.5 (**k**), and E10.5 (**l**) with probes for *Sox10*, *Hoxb3*, and *Egfp*, together and separated (colors are indicated above embryos). *Twist1* expression was analyzed at E8.5, E9.5, and E10.5 and *Hoxa2* was examined at E9.5 as indicated. PA pharyngeal arch, OFT outflow tract, OV otic vesicle, SM-CNCCs smooth muscle CNCCs. Scale bar: 100 μm in **j**, 200 μm in **k**, and 300 μm in **l**.

Expression of *Sox10* and *Foxd3*, as well as expression of *Twist1, Prrx1*, *and Prrx2* were used to identify early migratory and mesenchymal NCCs, respectively^20,21^. We used *Hox* and *Dlx* (Homeodomain) genes to provide spatial anterior-posterior and proximal-distal context to different arches (PA2-6^22^). At E8.5, *Sox10* and *Twist1* show overlap in expression, while at E9.5, the expression became complementary, with a relative reduction of *Sox10* + NCCs and increased *Twist1* + NCCs in the expanded populations of mesenchymal NCCs (Fig. 1g, h). 

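Sox10 (ENSMUSG00000033006; mm10 chromosome 15, 79154908 to 79165240) and Twist1 (ENSMUSG00000035799; chromosome 12, 33957671 to 33959829) were counted in thinned control cells, which left out 22 cells at E8.5 and 74 at E9.5. A Sox10 UMI was found in 21.5% of cells at E8.5 (95% interval 20.5 to 22.6%) and in 11.4% at E9.5 (10.7 to 12.1%). Twist1 was found in 23.1% at E8.5 (22.0 to 24.3%) and in 56.7% at E9.5 (55.6 to 57.8%). Cells with both genes made up 7.74% of cells at E8.5, which is 1.55 times the share that independent detection would give. At E9.5 they made up 4.35%, or 0.675 times that share. Among cells with Sox10, 35.9% also had Twist1 at E8.5 and 38.3% at E9.5. The overlap at E9.5 moved most with the thinning: without it, 26.0% of cells had Sox10, 66.9% had Twist1, and the observed share was 1.03 times the one from independent detection. Thinning to 3000 UMIs gave 0.586 at E9.5 and 1.52 at E8.5. Without thinning, the shares at E8.5 were 49.7% for Sox10 and 44.9% for Twist1, with a ratio of 1.63. Median depth was alike, at 22854 UMIs at E8.5 and 22548 at E9.5 in the cells kept. Each stage is 1 library, and the kit differs between them. The dissected tissue differs too, with the head included at E8.5 and removed at E9.5, so stage and tissue cannot be told apart.

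**Figure D1:**
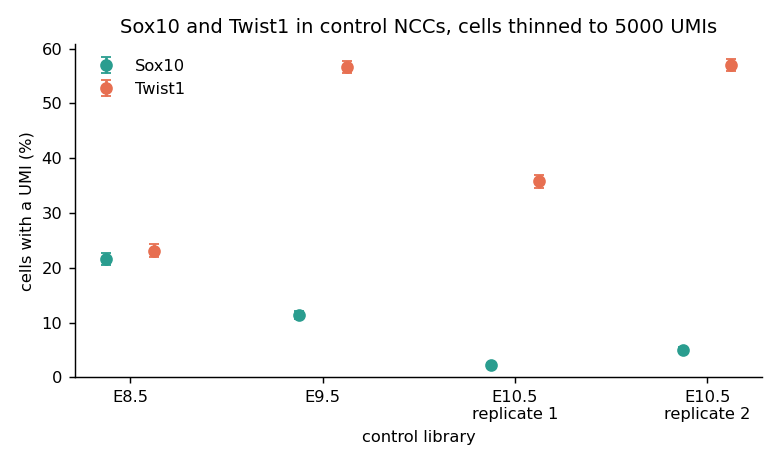
Percent of control cells with a Sox10 or a Twist1 UMI after thinning to 5000 UMIs, by library, with 95% binomial intervals. Twist1 goes from 23.1% at E8.5 to 56.7% at E9.5, and Sox10 from 21.5% to 11.4%.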

At E8.5 and E9.5, *Hoxa2* was expressed in PA2 and caudal arches, while *Hoxb3* was expressed only in PA3 and more caudal arches containing NCCs that will invade the OFT and surround the PAAs (Fig. 1d, e, g, h). 

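In mesenchymal NCC-like cells thinned to the common depth, Hoxa2 (ENSMUSG00000014704; mm10 chromosome 6, 52162417 to 52164831) was detected in 2 of 875 cells at E8.5. This is 0.229% (95% interval 0.0277 to 0.823%). Hoxb3 (ENSMUSG00000048763; chromosome 11, 96323326 to 96347930) was detected in 0 of these cells. Anterior neural cells with an Otx2 UMI, which should lack both genes, served as background at E8.5. Of 1003 such cells, 0.499% had Hoxa2 and none had Hoxb3, at a median of 19905 UMIs against 25242 in the mesenchymal cells. Hoxa2 in the 875 cells named mesenchymal was therefore at the background level. They leave out an early migrating NCC-like cluster of 597 cells led by Twist1, with Prrx2, Snai1 and Dlx2 among its 10 leading genes, and early migrating NCC-like cells had 3.44 CPM of Hoxa2 against 0.348 in the mesenchymal class. Without thinning, 0.914% of mesenchymal and 1.05% of background cells had Hoxa2. Over all 5571 thinned cells at E8.5, 198 had Hoxa2 and 27 had Hoxb3, and 9 had both. At E9.5, 7.78% of 4283 mesenchymal cells had Hoxa2 (6.99 to 8.62%) and 4.44% had Hoxb3 (3.84 to 5.10%), with 7 shallower cells left out. Among the Hoxb3 cells at E9.5, 9.47% also had Hoxa2 (5.71 to 14.6%). That share rests on the depth: it was 39.7% without thinning, where 22.9% of the mesenchymal cells had Hoxa2 and 13.3% had Hoxb3. Over all kept cells at E9.5, the thinned shares were 14.6% for Hoxa2 and 6.20% for Hoxb3.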

Using the *Hox* genes as a guide, at E9.5, early migrating *Sox10* + NCCs of PA2 and PA3 were clustered together (cluster C4), suggesting that they have a similar transcriptional profile. At E10.5, the relative proportion of *Twist1*-expressing mesenchymal cells increased with respect to the reduction of *Sox10-*expressing cells (Fig. 1f, i). 

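At E10.5, the control replicates differed from each other by more than counting error. After thinning, Twist1 was found in 35.8% of cells in replicate 1 (95% interval 34.6 to 37.0%) and in 57.0% in replicate 2 (56.0 to 58.1%). Sox10 was found in 2.26% (1.91 to 2.66%) and 5.00% (4.56 to 5.47%). The thinning left out 421 and 308 cells, and the median kept cell had 18115.5 and 14898.5 UMIs. The E9.5 share of Twist1 lies between those of replicate 1 and replicate 2, whereas its share of Sox10 lies above both. The first arch was dissected with the E9.5 tissue but removed at E10.5, so stage and tissue cannot be told apart here either. Without thinning, Twist1 was found in 45.6% and 70.3% and Sox10 in 3.75% and 6.89% of cells. Cells with both genes were 0.0971 and 0.106 times as frequent as independent detection would give after thinning, and 0.327 and 0.183 times without it. The replicates also differ in their share of mesenchymal NCC-like cells, which is larger in replicate 2.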

Further, at E10.5, *Hoxa2* was expressed within the mesenchymal cell populations from PA2-6, and *Hoxb3* was expressed in NCCs of PA3-6 (Fig. 1f, i). 

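Among mesenchymal NCC-like cells at E10.5, Hoxa2 was detected in 29.7% of 2790 thinned cells in replicate 1 (95% interval 28.0 to 31.4%) and in 27.9% of 6537 in replicate 2. Hoxb3 was detected in 9.18% (8.13 to 10.3%) and 7.74%. Each replicate had 63 mesenchymal cells below the thinning depth. Of the cells with Hoxb3, 28.1% (22.7 to 34.1%) and 27.1% also had a Hoxa2 UMI. Without thinning these rose to 74.1% and 63.5%, with Hoxa2 in 65.6% and 57.0% and Hoxb3 in 22.3% and 17.1% of the cells. No blood-like or endothelium-like class was found at E10.5, and no share of cells from free RNA was measured in these libraries. Over all kept cells, including neural classes, 33.3% and 28.5% had Hoxa2 and 23.8% and 15.2% had Hoxb3.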

Additional marker genes are shown in Supplementary Fig. 1 (E8.5), Supplementary Fig. 2 (E9.5), and Supplementary Fig. 3 (E10.5) and listed in Supplementary Data 1 (E8.5), 2 (E9.5), and 3 (E10.5). Spatial localization was confirmed for expression of *Sox10*, *Hoxa2*, *Hoxb3*, and *Twist1* by wholemount RNAscope in situ hybridization (Fig. 1j–l). In addition, to anterior-posterior spatial localization of the cells, we identified their proximal-distal location in the PAs with *Dlx2*, *Dlx5*, and *Dlx6* (Supplementary Fig. 4). 

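After thinning, Dlx2 (ENSMUSG00000023391; mm10 chromosome 2, 71543408 to 71546754) was detected in 17.8% of mesenchymal NCC-like cells at E8.5, 36.3% at E9.5, and 28.9% and 22.7% in replicates 1 and 2 at E10.5. Dlx5 (ENSMUSG00000029755; chromosome 6, 6877805 to 6882085) was detected in 3.31%, 22.9%, 25.7% and 20.3% of them. For Dlx6 (ENSMUSG00000029754; chromosome 6, 6863334 to 6868568) the shares were 0.914%, 13.2%, 15.5% and 12.4%. In the anterior neural background cells at E8.5, 0.997% had Dlx2 and 0.0997% had Dlx5. Cells with Dlx5 or Dlx6 had Dlx2 in 27.3%, 35.4%, 39.2% and 30.9% of cases. Cells with neither had it in 17.5%, 36.7%, 23.7% and 19.7%, so at E9.5 Dlx2 was about as frequent with as without the other two genes. Dlx5 and Dlx6 are among the markers that name the distal arch-like class, and no class is compared here. The shares at E8.5 leave out the cluster of 597 early migrating NCC-like cells that has Dlx2 among its leading genes.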

NCCs of the neural tube were identified based on the expression of *Zic1 and Zic2* genes and additional neural gene markers (Supplementary Figs. 1–3 and Supplementary Data 1–3).

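Zic1 (ENSMUSG00000032368; mm10 chromosome 9, 91358058 to 91365810) and Zic2 (ENSMUSG00000061524; chromosome 14, 122475435 to 122479852) were kept out of the clustering and of the class markers. In neural progenitor-like cells Zic1 reached 32.9 CPM (UMIs scaled to a common library size) at E8.5, 168 at E9.5, and 302 and 313 in replicates 1 and 2 at E10.5. In all other cells it was 6.23, 10.9, 35.5 and 15.9 CPM, so the ratios are 5.27, 15.4, 8.50 and 19.7. Zic2 was 12.0, 66.4, 119 and 88.5 CPM in neural progenitor-like cells, with ratios of 2.83, 7.67, 6.52 and 13.2 over the other cells. The coarser clustering (Louvain resolution 0.6) moved the values at E8.5 most, to ratios of 2.27 for Zic1 and 1.60 for Zic2. The other cells at E8.5 include an unnamed cluster of 643 cells. It shares the leading genes Trh, Hes5, Mab21l2 and Otx2 with a named neural progenitor-like cluster. The neural progenitor-like class had 837 cells at E8.5, against 2190 at resolution 1.5. The E8.5 ratios therefore compare in part cells with the same leading genes.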

### Identification of cardiac NCC gene signatures

Differentiated NCCs of the OFT and PAAs express smooth muscle genes such as smooth muscle actin, *Acta2*^23,24^. *Acta2* is a representative marker gene of progenitor smooth muscle cells, but it is not exclusive to smooth muscle cell types. Early markers of smooth muscle cells in addition to *Acta2* are *Tagln*, *Myl9*, *Myh9*, *Rgs5*, and *Cnn1*^25–27^. We used *Tagln* (Transgelin), *Cnn1* (Calponin), and *Rgs5* (Regulator of G Protein Signaling 5) as markers (Figs. 2, 3). CNN1 is a basic smooth muscle protein^28^, RGS5 is expressed in vascular smooth muscle and pericytes^29^ and TAGLN is ubiquitously expressed in vascular smooth muscle cells and is an early marker of smooth muscle differentiation^30^. This cell population also expresses additional markers of smooth muscle progenitors (Supplementary Data 3). By combining results from *Wnt1-Cre;GFP* lineage tracing experiments, immunofluorescence, and RNAscope experiments of the early smooth muscle genes (cluster C14, Fig. 2a; C10, Fig. 3a; and Supplementary Figs. 2,3), we refer to these cells as SM-CNCCs (smooth muscle expressing CNCCs). Furthermore, we performed co-immunostaining at E10.5 for *Wnt1-Cre;GFP*, ACTA2, and MF20 (myosin heavy chain antibody) to discriminate cardiac skeletal muscle cells, that also express ACTA2, from adjacent SM-CNCCs in the OFT. Supplementary Fig. 5 shows that MF20 is detected, as expected, in cardiac skeletal muscle cells but not in SM-CNCCs of the OFT.

**Fig. 2:**
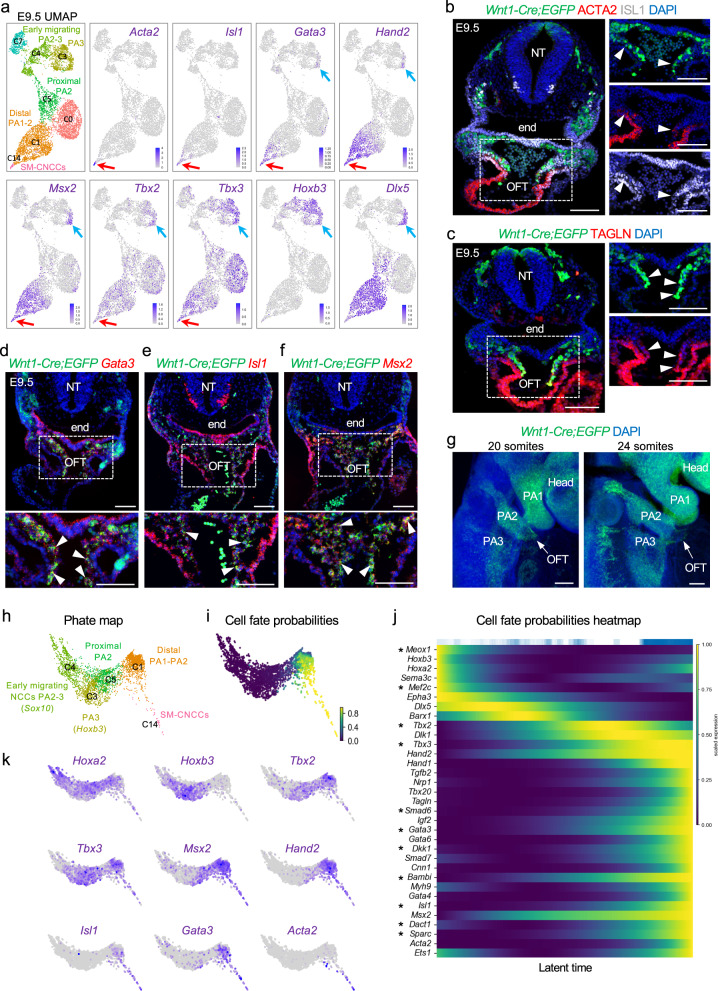
Transcriptional dynamics of cardiac NCCs at E9.5. **a** UMAP plots of scRNA-seq data with genes that mark CNCCs identified by expression of *Acta2*, *Isl1*, *Gata3*, *Hand2*, *Msx2*, *Tbx2*, and *Tbx3* with respect to *Hoxb3* (PA3) and *Dlx5* (distal PA1, 2, 3) expression (red arrows). Blue arrows show the expression of *Gata3*, *Hand2*, *Msx2*, *Tbx2*, and *Tbx3* in the distal part of PA3. **b**, **c** Immunostaining on traverse sections through *Wnt1-Cre;ROSA-EGFP* embryos showing *Cre*-activated EGFP (green), ACTA2, TAGLN, and ISL1 protein expression. Nuclei (blue) are labeled with DAPI. White arrowheads indicate CNCCs expressing ACTA2 and ISL1 (*n* = 3) (**b**) and CNCCs expressing TAGLN (*n* = 3) (**c**) in the OFT. **d**–**f** RNAscope analysis of *Wnt1-Cre;ROSA-EGFP* embryos for *Egfp*, *Gata3* (**d**) (*n* = 3), *Isl1* (**e**) (*n* = 3), and *Msx2* (**f**) (*n* = 4) expression. Nuclei (blue) are labeled with DAPI. Arrowheads indicate the expression of *Gata3*, *Isl1*, and *Msx2* in CNCCs within the OFT. **g** Wholemount RNAscope analysis of *Wnt1-Cre;ROSA-EGFP* embryos at 20 and 24 somites where the position of the OFT is indicated (white arrowhead). **h** PHATE (potential of heat-diffusion for affinity-based transition embedding) map of NCCs in clusters C1, C3, C4, C5, and C14 using Louvain clustering. **i** PHATE map colored by cell fate probabilities, showing how each cell is likely to transition to SM-CNCCs as defined by CellRank software (yellow represents high cell fate probabilities). **j** Heatmap from CellRank showing the expression of marker genes whose expression correlates with cardiac fate probabilities as latent time, with cells order by fate probabilities as latent time (see Supplementary Data 4 for a full list of genes), Asterisk (*) indicates newly identified genes connected to CNCCs. **k** PHATE maps with an expression of marker genes of CNCCs at different states of differentiation towards smooth muscle *Acta2* expressing cells. NT neural tube, end endoderm, OFT outflow tract, PA pharyngeal. Scale bars: 100 μm.

**Fig. 3:**
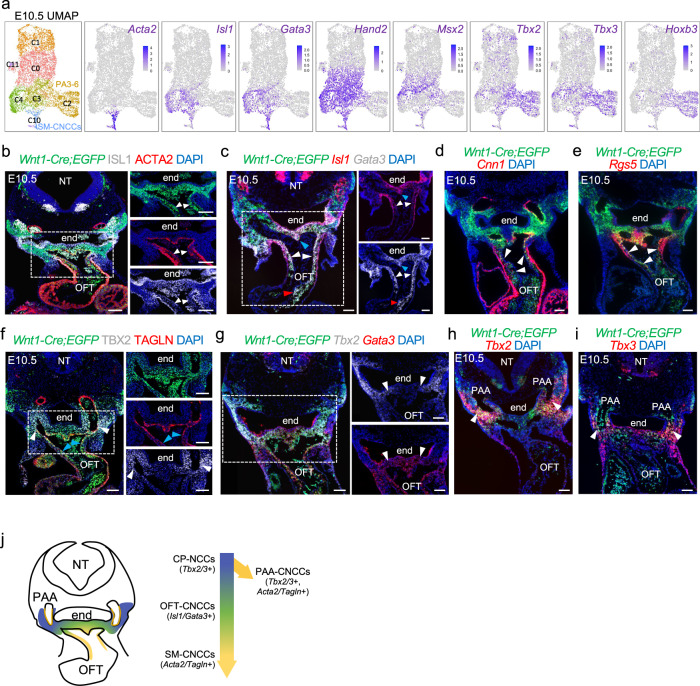
Transcriptional dynamics of cardiac NCCs at E10.5. **a** Seurat UMAP plots of scRNA-seq data from NCC populations with the expression of marker genes. **b** Immunostaining on traverse sections of *Wnt1-Cre;ROSA-EGFP* embryos (*n* = 3) showing GFP, ISL1, and ACTA2 expression. Nuclei stained with DAPI are in blue. ISL1 is expressed in smooth muscle cells of the OFT cushions (arrowheads). **c**–**e** RNAscope in situ hybridization sections of *Wnt1-Cre;ROSA-EGFP* embryos for *Egfp*, *Isl1* and *Gata*3 (**c**) (*n* = 5), *Egfp*, *Cnn1* (**d**) (*n* = 3), *Egfp* and *Rgs5* (**e**) (*n* = 3) expression. Nuclei stained with DAPI are in blue. *Isl1* and *Gata3* are expressed in NCCs within the OFT (white arrowheads in **c**) and at the level of the dorsal aortic sac wall and aortic sac protrusion (blue arrowheads in **c**). *Gata3* but not *Isl1* is expressed in the more proximal part of OFT (red arrowheads in **c**). *Cnn1* and *Rgs5* are expressed in smooth muscle cells of the OFT (white arrowheads in **d** and **e**). **f** Immunostaining on sections of *Wnt1-Cre;ROSA-EGFP* embryos (*n* = 3) showing GFP, TBX2, and TAGLN expression. Expression of TAGLN is in smooth muscle cells of the OFT (blue arrowheads) and PAAs expressing TBX2 (white arrowheads). **g**–**i** RNAscope in situ hybridization on traverse sections of *Wnt1-Cre;ROSA-EGFP* embryos for *Egfp*, *Tbx2* (*n* = 5) and *Gata3* (*n* = 4) (**g**), *Egfp* and *Tbx2* (**h**) (*n* = 5), and *Egfp* and *Tbx3* (**i**) (*n* = 5) expression. Nuclei stained with DAPI are in blue. *Tbx2* and *Gata3* expression overlaps in the dorsal wall of the OFT (white arrowheads in **g**). *Tbx2* and *Tbx3* are expressed in the mesenchyme dorsal to the aorta surrounding the PAAs at the level of the PA3-6 (white arrowheads in **h** and **i**). **j** Schematic representation of a transverse section at the level of the OFT summarizing *Tbx2*, *Tbx3*, *Isl1*, *Gata3*, *Acta2*, and *Tagln* expression in CNCCs at E10.5. NT neural tube, end endoderm, PAA pharyngeal arch artery. Scale bars: 100 μm.

To further delineate molecular signatures of CNCCs, we evaluated genes that were co-expressed in the SM-CNCCs (cluster C14, Fig. 2a; cluster C10, Fig. 3a). 

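SM-CNCC-like cells were few, with 59 at E9.5 and 117 and 185 in replicates 1 and 2 of the E10.5 control. The transcription factor genes Tbx2, Tbx3, Msx2, Isl1, Gata3 and Hand2 were kept out of the clustering and of the class markers. At E9.5 Hand2 (ENSMUSG00000038193) had 149 CPM in SM-CNCC-like cells, Msx2 (ENSMUSG00000021469) 133, Isl1 (ENSMUSG00000042258) 50.5, Tbx3 (ENSMUSG00000018604) 32.1, Gata3 (ENSMUSG00000015619) 31.5 and Tbx2 (ENSMUSG00000000093) 15.7. Against the other mesenchymal cells, these levels were 4.47-fold for Hand2, 2.79-fold for Msx2, 24.9-fold for Isl1, 9.78-fold for Gata3, 1.17-fold for Tbx3 and 0.985-fold for Tbx2. At E10.5 the ratios in replicates 1 and 2 were 4.39 and 4.02 for Isl1, 6.29 and 9.19 for Gata3, 1.65 and 2.12 for Hand2, and 1.16 and 1.68 for Msx2. For Tbx2 they were 0.999 and 1.19, and for Tbx3 0.833 and 1.02, so neither gene was higher in SM-CNCC-like cells beyond the difference between replicates. The Tbx2 ratio moved most with the alternative cell filter, to 0.502 in replicate 1. In the distal arch-like cells at E9.5, Msx2 had 81.1 CPM, Hand2 44.3, Tbx2 18.8 and Tbx3 16.8, while Gata3 had 0.972 and Isl1 0.561. In the PA3-6-like cells at E10.5, the CPM in replicates 1 and 2 were 130 and 83.3 for Tbx2, 64.1 and 80.0 for Tbx3, 68.7 and 53.7 for Hand2, and 35.7 and 20.3 for Msx2. Gata3 had 7.12 and 7.39 CPM there, and Isl1 1.56 and 0.699. Isl1 is also high in neuron-like cells, at 122 and 196 CPM.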

We identified known transcription factor genes involved in cardiac development, but not all of these are known to have a function in CNCCs development, including *Tbx2, Tbx3, Msx2, Isl1*, *Gata3*, and *Hand2*, at E9.5 and E10.5 (Figs. 2a,  3a). These genes were not only expressed in SM-CNCCs of the OFT but also in other cell clusters, such as NCCs in the distal PA1-3 expressing *Dlx5* at E9.5 (C1, C3; Fig. 2a) and in PA3-6 at E10.5 (C2, C3, C4; Fig. 3a). At E9.5, we validated the expression of ACTA2 and TAGLN in SM-CNCCs in the distal part of the OFT (Fig. 2b, c) and co-expression of ISL1 in SM-CNCCs of which some expressed ACTA2 (Fig. 2b). Further, RNAscope in situ analysis confirmed the expression of *Gata3*, *Isl1*, and *Msx2* in CNCCs within the OFT at E9.5 (Fig. 2d–f). At E10.5, *Isl1* and *Gata3* were expressed in CNCCs in the OFT and some also expressed ACTA2, *Cnn1*, *Rgs5*, and TAGLN (Fig. 3a–f) within the cardiac cushions of the distal OFT and in the mesenchyme of the dorsal aortic sac wall and aortic sac protrusion. *Gata3* was expressed in a larger domain of the OFT than *Isl1* (Fig. 3c). When taken together, at this time point, CNCCs of the OFT derived from the *Wnt1-Cre;GFP* genetic lineage and expressing *Acta2*, *Tagln*, *Cnn1*, *Rgs5*, *Isl1*, and *Gata3* are smooth muscle progenitors.

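Cells with a Tbx2 or a Tbx3 UMI were counted per class in the mesenchymal NCC-like control cells after thinning. At E9.5, 7.47% of all mesenchymal cells had Tbx2 and 11.9% had Tbx3. PA3-6-like cells had Tbx2 in 4.95% and Tbx3 in 15.8%, against 7.99% and 11.1% in the remaining mesenchymal cells. At E10.5, PA3-6-like cells had Tbx2 in 38.7% and 29.7% and Tbx3 in 22.9% and 28.8% of cells, in replicates 1 and 2. The remaining mesenchymal cells had Tbx2 in 12.2% and 7.14% and Tbx3 in 4.10% and 4.98%. By class, Tbx2 was found in 26.8% and 8.71% of PA2-like cells, 11.2% and 7.64% of OFT-CNCC-like cells and 6.72% and 4.74% of distal arch-like cells. Tbx3 was found in 3.44% and 2.02% of PA2-like, 6.76% and 8.43% of OFT-CNCC-like and 1.34% and 1.49% of distal arch-like cells. Neural progenitor-like cells of the same libraries serve as background, with 0.310 CPM of Tbx2 at E9.5 and 0.224 and 0.603 at E10.5, and 0.207, 0.0839 and 0.151 CPM of Tbx3. The mesenchymal cells outside the PA3-6-like class had 16.6, 32.8 and 18.0 CPM of Tbx2 and 25.3, 8.89 and 11.8 of Tbx3. All cells were compared at the thinned depth. The first arch was in the E9.5 dissection and not in that of E10.5, so the cells outside the PA3-6-like class are partly different tissue. Without thinning, outside the PA3-6-like class, Tbx2 was found in 28.8% of mesenchymal cells at E9.5 and 29.1% and 17.5% at E10.5, and Tbx3 in 39.2%, 13.7% and 12.6%.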

*Tbx2 and Tbx3* were widely expressed in pharyngeal NCCs at E9.5 (Fig. 2a), but their expression was restricted to cell clusters comprising PA3-6 at E10.5 (Fig. 3a). *Tbx2* and *Tbx3* were expressed immediately lateral and dorsal to *Isl1* and *Gata3* expressing CNCCs in embryos at E10.5 as determined by RNAscope analysis (Fig. 3g–i). A *Tbx2* and *Gata3* co-expression domain was present between *Tbx2* and *Gata3* expressing CNCCs (Fig. 3g). Together, this suggests that CNCCs downregulate *Tbx2* and *Tbx3* expression and activate *Isl1* and *Gata3* expression when entering the OFT. In addition, *Tbx2* and *Tbx3*, but not *Isl1* and *Gata3*, were expressed in NCCs surrounding the PAAs that are differentiating to smooth muscle, expressing ACTA2 and TAGLN at E10.5 (Fig. 3f, h, i). Both ISL1 and TBX2 proteins were expressed in smooth muscle cells of the OFT and PAAs, respectively (ACTA2 or TAGLN; Fig. 3b, f). Expression of *Tbx2*, *Tbx3*, *Isl1*, *Gata3*, *Tagln*, and *Acta2* in NCCs at E10.5 is illustrated in Fig. 3j. A subset of pharyngeal NCCs, expressing *Hoxb3* that serves as a marker for PA3-6 as well as *Tbx2* and *Tbx3*, will form the CNCCs (cluster C2) and we refer to these cells as cardiopharyngeal NCCs (CP-NCCs; Fig. 3j).

Therefore, CNCCs can be subdivided into four populations based on position and expression of cardiac or smooth muscle genes, referred to as CP-NCCs (contained in clusters C1, C3, C5, E9.5; C2, E10.5), PAA-CNCCs of PAAs expressing *Acta2, Tagln, Tbx2*, and *Tbx3* (contained in C10, E10.5), OFT-CNCCs of the OFT expressing *Isl1* and *Gata3* (contained in Clusters C1 and C3 E9.5; C3 and C4, E10.5) and SM-CNCCs of the OFT that express *Acta2* and *Tagln* (Clusters C14, E9.5; C10, E10.5; Fig. 3j).

We noted earlier that some CNCCs were located in clusters from PA1 and PA2 at E9.5 (C1; Fig. 2a), that are not typically considered to harbor CNCCs. Consistent with this, at E9.5 (20 somites), we found that the OFT was connected to PA2, and CNCCs from PA2 were entering the OFT (Fig. 2g, left). At late E9.5 (24 somites), the OFT was located between PA2 and PA3, and CNCCs from PA2 and PA3 were entering the OFT (Fig. 2g, right). These data are consistent with evidence from a previous report^31^, that NCCs from anterior arches also contribute to the developing heart.

### Cardiac NCC fate dynamics that drive differentiation to smooth muscle cells

To uncover CNCC fate dynamics at E9.5, we used CellRank software^32^ (Fig. 2h, i). We discovered genes that were progressively activated during the transition from pharyngeal NCCs to SM-CNCCs, which are candidate cardiac lineage driver genes (Fig. 2j, k and Supplementary Data 4 for the full list of genes). Our analysis indicates that CNCCs progressively activate *Tbx2*, *Tbx3*, *Msx2, Hand2*, *Gata3*, *and Isl1* expression during their commitment towards SM-CNCCs at E9.5 (Fig. 2j, k).

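RNA velocity needs spliced and unspliced counts, which the deposited counts do not separate, so the order of expression was taken from diffusion pseudotime. It ran over 4290 mesenchymal NCC-like control cells at E9.5, starting at the centre of the PA3-6-like cells. That start was set by the design and not inferred, and the genes of Fig. 2j and 4d were kept out of the genes behind the ordering. Each gene's half-range place is the percent of cells passed when its mean over 200 cells first exceeds the middle of its range. PA3-6-like cells had a median place of 8.54%, OFT-CNCC-like cells of 93.8% and SM-CNCC-like cells of 99.3%. Tbx3 was above the middle of its range at the start. Tbx2 reached it at 8.46%, Msx2 at 79.2%, Hand2 at 86.1%, Gata3 at 95.3% and Isl1 at 96.3%. In each of the 8 pairs that set Tbx2 or Tbx3 against Msx2, Hand2, Gata3 or Isl1, the first gene came earlier, which depends on the chosen start: genes high in PA3-6-like cells come early by construction. Over the PA3-6-like, OFT-CNCC-like and SM-CNCC-like cells alone, a choice made after seeing the values, 5 of the 8 pairs had that order, which was the largest move among the alternatives. The expression-weighted mean places were 49.4% for Tbx3, 55.4% for Tbx2, 76.1% for Msx2, 81.9% for Gata3, 85.8% for Hand2 and 90.3% for Isl1. Of the smooth muscle genes in Fig. 2j, which define the class at the end, Tagln came at 97.1% and Acta2 at 97.4%. Bambi came at 87.7% and Dkk1 at 95.7%. Among the genes drawn in Fig. 2j, Hoxb3, Meox1, Nrp1, Ets1 and Dlk1 were also above the middle at the start, while Hoxa2 came at 13.7%, Dlx5 at 68.5% and Barx1 at 69.0%. No interval is given, since 1 library was ordered and neighbouring cells are not independent. From its own fate probabilities, the paper concludes that CNCCs activate these genes progressively while they commit to SM-CNCCs.

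**Figure D2:**
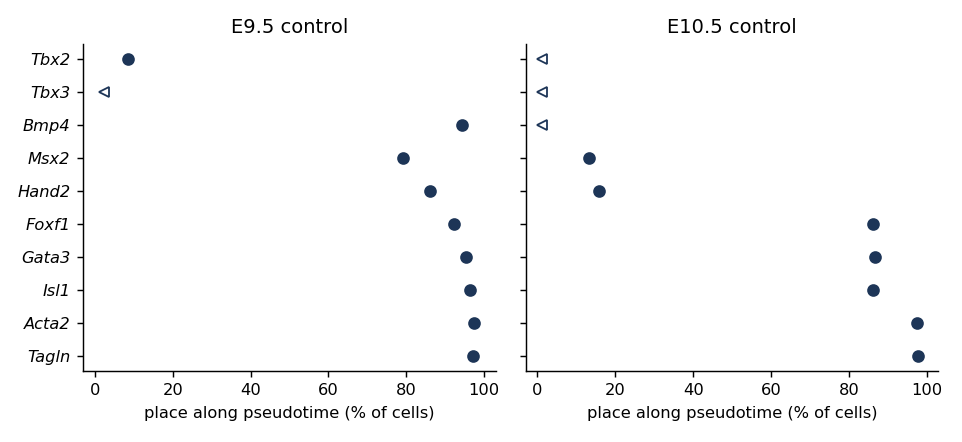
Half-range place of each gene in percent of ordered cells, for control cells at E9.5 and at E10.5, with open triangles for genes above the middle of their range at the start. Tbx2 and Tbx3 lie near the start, and Gata3 and Isl1 lie at 95.3% and 96.3% at E9.5.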

To understand how NCCs progress at E10.5, when there are more SM-CNCCs in the pharyngeal arches, we used CellRank software and generated PAGA (partition-based graph abstract) plots (Fig. 4a–c). The cell fate probability map from CellRank identified cells with a high potential to differentiate to smooth muscle fates (from cluster C2 and C3 to C10; Fig. 4c). The PAGA plots further indicated that some pharyngeal NCCs (cluster C2) are CP-NCCs and they transition to OFT-CNCCs (cluster C3) that then transition to SM-CNCCs (cluster C10; blue color fraction in the pie chart; Fig. 4c). This data also indicates that a small fraction of CP-NCCs may directly differentiate to smooth muscle cells (blue fraction in the pie chart in C2 indicates a high probability of a fraction of cells in C2 to transition directly to C10), in agreement with *Tbx2* and *Tbx3* expression in PAA-CNCCs at E10.5 (Fig. 3f, h, i). We next identified genes whose expression correlates with SM-CNCC fate acquisition (Fig. 4d, e and see Supplementary Data 5 for a full list of genes at E10.5).

**Fig. 4:**
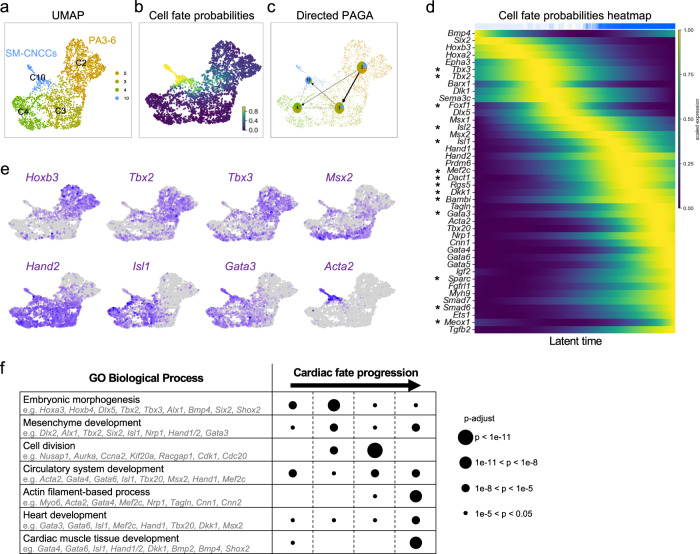
Identification of transition genes and their function at E10.5. **a** CellRank UMAP plot directed by RNA velocity and cell-cell similarity for clusters C2, C3, C4, and C10 from the feature plot in Fig. 3a. **b** UMAP plot for cell fate probabilities of CNCCs differentiating towards smooth muscle cells. **c** Directed PAGA plot of NCCs. Pie charts show summarized fate probabilities of individual clusters, with blue representing the proportion of cells in each cluster with high probability to become smooth muscle CNCCs of a cluster, C10. **d** Heatmap from CellRank showing the expression of selected genes whose expression correlates with transitions of CNCCs fate probabilities, with cells ordered by smooth muscle fate probabilities as latent time (see Supplementary Data 5 for a full list of genes), Asterisk (*) marks newly identified genes connected to CNCCs. **e** UMAP plots showing expression of marker genes in CNCCs. **f** GO enrichment analysis of four groups of genes between *Bmp4* and *Gata6* (defined by their pseudotime; Supplementary Data 6). Example of genes for each selected GO: biological processes are provided. The size of the dots indicates the adjusted *p* value by Bonferroni and Hochberg correction (Hypergeometric test); adjusted *p* value are indicated in Supplementary Data 6.

We mined the literature focusing on genes encoding transcription factors and signaling molecules, which traditionally have roles in cardiac development and modulating cell fate at E9.5 and E10.5 (Figs. 2j, 4d). Representative genes, with a focus on transcription factors, signaling genes, and early smooth muscle markers, were ordered according to their expression peak in pseudotime (Figs. 2j, 4d). While some are known to function in NCCs for heart development (*Sema3c*, *Msx2*, *Hand1*, *Hand2*, *Gata4*, *Gata6*, *Nrp1*, *Prdm6*, and *Smad7*), we found others that are newly recognized that may be required in NCCs for heart development, such as *Tbx2* and *Tbx3* (stars; Figs. 2j, 4d and Supplementary Fig. 6).

We generated lineage driver gene sets at E10.5 by dividing the genes in the fate probabilities heatmap from *Bmp4* to *Gata6*, least to most differentiated to SM-CNCCs, amounting to approximately 900 genes, to four groups of equal size (Supplementary Data 5). Next, we performed a Gene Ontology (GO) enrichment analysis of each set using ToppGene Suite^33^ to understand the function of the genes in each group (Fig. 4f and Supplementary Data 6). Our analysis indicates that the initially activated genes of pharyngeal NCCs that include some CP-NCCs, are associated with general embryonic and mesenchyme development processes (e.g., *Hox*, *Dlx*, and *Six2* genes). Then cell division (cell cycle) genes are highly expressed, consistent with the expansion of pharyngeal NCCs during development^34^, together with cardiac development genes. 

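The same ordering at E10.5 held 9453 mesenchymal NCC-like cells of the control replicates together. PA3-6-like cells had a median place of 8.96%, OFT-CNCC-like cells of 87.1% and SM-CNCC-like cells of 97.9%. Hand1 (ENSMUSG00000037335; mm10 chromosome 11, 57828705 to 57832818) passed the middle of its range at 85.6%. Isl1 did so at 86.2% and Gata3 at 86.6%. Acta2 (ENSMUSG00000035783; chromosome 19, 34241090 to 34255590) followed at 97.6%, with Gata5 and Gata6 at 98.0% and Gata4 at 98.2%. Hand1 and Acta2 are markers of the classes at the end of the order, so their late place follows from the class names. Msx2 came at 13.2%, Dlx5 at 15.7% and Hand2 at 15.8%. Tbx2, Tbx3, Hoxa2, Hoxb3, Six2, Msx1, Mef2c and Epha3 were above the middle at the start. Tbx2, Tbx3 and Six2 are among the leading genes of the PA3-6-like clusters in which the order was started, and Hoxb3 is a marker of that class, so their early place follows largely from the start. By expression-weighted mean, the places were 30.0% for Tbx2, 32.6% for Tbx3, 55.7% for Msx2, 57.4% for Hand2, 76.5% for Gata3, 82.7% for Isl1 and 90.2% for Acta2.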

Finally, genes important in cardiac development and actin-filament processes (*Hand1, Gata3/4/5/6, Isl1,* and *Acta2*) become strongly expressed (Fig. 4f). In addition, our functional enrichment analysis of the fourth, most differentiated set, identified genes associated with congenital heart diseases (*Gata4/6*, *Hand1/2*, *Tbx20*, *Nrp1*, and *Acta2*) such as tetralogy of Fallot, double outlet right ventricle and ventricular septal defects in the most differentiated cells (Supplementary Data 6), which supports the importance of the genetic program of CNCCs in OFT formation and disease.

Furthermore, we integrated our scRNA-seq data from control embryos at E8.5, E9.5, and E10.5 and investigated the cardiac cell fate trajectory (Supplementary Fig. 7) using the same approach as for individual data analysis at E9.5 and E10.5. Cardiac fate trajectory analysis of the integrated data provides confirmatory information of our results from individual data analysis as progressive activation of the same specific genes during cardiac fate acquisition were found. Thus, here we identified a specific CNCC transcriptomic signature at E9.5-10.5 and revealed that cell fate acquisition to smooth muscle cells requires a multistep specification process. We additionally identified transcription factor and signaling genes such as *Dkk1*, *Gata3*, *Foxf1*, *Mef2c*, *Isl1*, *Isl2*, *Tbx2*, *Tbx3*, *Rgs5, Bambi*, and *Smad6*, among others, which have not yet been considered as CNCC transition markers (Supplementary Data 4,5).

### *Tbx2* and *Tbx3* are required in cardiac NCCs for aortic arch branching

*Tbx2* and *Tbx3* are expressed in multiple tissue types within the pharyngeal apparatus and global inactivation of both genes lead to early embryonic lethality with severe cardiac defects^35–38^. To understand the requirement of *Tbx2* and *Tbx3* in NCCs, we generated *Wnt1-Cre/+;Tbx2* ^*f/f*^*;Tbx3* ^*f/f*^ double conditional mutant embryos (*Tbx2/3* cKO). We performed intracardiac ink injection, arterial branching analysis, and histological analysis at E15.5 (Fig. 5a–l) and found that 38.5% of *Tbx2/3* cKO embryos had an aberrant retro-esophageal right subclavian artery (ARSA), 25% of *Tbx2/3* cKO embryos had hypoplasia of the aortic arch but no intracardiac defects (Fig. 5a–l, m). No defects were identified in *Wnt1-Cre/+;Tbx2* ^*f/f*^*;Tbx3* ^*f/+*^ nor in *Wnt1-Cre/+;Tbx2* ^*f/+*^*;Tbx3* ^*f/f*^, in which three of four alleles were inactivated in embryos.

**Fig. 5:**
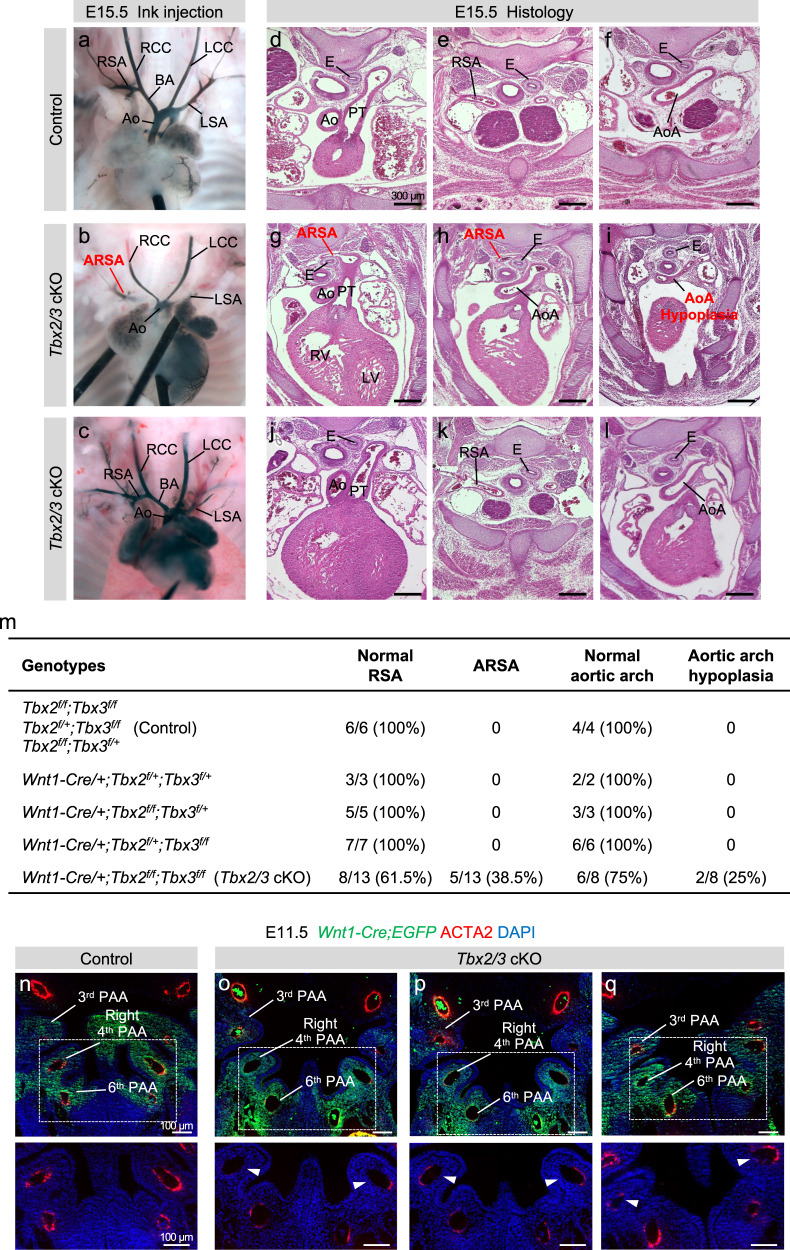
*Tbx2* and *Tbx3* are required together for aortic arch artery and arterial branching from the aortic arch. **a**–**c** Intracardiac ink injection of control (**a**) (*n* = 3) and *Wnt1-Cre;Tbx2* ^*f/f*^;*Tbx3* ^*f/f*^ conditional null mutant embryos at E15.5 (**b**, **c**) (*n* = 3). Panel **b** shows a double *Tbx2/Tbx3* cKO embryo with an aberrant retro-esophageal right subclavian artery (ARSA). **d**–**l** Hematotoxin and Eosin staining on traverse sections of control (**d**, **f**) (*n* = 18) and *Tbx2/Tbx3* cKO mutant embryos (**g**–**l**) (*n* = 9) at E15.5. Scale bars: 300 μm. Panels **g** and **h** show a *Tbx2/3* cKO embryo with ARSA and panels **j** and **k** show a *Tbx2/3* cKO embryo with a normal right subclavian artery. Panel **i** shows a *Tbx2/3* cKO embryo with aortic arch hypoplasia and panel **l** shows a *Tbx2/3* cKO embryo with a normal aortic arch as compared with control embryos (**f**). **m** Table of the cardiovascular defects in *Tbx2/Tbx3* conditional mutants. ARSA was identified in 5/13 *Tbx2/3* cKO embryos: one after intracardiac ink injection, three after H&E histology, and one by anatomic analysis after micro-dissection. Aortic arch hypoplasia was found in 2/8 *Tbx2/3* cKO embryos after H&E histology. **n**–**q** Immunofluorescence on coronal sections of controls at E11.5 (**n**) (*n* = 8) and *Tbx2/3* cKO embryos (**o**–**q**) (*n* = 8), at the level of the pharyngeal arch arteries for GFP and ACTA2 expression. Nuclei are stained with DAPI. Scale bars: 100 μm. The bottom panels are a high magnification of the dashed regions in **n**–**q**. Note the strong reduction of ACTA2 expression, ranging from almost total absence to low-level expression, in the right and left fourth PAAs in *Tbx2/3* conditional mutant embryos compared to control embryos (white arrowheads). RSA right subclavian artery, RCC right common carotid, LCC left common carotid, BA brachiocephalic artery, Ao aorta, AoA aortic arch, LSA left subclavian artery, PT pulmonary trunk, E esophagus, PAA pharyngeal arch artery.

The right subclavian artery and aortic arch are formed from the right and left 4^th^ PAA, respectively. By immunostaining on coronal sections of *Wnt1-Cre/+;Tbx2* ^*f/f*^*;Tbx3* ^*f/f*^*;ROSA-EGFP* ^*f/+*^ embryos at E11.5 using GFP and ACTA2 antibodies, we found that NCCs contributed normally to the right and left fourth PAAs but partially or completely failed to differentiate into smooth muscle cells (Fig. 5n–q). The failure of differentiation ranges from almost no expression of ACTA2 (Fig. 5o) to a low level of expression (Fig. 5p, q). This variation might explain the partial penetrance of defects in mutant embryos. We qualitatively analyzed control versus *Wnt1-Cre/+;Tbx2* ^*f/f*^*;Tbx3* ^*f/f*^ embryos at E15.5 to compare to the thickness of the muscular wall of the RSA (control and *Tbx2/3* cKO without ARSA) and with ARSA (Supplementary Fig. 8). We found reduced thickness and reduced number of muscle layers in the ARSA of *Wnt1-Cre/+;Tbx2* ^*f/f*^*;Tbx3* ^*f/f*^ embryos, suggesting an absence of the smooth muscle layer, consequently to a possible failure of smooth muscle differentiation. *Bmp4* and *Foxf1* have been identified as regulators of smooth muscle cell differentiation in other organs^39^. 

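Bmp4 (ENSMUSG00000021835; mm10 chromosome 14, 46383520 to 46390669) and Foxf1 (ENSMUSG00000042812; chromosome 8, 121084386 to 121088144) were placed on the orderings of control cells. Foxf1 is among the markers of the OFT-CNCC-like class, so its late place is partly set by the class names. At E9.5, Foxf1 passed the middle of its range at 92.1% and Bmp4 at 94.4% of the ordered cells. At E10.5, Foxf1 passed it at 86.2%, whereas Bmp4 was above it from the start, like Tbx2 and Tbx3. The 4 pairs that set Tbx2 or Tbx3 before Bmp4 or Foxf1 thus had that order in 4 cases at E9.5 and in 2 at E10.5, and the early place of Tbx2 and Tbx3 depends on the chosen start. Over the PA3-6-like, OFT-CNCC-like and SM-CNCC-like cells alone, the counts were 3 and 2. Replicate 2 alone gave 4 of 4 at E10.5, and replicate 1 alone gave 2 of 4. By the expression-weighted mean the E10.5 count was also 4 of 4, with Bmp4 at 46.9% and Foxf1 at 65.2%.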

We found that *Bmp4* and *Foxf1* expression was activated temporally after *Tbx2* and *Tbx3* expression during cardiac fate acquisition (Fig. 4d).

### Disruption of cardiac NCCs by loss of *Tbx1*

In *Tbx1* null mutant embryos, the caudal pharyngeal apparatus is hypoplastic and unsegmented at E9.5 and E10.5 due in part to the failed deployment of NCCs^9^. Further, CNCCs fail to enter the shortened cardiac OFT, leading to a persistent truncus arteriosus later in development^9^. We found that *Tbx1* was not noticeably expressed in NCCs (Supplementary Fig. 9) and its conditional deletion in NCCs using *Wnt1-Cre* did not lead to cardiac defects (Supplementary Fig. 10).

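Tbx1 (ENSMUSG00000009097) lies on mm10 chromosome 16 from 18580979 to 18590671 and is the targeted gene, so it was counted in every library. The kept control cells held 65 Tbx1 UMIs at E8.5, or 0.501 CPM (95% Poisson interval 0.387 to 0.638), and 172 at E9.5, or 0.957 CPM (0.820 to 1.11). At E10.5 they held 763 UMIs in replicate 1, or 5.80 CPM (5.40 to 6.23), and 611 in replicate 2, or 4.18 CPM (3.85 to 4.52). The cells with a Tbx1 UMI made up 0.823%, 1.27%, 5.12% and 3.66% of cells in these libraries. Among OFT-CNCC-like cells of control replicates 1 and 2 at E10.5, 19.4% and 8.16% had a Tbx1 UMI, at 27.4 and 10.3 CPM, and among their PA3-6-like cells 14.3% and 11.2%, at 14.0 and 11.2 CPM. In neuron-like cells of these libraries, which serve as background, 0.346% and 0 of 1057 cells had a Tbx1 UMI, at 0.255 and 0 CPM. Whether mesoderm cells among the sorted cells add to the Tbx1 UMIs was not tested. In the libraries called Tbx1 null, Tbx1 had 109 UMIs at E9.5, or 0.545 CPM (0.447 to 0.657). At E10.5 it had 499 UMIs in replicate 1, or 2.93 CPM (2.67 to 3.19), and 378 in replicate 2, or 2.97 CPM (2.67 to 3.28). These levels over all kept cells are 0.569 times the control level at E9.5 and 0.590 times at E10.5. OFT-CNCC-like cells of null replicates 1 and 2 had 14.5 and 35.1 CPM, and PA3-6-like cells 10.3 and 4.64. The share of cells with a UMI was 0.402 and 0.480 times that of the control. Over all barcodes, the E9.5 null library had 0.660 CPM and control replicate 2 at E10.5 had 4.57, the largest moves among the alternatives. The titles of these samples, the series and the paper call the embryos Tbx1 null, and Supplementary Table 1 lists each as Tbx1-/-. Only the genotype field of the sample labels gives a heterozygous Tbx1 genotype. The counts do not separate UMIs of a disrupted transcript from those of an intact one. PA3-6-like cells at E9.5 had 2.37 CPM in the control and 2.32 in the null library, from 48 and 33 UMIs. Clusters without a class name held 73 of the control and 50 of the null UMIs at E9.5. A single cluster of 90 such cells held 117 UMIs over both libraries, so the E9.5 levels over all kept cells rest largely on few cells.

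**Figure D3:**
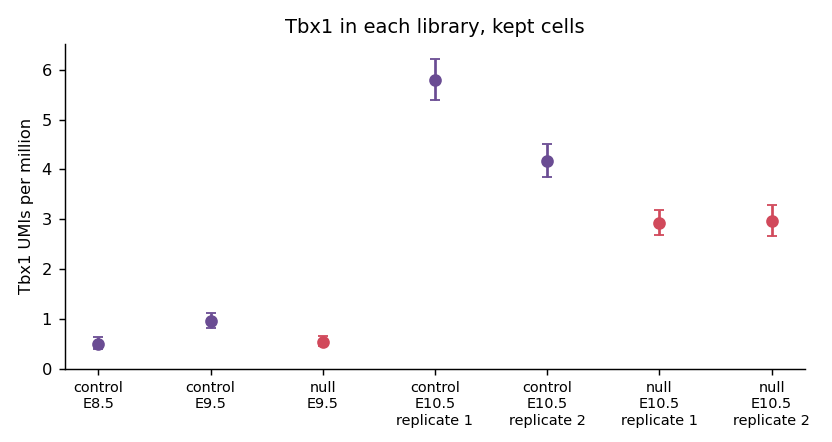
Tbx1 CPM in the kept cells of each of the 7 libraries, with 95% Poisson intervals. The null libraries lie at 0.545 CPM at E9.5 and at 2.93 and 2.97 CPM at E10.5, below the controls of their stage.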

To understand how the absence of *Tbx1* non-autonomously affects the development of CNCCs, we performed scRNA-seq of NCCs isolated from the microdissected pharyngeal region plus the heart of *Tbx1* null mutant embryos at E9.5 (Fig. 6a). We obtained sequencing data from 11,301 NCCs (Supplementary Table 1) and integrated scRNA-seq data from control and *Tbx1* null embryos using RISC (Robust Integration of scRNA-seq) software^40^ (Fig. 6b). 

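The null library at E9.5 came from a pool of 3 embryos with 23 to 25 somites, and the control from embryos of the same stage. The sample labels list kit version 3 for the null and 3.1 for the control library. With 1 library per genotype, kit and genotype cannot be told apart at E9.5, and the values compare those libraries, not the conditions. The deposited counts of the null library sum to 234844769 UMIs, with a median of 20565 per cell. After the filters, 9621 null cells remained, with 200147701 UMIs and a median of 20598. The share of cells removed was larger in the null library, where 85.1% of barcodes were kept against 87.0% in the control. In place of RISC, the libraries were joined with the reciprocal principal component method of Seurat and clustered together. Counts were summed over the cells of each class and scaled to CPM with edgeR's TMM factors, and no test was run. A gene's log2 ratio has a pseudocount of 0.5 UMIs and needs 10 UMIs over both libraries. The 95% Poisson intervals of CPM and ratios cover counting error only, and variation between pools of embryos is not known. The median of each fixed gene list was ranked among 10000 random lists of genes with like expression.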

Even though there were visibly fewer NCCs in the pharyngeal apparatus (Fig. 6a), surprisingly, there were no missing cell clusters in *Tbx1* null embryos (Fig. 6b, c). We confirmed that most of the cells in each cluster of the integrated control and *Tbx1* null scRNA-seq dataset (shown in Fig. 6b) were also clustered together in the individual datasets (Fig. 1e and Supplementary Fig. 11). This indicates that although affected, the general transcriptional profiles of the CNCCs are still conserved between control and *Tbx1* null embryos. 

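The E9.5 libraries were clustered together and each alone with the same settings. Of the 7980 control cells, 85.5% fell in the separate cluster that is most frequent in their joint cluster, and of the 9621 null cells 86.4%. In each library the most frequent separate cluster held the majority of the cells in 23 of the 24 joint clusters. The adjusted Rand index between joint and separate clusters was 0.685 for the control and 0.748 for the null. At Louvain resolution 0.6 the shares were 80.8% and 94.1%, and at 1.5 they were 80.5% and 83.9%. Cells of both libraries were present in every named class. From this overlap, the paper infers that CNCC profiles, although affected, are in general still conserved in Tbx1 null embryos.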

We then compared the proportion of cells in each cluster among the total number of NCCs in each dataset. 

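As a share of all kept cells at E9.5, PA3-6-like cells made up 9.17% of the control (732 cells) and 6.06% of the null library (583 cells). The log2 ratio of these shares is −0.60 (95% interval −0.75 to −0.45, counting error only), and a 1.51-fold reduction. Genes that define this class, such as Meox1, differ between the libraries, so the cells were also clustered without the class markers, which was chosen after seeing the data. The log2 ratio was again −0.60. For PA2-like cells the shares were 6.58% and 5.43%, a log2 ratio of −0.28 (−0.45 to −0.11) and a 1.21-fold reduction. With doublets kept the log2 ratio was −0.15 (−0.29 to 0.001), which includes no change, and no PA2-like class formed without the markers. Early migrating NCC-like cells, which were not split by arch, made up 14.2% and 11.5%, a 1.24-fold reduction with a log2 ratio of −0.31 (−0.42 to −0.19). Neural progenitor-like cells had a log2 ratio of −0.39 (−0.48 to −0.30). SM-CNCC-like cells, with 59 control and 63 null cells, had a log2 ratio of −0.18 (−0.69 to 0.34), which is within counting error, but at Louvain resolution 1.5 it was −0.61 (−1.20 to −0.024).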

As expected, there was a reduction in the relative proportion of NCCs in *Tbx1* null embryos as compared to controls, as shown in Fig. 6d, in PA3 (C4,1.5 fold), in proximal PA2 (C8, 1.4-fold), in early migrating NCCs in PA2 and PA3 (C9, 1.2-fold), and in early migrating NCCs in PA1 (C5, 1.4-fold). In addition, there was an increase in the relative proportion of NCCs in the distal part of PA1 and PA2 (C3; 1.6-fold; Fig. 6d). 

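Distal arch-like cells made up 12.6% of the control cells at E9.5 (1002 cells) and 15.6% of the null cells (1505 cells). The log2 ratio of the shares is 0.32 (95% interval 0.21 to 0.42), or a 1.25-fold increase. It moved most without integration, to 0.15, and was 0.20 with the mesenchymal NCC-like cells as denominator and 0.30 without the class markers. OFT-CNCC-like cells rose from 5.46% (436 cells) to 8.96% (862 cells), a log2 ratio of 0.71 (0.55 to 0.87). That ratio was 0.60 without the class markers and 1.44 without integration. The OFT-CNCC-like class at E9.5 was a single cluster, and its marker score of 0.513 was the lowest among the named clusters. It was led by Hand2os1, Hand2 and Dlk1, with the class marker Foxf1 lower among its leading genes. No such class formed at the finer Louvain resolution. The rise therefore describes this cluster and does not show that CNCCs of the outflow tract increased. All mesenchymal NCC-like cells together went from 53.8% to 58.2%. Cells in clusters with no class name rose from 8.58% to 12.2%.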

The increase in the proportion of NCCs is consistent with previous data that cells from PA2 abnormally migrate to PA1 in *Tbx1* null embryos at this stage^9^.

**Fig. 6:**
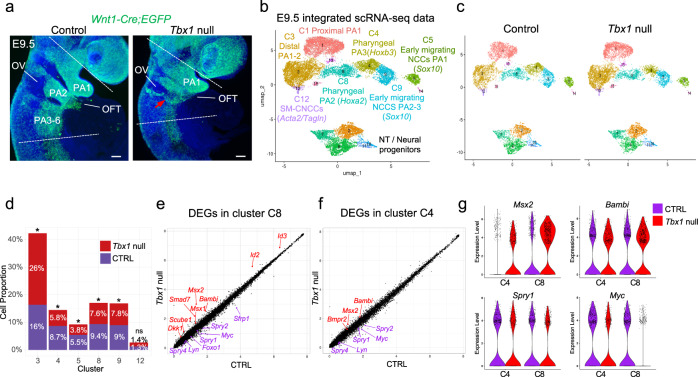
Upregulation of the BMP pathway and downregulation of the MAPK pathway by inactivation of *Tbx1* at E9.5. **a** *Wnt1-Cre;ROSA-EGFP* lineage tracing (green) shows mis-localization and a reduced number of NCCs within the pharyngeal region of *Tbx1* null embryos (red arrow) (*n* = 10). DAPI is in blue. NCCs from the region between the two dashed lines were used for scRNA-seq. **b** RISC UMAP plot of integrated scRNA-seq data from NCCs of control and *Tbx1* null embryos. **c** UMAP plots colored by clusters from control (left) and *Tbx1* null embryos (right). **d** Stack bar graph shows proportions of NCCs in indicated clusters divided by the total number of cells in control or *Tbx1* null embryos. A two-sided proportion *z*-test was used to evaluate cell proportion differences between control and *Tbx1* null embryos (cluster C3: *p* value = 1.14e-56; C4: *p* value = 9.24e-15; C5: *p* value = 1.46e-8; C8: *p* value = 1.23e-5; C9: *p* value = 4.32e-3; C12: *p* value: 0.66) (*p value <0.05; ns not significantly different). Additional information on statistical analysis is provided in the Source Data files. **e**, **f** Scatter plots show differential gene expression in cluster C8 (**e**) and in cluster C4 (**f**) from control and *Tbx1* null embryos. Note the upregulation of genes involved in the BMP pathway (red) and the downregulation of genes in the MAPK pathway (purple). **g** Violin plots showing differential expression in control (purple) versus *Tbx1* null (red) for *Msx2*, *Bambi*, *Spry1*, and *Myc* in clusters C4 and C8. PA pharyngeal arch, OV otic vesicle, OFT outflow tract. Scale bars: 100 μm.

### Altered BMP and MAPK signaling pathways in the absence of *Tbx1*

We examined the data to identify differentially expressed genes (DEGs) in mutant versus control embryos at E9.5 (Supplementary Data 7). One of the most notable changes in *Tbx1* null embryos was an increase in the expression of genes that act downstream of BMP signaling in proximal PA2 and PA3 (clusters C4, C8; Fig. 6e–g). This includes increased expression of *Msx2*, *Msx1*, *Bambi*, *Dkk1*, *Smad7*, *Id2*, and *Id3*. 

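Counts were compared between 1 control and 1 null library at E9.5, so the log2 ratios describe those libraries. In PA3-6-like cells, Msx2 (ENSMUSG00000021469; mm10 chromosome 13, 53466884 to 53473074) rose from 21.7 to 40.0 CPM, with 428 and 584 UMIs and a log2 ratio of 0.88 (95% interval 0.70 to 1.07). Bambi (ENSMUSG00000024232; chromosome 18, 3507923 to 3516404) rose from 28.4 to 46.2 CPM, a log2 ratio of 0.70 (0.54 to 0.86). The log2 ratios were 0.96 for Id2, 0.74 for Msx1, 0.70 for Id3 and 0.70 for Smad7. Dkk1 did not change in these cells, at 31.4 and 31.5 CPM and a log2 ratio of 0.01 (−0.17 to 0.18), but had a log2 ratio of 0.42 when cells were thinned to 5000 UMIs. In PA2-like cells the log2 ratios were larger: Msx2 rose from 11.3 to 94.3 CPM, or by 3.06, Dkk1 from 2.85 to 16.3 CPM, or by 2.50, and Bambi from 15.7 to 54.7 CPM, or by 1.80. Id2 rose by 1.56, Smad7 by 1.55, Id3 by 1.27 and Msx1 by 1.26 there. The median log2 ratio of these 7 genes was 0.70 in PA3-6-like cells and 1.56 in PA2-like cells, above each of the 10000 random lists. The middle 95% of random lists ran from −0.24 to 0.16 in PA3-6-like cells. The study named these genes on these libraries, so the list is not independent evidence. For 5 BMP targets that the paper does not name (Id1, Id4, Smad6, Smad9 and Atoh8), the median was 0.32 in PA3-6-like cells, above 92.94% of random lists. It was 1.17 in PA2-like cells, with 4 of these genes counted, above 99.98%. The 7 named genes had a median of 0.02 in OFT-CNCC-like and of −0.39 in SM-CNCC-like cells, and of 0.62 over all mesenchymal cells. A kit effect alike in each class would also raise these genes in OFT-CNCC-like and SM-CNCC-like cells. The medians of 0.02 and −0.39 therefore argue against such an effect as the source of the 0.70 and 1.56, though the second rests on 59 control and 63 null cells. A kit effect that differs between classes stays open. In PA3-6-like cells at E10.5, the 7 genes had a median log2 ratio of 0.7035 for the version 3 over the version 3.1 null library. Between the control replicates, made with 1 kit, it was 0.2352. The PA2-like value moved most when cells were gated on Hoxa2 and Hoxb3 UMIs in place of clusters: the median fell to 0.75 and Dkk1 reversed, to −0.30.

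**Figure D4:**
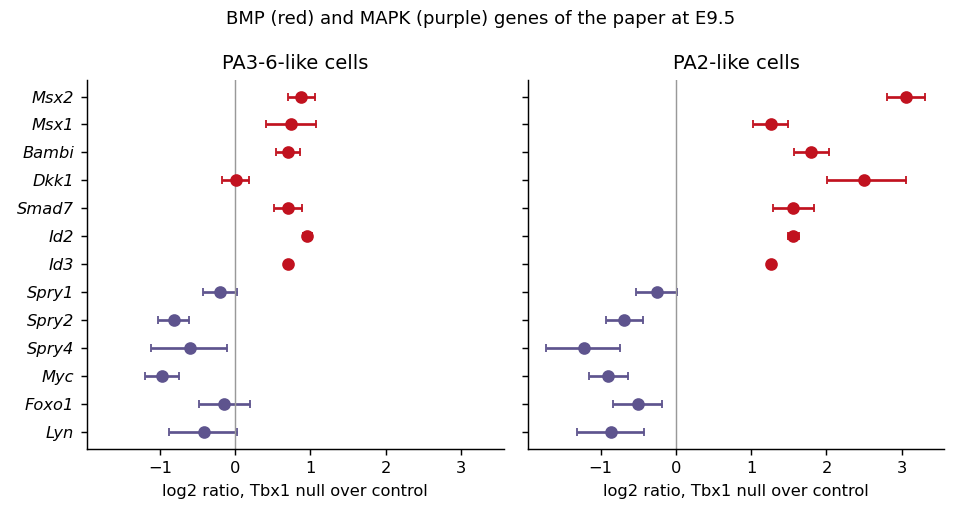
Log2 ratio of CPM, null over control at E9.5, for the BMP and MAPK genes that the paper names, in PA3-6-like and PA2-like cells, with 95% Poisson intervals. By sign alone, of the 7 BMP genes each has a positive ratio in both classes, and of the 6 MAPK genes each has a negative ratio. The intervals of Dkk1, Lyn, Spry1 and Foxo1 in PA3-6-like cells and of Spry1 in PA2-like cells include no change.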

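The genes counted for the MAP kinase pathway were Spry1, Spry2, Spry4, Myc, Foxo1 and Lyn. In PA3-6-like cells at E9.5, Myc (ENSMUSG00000022346; mm10 chromosome 15, 61985391 to 61990374) went from 30.0 to 15.3 CPM, a log2 ratio of −0.97. Spry2 (ENSMUSG00000022114; chromosome 14, 105891947 to 105896819) went from 33.5 to 19.0 CPM, a log2 ratio of −0.82, and Spry4 had −0.60. The intervals of Lyn (−0.42, −0.87 to 0.02), Spry1 (−0.20, −0.42 to 0.02) and Foxo1 (−0.14, −0.48 to 0.19) included no change. In PA2-like cells the log2 ratios were −1.22 for Spry4, −0.90 for Myc, −0.86 for Lyn, −0.69 for Spry2 and −0.51 for Foxo1, while Spry1 had −0.25 (−0.52 to 0.02). The median of the 6 genes was −0.51 in PA3-6-like cells, with 0.03% of random lists lower, and −0.78 in PA2-like cells, with none lower. For 7 targets of the pathway that the paper does not name (Dusp6, Etv1, Etv4, Etv5, Spred1, Spred2 and Il17rd), the median was −0.26 in PA3-6-like cells and −0.25 in PA2-like cells. Random lists lay lower in 0.84% and 2.15% of draws. Over all mesenchymal cells the medians were −0.15 and −0.02, and in OFT-CNCC-like cells the genes that the paper names had a median of 0.07 but a mean of −0.04.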

Our analysis also revealed a downregulation of the expression of genes in the MAP kinase (mitogen-activated protein kinase) signaling pathway, including *Spry2*, *Spry4*, *Myc*, *Foxo1*, and *Lyn* (Fig. 6e–g). Signaling by BMP^41^ and growth factors activating the MAPK pathway^42,43^ are two signaling pathways known to be critical in NCCs for cardiac development. The increase in expression of *Msx2* (downstream in the BMP pathway), as well as reduced expression of Spry1 (MAPK pathway) in scRNA-seq data of *Tbx1* null embryos, was observed in feature plots (Fig. 7a). We confirmed reduced MAPK signaling in pharyngeal NCCs of *Tbx1* null embryos at E9.5 by performing wholemount immunostaining for P-ERK (phospho-ERK; Fig. 7b). Expression of BMP downstream genes, *Msx2* and *Bambi*, were expanded dorsally in *Tbx1* null mutant embryos by wholemount RNAscope in situ and 3D reconstruction (Fig. 7c). These results were confirmed by RNAscope assays on traverse sections of control and *Tbx1* null embryos (Fig. 7d). Normally, BMP signaling is most active in the ventral part of the pharyngeal apparatus near the OFT. We found an increase and ectopic expression of P-SMAD1/5/9 in the dorsal pharyngeal region, marking an increase in BMP signaling in NCCs in *Tbx1* null embryos (PA2, PA3; Fig. 7e). NCCs migrate from the dorsal to ventral parts of the pharyngeal apparatus. Our results indicate that the BMP pathway is prematurely activated during their migration in a more dorsal region of the pharyngeal apparatus compared to control embryos. These data suggest that altered BMP and MAPK signaling might affect NCC development in *Tbx1* null embryos. A schematic representation of expanded and premature BMP signaling activity and reduced NCCs migrating to the shortened OFT in *Tbx1* null embryos at E9.5 is shown in Fig. 7f.

**Fig. 7:**
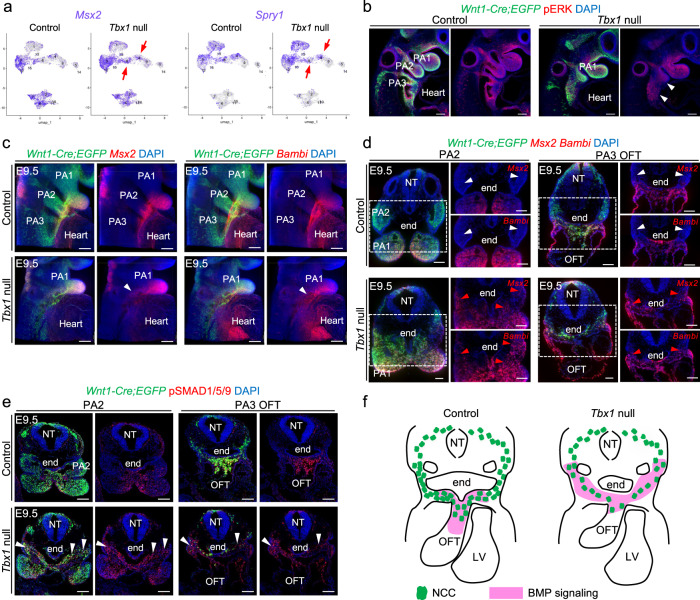
BMP pathway is downregulated and the MAPK pathway is upregulated in pharyngeal NCCs of *Tbx1* null embryos at E9.5. **a** UMAP plots show the expression level (purple) of *Msx2* and *Spry1* in NCCs split by control and *Tbx1* null embryos. **b** Wholemount immunostaining through *Wnt1-Cre;ROSA-EGFP* control (*n* = 7) and *Tbx1* null embryos (*n* = 5) for GFP (green) and phospho-ERK (pERK) (red). Digitally generated sections are shown in **b**. DAPI is in blue. Arrowheads show reduced expression of pERK in NCCs in the pharyngeal region of *Tbx1* null embryo. **c** *Msx2*, *Bambi*, and *Egfp* wholemount RNAscope in situ hybridization with DAPI of control and *Tbx1* null embryos. (*Msx2* in control: *n* = 7, *Msx2* in *Tbx1* null embryos: *n* = 3, *Bambi* in control and *Tbx1* null embryo: *n* = 3) The arrowheads indicate ectopic expression of *Msx2* and *Bambi* in *Tbx1* null embryos. **d** *Egfp*, *Msx2*, and *Bambi* RNAscope assay on transverse sections of control and *Tbx1* null embryos (*n* = 3) showing ectopic and dorsal expression of *Msx2* and *Bambi* in migrating NCCs (red arrowheads). *Msx2* and *Bambi* expression is absent in the proximal part of the PA2 and PA3 of control embryos (white arrowheads). **e** Fluorescent immunostaining for GFP and P-SMAD1/5/9 on transverse sections of control (*n* = 5) and *Tbx1* null (*n* = 4) embryos shows increase in P-SMAD1/5/9 in NCCs of PA2-3 (arrowheads). **f** Schematic representation of control (left) and *Tbx1* null (right) sections at E9.5 showing reduced CNCCs contributing to the shortened OFT and ectopic posterior BMP signaling. PA pharyngeal arch, OFT outflow tract, NT neural tube, end endoderm, LV left ventricle. Scale bars: 100 μm.

### Cell-cell communication from the mesoderm to NCCs is disrupted in the absence of *Tbx1*

During the formation of the heart, NCCs receive critical signaling from adjacent mesodermal cells (Fig. 8a). We investigated cell-cell communication and how it is disrupted in the absence of *Tbx1* at single-cell resolution using CellChat software^44^.

**Fig. 8:**
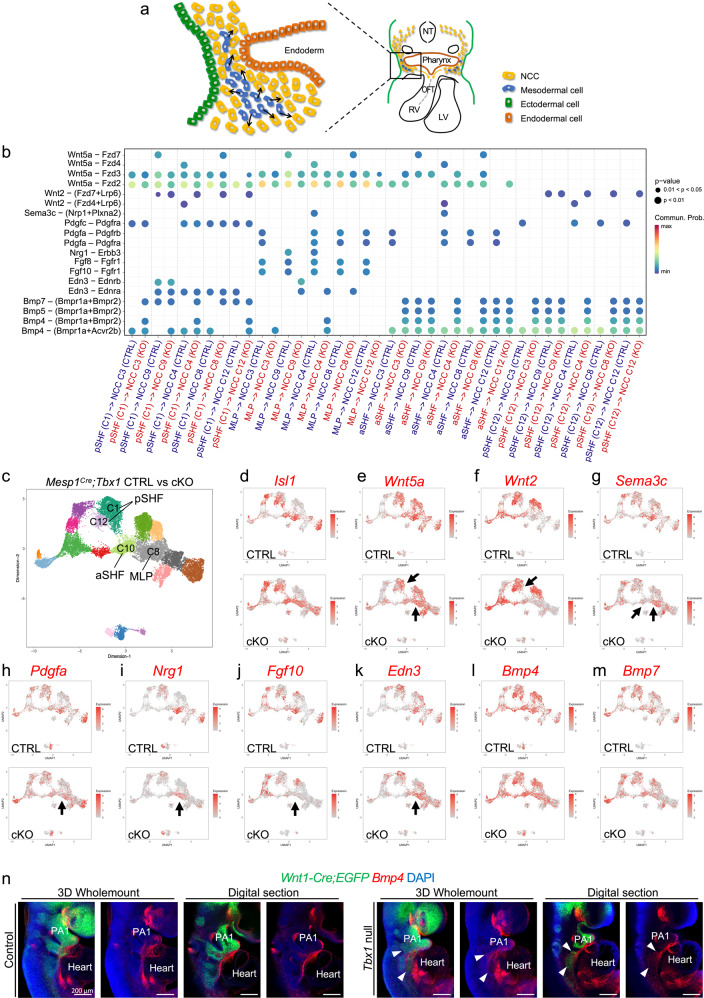
Cell-cell communication from the mesoderm to NCCs is altered in the absence of *Tbx1* at E9.5. **a** Schematic representation of a transverse section showing signaling (arrows) from pharyngeal mesoderm cells (blue) to NCCs (yellow) in the caudal pharyngeal apparatus. **b** Bubble plot shows representative cell-cell signaling from *Mesp1*^*Cre*^ derived mesodermal cells to NCCs that were significantly altered (Wilcox rank two-sided test without multiple test correction, *p* value indicated by the size of dot and color; right) in *Tbx1* mutant embryos. Each dot represents a ligand–receptor pair interaction (Y-axis) between a specific cluster in the mesoderm cells and NCCs (X-axis). Clusters include anterior and posterior second heart fields (aSHF, pSHF) and the multilineage progenitors (MLP). **c** UMAP from integration of two replicates of *Mesp1*^*Cre*^;*ROSA-EGFP* (CTRL) and *Mesp1*^*Cre*^*;Tbx1* ^*f/f*^*;EGFP* (*Tbx1* cKO) datasets. **d** UMAP plots showing *Isl1* expression in control and *Tbx1* cKO cells. **e**–**m** UMAP plots showing the expression of ligand genes including *Wnt5a* (**e**), *Wnt2* (**f**), *Sema3c* (**g**), *Pdgfa* (**h**), *Nrg1* (**i**), *Fgf10* (**j**), *Edn3* (**k**), *Bmp4* (**l**), and *Bmp7* (**m**) in *control* and *Tbx1* cKO embryos. Arrows indicate cell clusters with gene expression changes in *Tbx1* cKO embryos. **n** Wholemount RNAscope in situ hybridization of *Wnt1-Cre;ROSA-EGFP* control (lefts panels) and *Tbx1* null (right panels) embryos at E9.5 with probes for *Egfp* and *Bmp*4. Representative digital sections are shown on the right of 3D reconstruction pictures. Arrowheads show expression of *Bmp4* in cells adjacent to the pharyngeal NCCs in *Tbx1* null embryos. PA pharyngeal arch. Scale bars: 200 μm.

Inactivation of *Tbx1* in the mesoderm results in similar pharyngeal hypoplasia and altered NCC distribution as in global null embryos, implicating the pharyngeal mesoderm as being critical to signal to NCCs^45^. To identify *Tbx1*-dependent signals from the mesoderm to NCCs, we investigated existing scRNA-seq data from *Mesp1*^*Cre*^ control and *Tbx1* conditional null embryos at E9.5^46^. The scRNA-seq from two replicates of *Mesp1*^*Cre*^ control and *Tbx1* conditional null embryos were integrated using RISC software as described^46^. We focused on mesodermal subpopulations, expressing *Tbx1*, that are adjacent to the NCCs, including the anterior and posterior second heart field (aSHF; pSHF)^47,48^. We also included a critical *Tbx1*-dependent multilineage progenitor population (MLP) in the pharyngeal mesoderm required for cell fate progression to the aSHF and pSHF^46^. We examined signaling to NCCs in clusters corresponding to migrating NCCs of the future PA2-3 (C9), distal part of PA1-2 (C3), mesenchyme of PA2 (C8) and PA3 (C4), and CNCCs of the OFT (C12) in integrated scRNA-seq data from control and *Tbx1* null embryos at E9.5 (Figs. 6, 8b). 

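The ligands of Fig. 8b were measured in mesoderm cells of another series, so only the receiving side was counted here. Of the 22 receptor genes fixed in advance, 11 had at least 10 CPM in the PA3-6-like control cells at E9.5 and 12 in the null cells, and 10 and 8 in PA2-like cells. In PA3-6-like cells, the control and null libraries had 25.5 and 33.6 CPM for Bmpr1a, 11.8 and 15.6 for Bmpr2 and 72.2 and 83.9 for Acvr2b. For Fgfr1 they had 28.6 and 31.9 CPM, for Pdgfra 38.2 and 44.3, for Fzd2 99.2 and 117, and for Nrp1 17.9 and 18.3. In early migrating NCC-like cells, whose markers include Ednrb and Erbb3, Ednra had 25.5 and 14.3 CPM and Nrp2 57.1 and 52.2. PA2-like cells had 25.5 and 32.6 CPM for Fgfr1, 13.6 and 9.12 for Nrp1 and 20.9 and 16.8 for Ednra. In OFT-CNCC-like cells Fgfr1 had 34.3 and 43.8 CPM, Fgfr2 6.61 and 10.6 and Bmpr1a 33.1 and 35.0, and in distal arch-like cells Fgfr1 had 29.6 and 36.2.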

Representative results of ligand–receptor pairs altered when *Tbx1* is inactivated are shown in Fig. 8b, and the complete set of pairs are in Supplementary Fig. 12.

Affected ligands in the mesoderm include *Wnt5a, Wnt2, Sema3c, Pdgfa Nrg1, Fgf8, Fgf10, Bmp4*, and *Edn3* and others. To validate relationships, we analyzed integrated *Mesp1*^*Cre*^ data (Fig. 8c; MLPs-C8, aSHF-C10, and pSHF-C1 + C12). *Isl1*, is a critical gene required for OFT development^49^, and it is expressed in the MLPs, aSHF, and pSHF (Fig. 8d). We examined expression changes in feature plots of *Wnt5a*, *Wnt2*, *Sema3c*, *Pdgfa*, *Nrg1*, *Fgf10*, and *Edn3* as well as other genes (Fig. 8e–m). These genes were altered in expression in the cell types specified and, in the direction of altered signaling (decreased or increased in the mutant embryos), as indicated in Fig. 8b.

Reduced expression of *Wnt5a*^50,51^*, Fgf8*^46,52,53^*, Fgf10*^54,55^, *Sema3c*^56^, and *Nrg1*^46^ ligands and increase of *Wnt2*^57^ are consistent with previous in vivo studies of *Tbx1* mutant embryos; however, these were not known with respect to cell-cell communication to NCCs. With these data, we show, on a single-cell level, that signaling to NCCs is altered in *Tbx1* mutant embryos. We also identified ligand–receptor pairs that were not previously connected to NCCs or *Tbx1*. Two ligand genes, *Edn3* and *Pdgfa* were identified in our cell-cell communication analysis (Figs. 8h, k). *Edn3* encodes an endothelin ligand important in cell migration. *Pdgfa* encodes a growth factor regulating cell survival, proliferation, and migration and PDGF signaling is required in NCC development^58^. To our knowledge, there is no report of *Edn3* and *Pdgfa* having been investigated in relation to *Tbx1*.

We investigated CellChat results for the BMP and MAPK pathways that were altered in NCCs when *Tbx1* was inactivated. An abnormal increase of the BMP signaling from the mesoderm to NCCs in *Tbx1* mutant embryos was found through *Bmp4/5/7* ligands (Fig. 8b). We performed RNAscope in situ hybridization for expression of *Bmp4* and *Bmp7* (Fig. 8n and Supplementary Fig. 13). *Bmp4* is expressed in the pharyngeal mesoderm and *Bmp7* is expressed in the pharyngeal mesoderm and endoderm adjacent to the NCCs. Expression of these two ligands were maintained in *Tbx1* null embryos as compared to control embryos at E9.5 (Supplementary Fig. 13 and Fig. 8l, m).

*Fgf8* and *Fgf10* are ligands in FGF signaling that act through the MAPK pathway and it is well known that they are reduced in expression in *Tbx1* mutant embryos^46,52–55^ (Fig. 8j). Similarly, we found that *Fgf8* and *Fgf10* were reduced in expression in the mesoderm and signaling to NCCs was altered (Fig. 8b). It is known that FGF signals to NCCs during embryonic development^42,59,60^. Therefore, it is possible that the reduction of FGF and/or increase in BMP, along with changes in other ligands in the adjacent mesoderm, could lead to their failed progression and cardiac contribution.

### Failed cardiac cell fate progression of NCCs in the absence of *Tbx1* at E10.5

To further understand how the contribution of NCCs to the OFT is altered in the absence of *Tbx1*, we performed scRNA-seq of NCCs in *Tbx1* null embryos at E10.5, when the caudal pharyngeal apparatus is hypoplastic (Fig. 9a). We integrated scRNA-seq data from two control replicates (21,561 cells) and two *Tbx1* null replicates (17,840 cells) using RISC software (Fig. 9b). 

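The null libraries at E10.5 were 2 pools of 2 embryos each, with 32 to 33 somites in replicate 1 and 35 in replicate 2. The sample labels list kit version 3 for null replicate 1 and version 3.1 for null replicate 2 and the controls. The counts deposited by the authors sum to 197398510 and 146254671 UMIs for null replicates 1 and 2, with medians of 18719 and 16560.5 per cell. After the filters, 8120 and 6499 null cells remained, with 170598094 and 127492417 UMIs. The tissue is named as arches 2 to 6 with the heart for the controls and as the region below the first arch with the heart for the null embryos, so the first arch was left out of both. The 4 libraries were joined and clustered together as at E9.5. For each class, counts were summed per library, and the 2 control and 2 null sums were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The unit of replication is therefore the library, while the paper tested cells. A class was tested where each library had at least 20 of its cells, which left out the distal arch-like class. Genes were kept by edgeR's filter on low counts. In simulated data with 200 genes changed 2-fold in the PA3-6-like sums, edgeR recovered 17.0% of them with 8 false calls, and DESeq2 recovered 23.0% with 12. Without 1 library, the lone library of its group is assumed to vary like the others.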

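Joint and separate clusters of the E10.5 libraries were compared in the same way. The share of cells in the most frequent separate cluster of their joint cluster was 80.2% and 69.9% in control replicates 1 and 2 and 79.5% and 81.2% in null replicates 1 and 2. The adjusted Rand index was 0.611 and 0.468 in the control replicates and 0.640 and 0.656 in the null replicates. One separate cluster held the majority of the cells in 31 and 29 of 31 joint clusters in the controls, in 30 of 31 in null replicate 1 and in 29 of 30 in null replicate 2. Louvain resolution 0.6 moved the share most, to 87.4% in null replicate 2, and lowered that of control replicate 2 to 67.3%.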

We confirmed that most of the cells in each cluster of the integrated control and *Tbx1* null scRNA-seq dataset (shown in Fig. 9b) were also clustered together in the individual datasets (Fig. 1f and Supplementary Fig. 14). The integrated datasets clearly show a strong reduction in the number of NCCs in most clusters in *Tbx1* null embryos including OFT-CNCCs (*Isl1/Gata3*+; C10) and SM-CNCCs (*Acta2*+; C13) as shown in Fig. 9c, except that the relative proportion of pharyngeal NCCs that contain CP-NCCs (*Tbx2/Tbx3*+; C4) was not significantly changed, after considering the total cells being sequenced (Fig. 9d).

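Markers of several classes differ between genotypes at E10.5, so the sizes of the classes are those from cells clustered without the class markers, a choice made after seeing the data. OFT-CNCC-like cells made up 11.9% and 18.3% of the kept cells in control replicates 1 and 2 and 4.77% and 5.94% in null replicates 1 and 2. With the library as the unit, edgeR gave a log2 fold change of −1.50 with an adjusted p of 0.115, lower in 2 of 2 null libraries. SM-CNCC-like cells were fewer, with 72 and 130 control cells and 40 and 52 null cells, or 1.06%, 1.40%, 0.493% and 0.80%. Their log2 fold change was −0.93 (edgeR adjusted p 0.348). PA3-6-like cells made up 6.89% and 11.7% in the controls and 9.93% and 7.09% in the null libraries, a log2 fold change of −0.13 (edgeR adjusted p 0.942). The share of distal arch-like cells fell by 2.35 on the log2 scale (edgeR adjusted p 0.0194), from 19.7% and 35.1% to 8.49% and 2.29%. Early migrating NCC-like cells went the other way, with a log2 fold change of 1.51 (edgeR adjusted p 0.115). All mesenchymal NCC-like cells had a log2 fold change of −1.30 (edgeR adjusted p 0.159). With the markers included in the clustering, the log2 fold changes were −1.50 for OFT-CNCC-like, −1.0 for SM-CNCC-like, −0.14 for PA3-6-like, 1.52 for early migrating NCC-like and −1.29 for all mesenchymal NCC-like cells, none past the threshold. For distal arch-like cells it was −3.84 (edgeR adjusted p 0.00309), from 752 and 1480 control cells to 147 and 4 null cells. Leaving out each library in turn gave from −7.74 to −2.90 for this class. Its cluster led by 3110099E03Rik and Emx2 went from 519 and 1135 to 52 and 2 cells. The distal arch-like cluster led by Barx1 went from 233 and 345 to 95 and 2. The dissected region is worded differently for control and null, so missing tissue cannot be excluded as the source. The PA3-6-like, SM-CNCC-like and OFT-CNCC-like shares moved most with the denominator. Among mesenchymal NCC-like cells only, the PA3-6-like share rose by 1.16 on the log2 scale (edgeR adjusted p 0.0385) and the SM-CNCC-like share by 0.34. The OFT-CNCC-like share changed by −0.15 (edgeR adjusted p 0.723). The distal arch-like share changed by −2.80 (edgeR adjusted p 0.298) and no longer passed the threshold. Of the mesenchymal NCC-like cells, the OFT-CNCC-like class then made up 20.0% and 17.6% in the controls and 12.2% and 21.9% in the null libraries, with the markers included. The control replicates differ in their denominator, with 42.0% and 71.7% mesenchymal NCC-like cells against 27.6% and 18.6% in the null libraries.

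**Figure D5:**
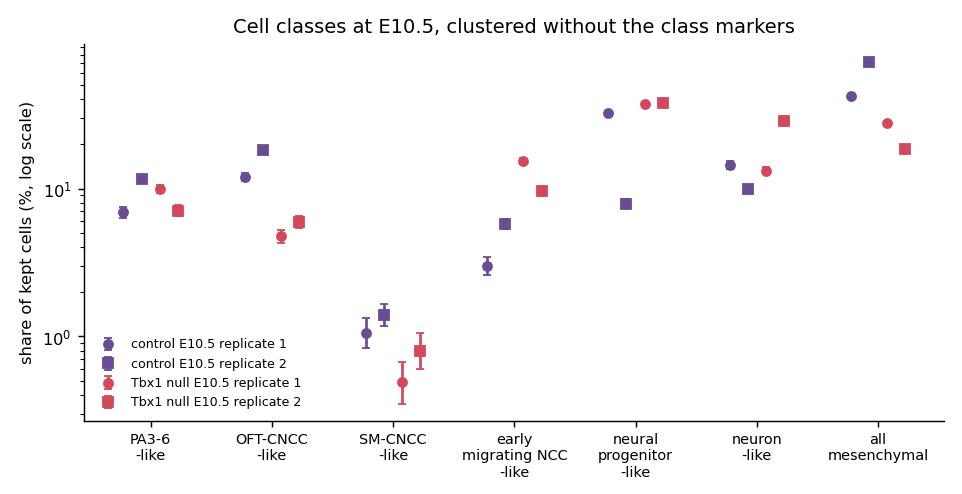
Percent of kept cells (log axis) by class for the control and Tbx1 null replicates at E10.5, clustered without the class markers, with 95% binomial intervals. OFT-CNCC-like and SM-CNCC-like shares are lower in both null libraries than in both controls, and PA3-6-like shares overlap.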

**Fig. 9:**
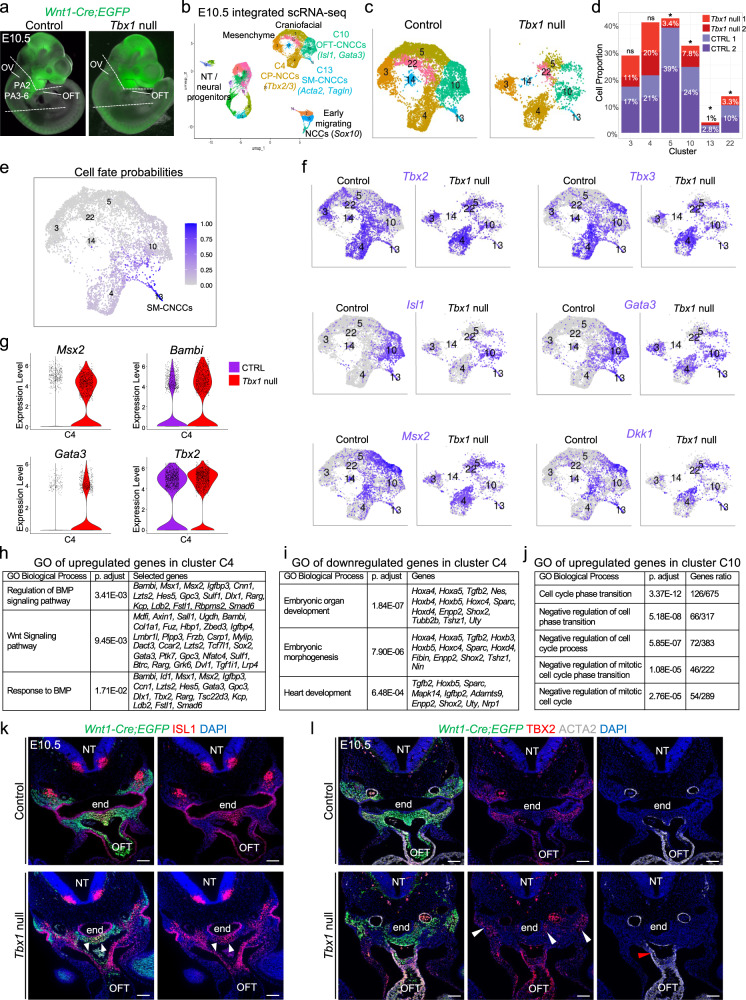
Failure of CNCC cell fate progression by loss of *Tbx1* at E10.5. **a** The NCCs between the dotted lines and heart in control and *Tbx1* null embryos were used for scRNA-seq. **b** RISC UMAP plot of integrated scRNA-seq data from NCCs of two replicates of control and *Tbx1* null embryos. **c** UMAP plots of pharyngeal and heart clusters from control (left) and *Tbx1* null (right) embryos. **d** Stack bar graph shows proportions of NCCs in selected clusters divided by the total cell number in control or *Tbx1* null replicates. A two-sided proportion *z*-test was used to evaluate cell proportion differences between control and *Tbx1* null embryos for the two replicates separately if the two *Tbx1* null show consistent increase or decrease compared to control. (*p value <0.05; ns not significantly different, see Source Data file for *p* value details). **e** UMAP plot colored by cell fate probabilities. **f** UMAP plots showing expression level of *Tbx2*, *Tbx3*, *Isl1, Gata3*, *Msx2*, and *Dkk1* in NCCs from control or *Tbx1* null embryos in pharyngeal NCC clusters. *Msx2*, *Gata3*, and *Dkk1* show increased expression in cluster C4. **g** Violin plots showing differential expression level of *Msx2*, *Bambi*, *Gata*3, and *Tbx2* in cluster C4 in control (purple) and *Tbx1* null (red) embryos. **h**–**j** GO analysis for upregulated genes in C4 (**h**), downregulated genes in C4 (**i**), and upregulated genes in C10 (**j**). Hypergeometric test was used, adjusted *p* value by Bonferroni–Hochberg correction. **k** Fluorescent immunostaining for GFP (green) and ISL1 (red) with DAPI (blue) on transverse sections of control (*n* = 4) and *Tbx1* null (*n* = 3) embryos. There is reduced ISL1-positive NCCs (arrowheads). **l** Fluorescent immunostaining for GFP (green), TBX2 (red), and ACTA2 (gray) on transverse sections of control (*n* = 4) and *Tbx1* null (*n* = 3) embryos, DAPI is in blue. Expression of TBX2 in NCCs is lateral to the pharyngeal endoderm (end; white arrowheads). There are fewer CNCCs expressing ACTA2 within the OFT of *Tbx1* null embryos (red arrowhead). NT neural tube, end endoderm, OFT outflow tract. Scale bars: 100 μm.

Our analysis showed that the cell fate probabilities point from pharyngeal NCCs containing CP-NCCs (C4) and OFT-CNCCs (C10) toward SM-CNCCs (C13) as shown in Fig. 9e. 

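In the PA3-6-like sums at E10.5, 12890 genes were tested, and edgeR called 0 genes higher and 0 lower in the null libraries at an adjusted p under 0.05. At an unadjusted p under 0.05, 807 genes were higher and 616 lower. DESeq2 called 46 genes higher and 44 lower. In the OFT-CNCC-like sums, with 12207 genes tested, edgeR called 11 genes higher and 5 lower, and DESeq2 called 83 and 40. The largest rises among them, with both null libraries above both controls, were Msc (log2 fold change 4.62, edgeR adjusted p 0.0225), Nkx6-1 (4.55, 0.0495), Wnt4 (4.08, 0.0284), Tmem132e (3.00, 0.0291) and Hoxa5 (2.99, 0.00963). Grem1 fell by 3.43 on the log2 scale (edgeR adjusted p 0.00983), from 12.1 and 10.0 CPM to 0.796 and 1.25. The other genes that fell are 2410018L13Rik, Gm42418, AY036118 and Lars2. They also fell in neuron-like cells (2410018L13Rik by 2.79 on the log2 scale), and the last 3 had the opposite direction at E9.5, so their change is not specific to this class. The counts depend on single libraries: without null replicate 2, 1621 genes were called in PA3-6-like cells and 1616 in OFT-CNCC-like cells, and without control replicate 2, 10 and 73. With no filter on low counts, 404 and 425 genes were called. Under the paper's own thresholds on fold change and detection, edgeR called 0 genes in PA3-6-like cells and 5 in OFT-CNCC-like cells. In PA2-like cells edgeR called 17 genes higher and 37 lower of 12124, in SM-CNCC-like cells 1 and 1 of 10475, and over all mesenchymal NCC-like cells 2 and 18 of 15222. In simulated data, edgeR recovered 4.5%, 0% and 2% of the genes changed 2-fold in these sums, in that order. The low counts therefore cannot show that few genes changed.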

We generated a list of DEGs in clusters C4 and C10, between control and mutant embryos at E10.5 (Supplementary Data 8). *Msx2*, *Bambi*, *Gata3*, and *Dkk1* were increased and abnormally expressed in pharyngeal NCCs (cluster C4) in *Tbx1* null embryos (Fig. 9f, g and Supplementary Data 8). This suggests that an abnormal upregulation of BMP signaling occurred in the absence of *Tbx1*, consistent with data at E9.5 in Fig. 8. 

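In PA3-6-like cells at E10.5, Msx2 had 37.1 and 21.5 CPM in control replicates 1 and 2 and 116 and 30.5 in null replicates 1 and 2. Its log2 fold change was 1.34 (standard error 0.542, edgeR adjusted p 0.424). Bambi had 49.1 and 44.1 CPM in the controls and 123 and 40.9 in the null libraries, a log2 fold change of 0.82 (standard error 0.433, edgeR adjusted p 0.512). For both genes the rise rests on null replicate 1, without which the log2 fold changes were 0.10 and −0.16. Gata3 (ENSMUSG00000015619; mm10 chromosome 2, 9857078 to 9890034) was higher in 2 of 2 null libraries, with 21.9 and 13.2 CPM against 7.4 and 7.81. Its log2 fold change was 1.21 (standard error 0.288, edgeR adjusted p 0.306), and 0.82 without null replicate 1. Dkk1 (ENSMUSG00000024868; chromosome 19, 30545863 to 30549665) had 55.5 and 31.9 CPM in the controls and 42.4 and 21.4 in the null libraries. Its log2 fold change was −0.44 (standard error 0.369, edgeR adjusted p 0.668), and it changed sign when cells were thinned to 5000 UMIs, to 0.12. Without null replicate 1 it was called lower (−0.99, edgeR adjusted p 0.00235). Leaving out null replicate 2, edgeR called Msx2 (2.00, adjusted p 3.8e-17), Bambi (1.40, 1.9e-08) and Gata3 (1.52, 1.9e-07) as higher, and leaving out null replicate 1, Gata3 alone of these (adjusted p 0.0322). Isl1 had a log2 fold change of 2.01 (standard error 0.442, edgeR adjusted p 0.298), from 1.63 and 0.739 to 4.36 and 4.91 CPM. Tbx2 and Tbx3 had log2 fold changes of 0.29 (standard error 0.273) and −0.12 (standard error 0.226), with edgeR adjusted p of 0.708 and 0.857. From the genes that it finds raised, the paper proposes that BMP signaling is abnormally upregulated in the absence of Tbx1.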

GO analysis of the upregulated genes in pharyngeal NCCs (cluster C4) confirms the upregulation of BMP signaling in *Tbx1* null embryos (Fig. 9h and Supplementary Data 9). 

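The 7 BMP genes that the paper names had a median log2 fold change of 0.53 in PA3-6-like cells at E10.5, with 5 of the 7 positive. Limma's camera test with its preset correlation gave an adjusted p of 0.165, over lists and classes, and fry gave 0.865. Of these genes, 0 were called when adjusted over the list alone and 0 over all genes tested, and as the study chose the list on these samples, the first is not independent evidence. The median fell to 0.10 without null replicate 1, and passed the threshold without null replicate 2 (0.67, limma camera adjusted p 1.2e-05). Over its alternatives the adjusted p ranged from 1.2e-05 to 0.945. The 5 BMP targets not named by the paper had a median of 0.58, with 5 of 5 positive and an adjusted p of 0.00535 from limma's camera, but 0.403 from fry. Smad6 (7.4 and 7.34 CPM in the controls, 14.6 and 15.9 in the null libraries) and Atoh8 (11.5 and 8.40, 22.0 and 19.6) were called adjusted over the list alone, and 0 genes over all genes tested. Without null replicate 1, that median was 0.64 with an adjusted p of 0.105 from limma's camera. In PA2-like cells the 7 named genes had a median of 1.11 (limma camera adjusted p 2.6e-07, fry 0.295), with 7 of 7 positive, 6 called adjusted over the list alone and 2 over all genes tested. These 2 were Msx2, with a log2 fold change of 4.13, and Msx1, with 3.07. In OFT-CNCC-like cells the median was −0.04. None of the lists that camera called in any class was called by fry. Fry called the other BMP targets in early migrating NCC-like cells (adjusted p 0.047), where limma's camera did not (0.413). For the MAPK genes that the paper names, the median in PA3-6-like cells was 0.04, their mean −0.06, and camera's direction down (adjusted p 0.849). The 7 MAPK targets that it does not name had a median of −0.37, with 0 of 7 positive (limma camera adjusted p 0.0249, fry 0.796).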

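The genes drawn in Fig. 9i were compared in PA3-6-like cells at E10.5. Barx1 (ENSMUSG00000021381; mm10 chromosome 13, 48662998 to 48666507) had the largest change, from 126 and 67.8 CPM in the controls to 14.0 and 9.89 in the null libraries. Its log2 fold change was −3.01 (standard error 0.350, edgeR adjusted p 0.0615), the lowest adjusted p of these genes. The log2 fold changes of the others were −1.71 for Enpp2, −1.40 for Foxd1, −1.37 for Tgfb2, −1.35 for Shox2, −1.35 for Mapk14, −1.18 for Nin and −1.02 for Nrp2. For Ngfr, Tshz1, Sparc and Nes they were −0.97, −0.91, −0.56 and −0.40. Each of these genes had both null libraries below both controls, apart from Nrp2 and Sparc. The study picked them on these samples, and edgeR called 0 of them over all genes tested. The Hox 4 and 5 genes, a list fixed in advance, were lower in the same cells: their median log2 fold change was −1.67, with 0 of 7 positive. Limma's camera gave an adjusted p of 1.5e-07, but fry gave 0.540, and 5 genes were called adjusted over the list alone and 0 over all genes tested. Hoxa5 (ENSMUSG00000038253; chromosome 6, 52201754 to 52204587) went from 15.5 and 19.4 to 1.82 and 6.38 CPM there. In OFT-CNCC-like cells the list went the other way, with a median of 1.83 and 6 of 6 positive (limma camera adjusted p 1.3e-08, fry 0.393), 6 called adjusted over the list alone and 2 over all genes tested, Hoxa4 and Hoxa5. Hoxa5 went from 1.82 and 1.82 to 12.1 and 17.1 CPM in those cells. Leaving out each library in turn kept both directions, with medians from −2.60 to −1.20 and from 1.31 to 2.57. Gating PA3-6 cells by Hox UMIs moved the first median most, to −0.74.

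**Figure D6:**
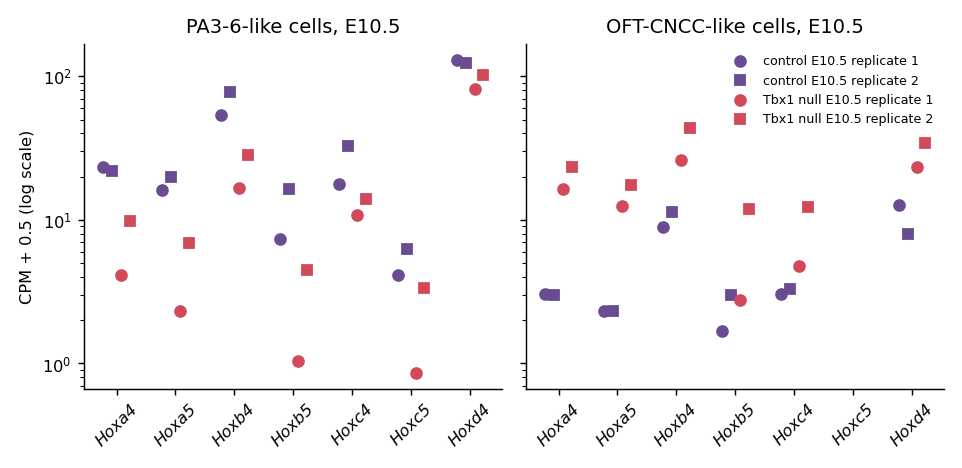
CPM plus 0.5 (log axis) of the Hox 4 and 5 genes in PA3-6-like and OFT-CNCC-like cells at E10.5, with 1 point per library. Both null libraries lie below both controls for each gene in PA3-6-like cells, and above them in OFT-CNCC-like cells apart from Hoxb5, while Hoxc5 was not tested there.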

By GO analysis, we found downregulation in the expression of genes involved in embryonic organ development and mesenchyme development in pharyngeal NCCs that contain CP-NCCs (Fig. 9i and Supplementary Data 10), suggesting dysregulation of NCC development. We also noted that there was an upregulation of genes that inhibit the cell cycle progression of OFT-CNCCs (Fig. 9j and Supplementary Data 11).

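Of the cell cycle inhibitors fixed in advance, 12 were tested in OFT-CNCC-like cells at E10.5, and 5 of them had a positive log2 fold change. Their median was −0.20, with an adjusted p of 0.528 from limma's camera and 0.865 from fry. None was called adjusted over the list alone or over all genes tested. Cdkn1c, the most abundant, had 615 and 539 CPM in the controls and 306 and 537 in the null libraries, a log2 fold change of −0.45 (standard error 0.284, edgeR adjusted p 0.523). Cdkn1b had a log2 fold change of −0.56 (edgeR adjusted p 0.388) and Ccng1 of 0.57 (0.472). The median was 0.00319 without integration, the only alternative that changed its sign. The 8 proliferation genes had a median log2 fold change of 0.34, with 6 positive and an adjusted p of 0.528 from limma's camera. That median fell to −0.11 without null replicate 1. In PA3-6-like cells the medians of these lists were 0.10 and 0.10.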

By immunostaining, we confirmed the overall reduction in the number of CNCCs within the OFT and NCCs in the pharyngeal region of *Tbx1* null embryos (Fig. 9k, l). We also confirmed a reduced number of ISL1 + NCCs in the dorsal aortic sac wall mesenchyme and distal OFT, as well as the absence of the aortic sac protrusion in *Tbx1* null embryos (Fig. 9k). Supporting the scRNA-seq data, immunostaining experiments indicated that TBX2 (and likely TBX3) expression was maintained in NCCs located in the lateral part of the pharyngeal apparatus (Fig. 9l). We also noticed that there was normal differentiation of the CNCCs within the OFT of *Tbx1* null embryos despite that there are fewer cells (Fig. 9l). Together this suggests a reduction but not a complete failure of cardiac fate progression between pharyngeal NCCs and OFT-CNCCs states in the absence of *Tbx1*.

## Discussion

In this report, we identified the cell type signatures and cell fate dynamics of CNCCs. We focused on pharyngeal NCCs in the mouse at developmental stages when *Tbx1*, the gene for 22q11.2DS, is highly expressed and functions. We determined the mechanisms by which *Tbx1* non-autonomously regulates CNCC maturation at a single-cell level and found that altered BMP and FGF-MAPK signaling, together with other signaling, may contribute to cardiovascular malformations when *Tbx1* is inactivated. We also uncovered genes and ligand–receptor pairs with respect to cell-cell communication from mesoderm to NCCs that add to our understanding of CNCC fate progression.

NCCs are multipotent and differentiate into many cell types, including smooth muscle cells. Through examination of transitional dynamics along with embryonic localization by in situ analysis, we uncovered three main transition states from pharyngeal to smooth muscle expressing CNCC derivatives, termed CP-NCCs, OFT-CNCCs, and SM-CNCCs as shown in the model in Fig. 10a.

**Fig. 10:**
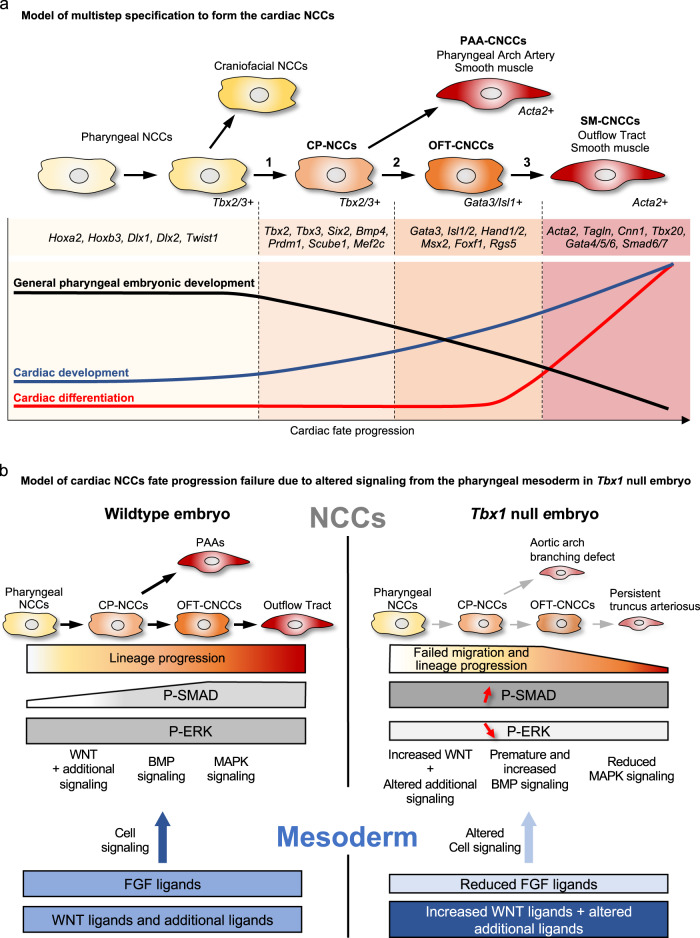
Model of a multistep specification to form CNCCs and the signaling pathways disrupted by inactivation of *Tbx1*. **a** Colors indicate cell fate progression of pharyngeal NCCs (light yellow) towards vascular smooth muscle cells (red). Step 1 shows the transition between pharyngeal NCCs expressing *Tbx2/3* to cells expressing markers of CNCCs (CP-CNCCs). Step 2 shows the transition in which some cells directly differentiate to smooth muscle of PAA-CNCCs, while the majority migrate and enter the OFT as OFT-CNCCs and express *Gata3/Isl1* and Step 3 shows the transition to SM-CNCCs expressing *Acta2*. The graph shows the relative change of biological gene ontology terms during the three transitions of CNCCs to smooth muscle cells. **b** Model of non-autonomous signaling between the mesoderm (bottom, blue) and NCCs (top, gray) highlighting FGF, WNT, and additional signaling from the mesoderm to NCCs in normal embryos (left) and how signaling is disrupted in the absence of *Tbx1* (light blue arrows/inhibitory arrows; right). Alteration of signaling in the mesoderm in the absence of *Tbx1* results in abnormal premature activation of the BMP pathway during NCC deployment and migration (light blue inhibitory arrow; red, up arrow), a decrease of MAPK signaling in NCCs (light blue arrow; red down arrow), and alteration of other signaling pathways including upregulation of WNT signaling in developing NCCs. This leads to failure of cardiac fate progression with a reduced number of CP-CNCCs, reduced number of CNCCs, and reduced number of SM-CNCCs (gray arrows) with aortic arch/branching defects and failed OFT septation (persistent truncus arteriosus).

The CP-NCCs express *Hox* and *Dlx* genes, as well as those implicated in cardiac development, including *Tbx2* and *Tbx3*, as well as other genes (Fig. 10a). Our data also suggests that some *Tbx2/3*+ cells differentiate directly into *Acta2*+ smooth muscle cells in the PAAs (PAA-CNCCs; Fig. 10a). A role of *Tbx2* and *Tbx3* in CNCCs in PAA development have not been previously described, and we found that inactivation results in the partially penetrant abnormal aortic arch and arterial branching, indicating besides function as markers of CP-NCCs, they have a role in smooth muscle differentiation. Partially penetrant hypoplasia of the aortic arch and arterial branching defects of *Wnt1-Cre;Tbx2* ^*f/f*^*;Tbx3* ^*f/f*^ embryos can result from the ability of the PAAs to recover during development^13,61–65^. Another reason for partial penetrance in mutant embryos could be because mice with a mixed genetic background were used in this study.

The OFT-CNCCs express cardiac transcription factors such as *Hand1/2, Msx1/2, Foxf1*, and *Gata3*, as well as *Isl1/2* (Fig. 10a). These cells are required for OFT development, as determined by conditional inactivation studies in NCCs of *Hand2*^66^, *Msx1*, and *Msx2*^67^. Expression of *Isl1* in CNCCs contributing to the OFT is consistent with a dual lineage tracing study^68^. We also identified genes not previously connected to CNCCs that include *Dkk1*, *Foxf1*, *Rgs5*, *Isl2*, and *Gata3*, as well as newly recognized genes for cardiovascular development.

SM-CNCCs are NCCs within the OFT that expresses *Acta2 and Tagln* smooth muscle genes together with *Gata4/5/6*, *Cnn1*, *Tbx20*, and *Smad6/7*. Supporting their requirement, conditional deletion of *Gata6* in NCCs results in septation defects of the OFT^69^. Abnormal activation of *Smad7* in the NCCs derived from *Wnt1-Cre* genetic lineage leads to pharyngeal arch and cardiac OFT defects^70^. We additionally found genes not yet connected to these cells, including *Meox1*, *Bambi*, and *Smad6*. We found that the progression of CNCC fate toward smooth muscle of the OFT is associated with progressive downregulation of genes involved in pharyngeal embryonic development and progressive increase in cardiac specification genes, consistent with maturation of the unipotent cellular state to smooth muscle cells (Fig. 10a).

Development of NCCs in the pharyngeal apparatus is regulated by cell-cell signaling, in part from the pharyngeal mesoderm, as uncovered by studies of *Tbx1* mutant embryos^45,71^. In global null or *Mesp1*^*Cre*^ mediated *Tbx1* conditional null embryos, there is altered deployment of CNCCs and reduced contribution to the OFT, leading to a persistent truncus arteriosus^45,71^. Our results suggest that NCCs are produced normally in the neural tube in the absence of *Tbx1*, but they fail to migrate to the caudal pharyngeal arches and OFT, as well as to fail to progress to more mature states, as shown in our model in Fig. 10b. We suggest that failure to migrate and progress in development is due in part to disrupted signaling from adjacent mesodermal cells to the NCCs as shown in Fig. 10b. Here, we identified several receptor-ligand interactions that are disrupted by comparing scRNA-seq data from NCCs and the *Mesp1*^*Cre*^ lineages.

Using CellChat software^44^, we identified signaling interactions from the mesoderm to NCCs and their disruption in *Tbx1* mutant embryos, at a single-cell level. We identified a reduction of FGF ligand expression (*Fgf8* and *Fgf10*) in the mesoderm with reduced MAPK signaling in NCCs, as shown in the model in Fig. 10b. This confirms previous studies showing that inactivation of *Tbx1* results in reduced expression of *Fgf8* and *Fgf10* ligands in the mesoderm^55,72^. It is known that loss of FGF ligands indirectly results in NCC mediated cardiovascular anomalies^42,59,60^. This function is affected significantly by the MAPK signaling pathway that is critical for NCC development and migration^42^. Further, FGF signaling is required downstream of *Tbx1*, both genetically and mechanistically^52,54^. Reduced phospho-ERK1/2 has previously been reported in pharyngeal NCCs of *Tbx1* hypomorphic embryos^73^. Finally, our bioinformatic analysis shows a reduction of downstream effector genes in the MAPK pathway (*Myc, Spry1,* and *Spry2*). When taken together, our results support an essential role of mesodermal TBX1-FGF signaling to NCCs that is required for normal heart development (Fig. 10b).

We also found an increase and premature activation of BMP signaling in pharyngeal NCCs of *Tbx1* null embryos along with the expansion of p-SMAD1/5/9 and downstream effector genes, *Msx1/2* and others (Fig. 10b). Inactivation of a BMP antagonist gene, *Dullard* in NCCs resulted in similar cardiac OFT defects as in *Tbx1* null mutant embryos^41^ implicating a mechanistic connection between an increase in BMP signaling and OFT defects. The CellChat analysis showed that there is an increase of *Bmp4* and *Bmp7* expression in the adjacent mesoderm relative to the expression of specific *Bmp* receptor genes. Although our RNAscope analysis of *Bmp4* and *Bmp7* did not show an obvious increase in the expression of these two ligands, they continue to be strongly expressed in the mesoderm of *Tbx1* null mutant embryos suggesting that the source of BMP ligands is in adjacent cells that interact with NCCs. It is known that BMP4 can activate BMP signaling through p-SMAD1/5/9^74,75^ and this is consistent with our findings (Fig. 10b). In the future, utilization of organoids and cell culture systems will help dissect the mechanism of how BMP interacts with NCCs.

Based upon this analysis, we propose that the inactivation of *Tbx1* results in an alteration of paracrine signaling from the mesoderm, including FGF and BMP, separately contributes to CNCC migration and fate progression, as shown in Fig. 10b. However, these are not the only signaling pathways that are affected by inactivation of *Tbx1*. We found an increase in *Wnt2* expression in the mesoderm by CellChat analysis. We previously found that global *Tbx1* inactivation^76^ or inactivation in the aSHF using *Mef2c-AHF-Cre*, resulted in increased *Wnt2* expression^57^. Therefore, canonical WNT signaling also functions downstream of *Tbx1*, and this may also affect NCC function.

The CellChat analysis also revealed downregulation of *Nrg1-Erbb3*, implicating altered Neuregulin to ERBB3 signaling in CNCCs in *Tbx1* mutant embryos. Neuregulin is important for the migration of NCCs, acting as a chemoattractant and chemokinetic molecule^77^ and it is involved in heart development. It has been shown recently that *Nrg1* is a direct transcriptional target gene of TBX1 in the multilineage progenitors (MLPs) in the mesoderm^46^. Therefore, alteration of Neuregulin signaling in *Tbx1* mutant embryos could, in part, explain the failed cardiac contribution of the NCCs. There was other signaling affected, some of which has not been investigated with respect to *Tbx1* or mesoderm-NCC signaling, such as identified by alteration in expression of *Edn3* or *Pdgf*a genes, which can be pursued in the future. Together, our analyses indicate that a combination of important signaling from the pharyngeal mesoderm to NCCs are affected in *Tbx1* mutant embryos and could contribute to the failure of fate progression of CNCCs.

One of the reasons for the disruption of NCCs in *Tbx1* mutant embryos is failed segmentation of the caudal pharyngeal arches by the endoderm. Alternatively, disruption of NCCs could affect the pharyngeal endoderm resulting in failed segmentation. A previous study by Veitch and colleagues showed that after the ablation of NCCs in the chick embryo, pharyngeal segmentation still took place^78^. This suggests that pharyngeal segmentation defects in *Tbx1* null embryos is not due to a reduced number of defective NCCs. There are many reasons for failed segmentation of the caudal pharyngeal apparatus due to *Tbx1* inactivation. The tissue-specific functions of *Tbx1* in this process has been evaluated. Loss of *Tbx1* in the pharyngeal endoderm autonomously affects segmentation of the caudal pharyngeal apparatus leading to reduced contribution of CNCCs^79^. The pharyngeal endoderm is also an important source of signaling during development, including FGF ligands^59^, that could potentially affect NCCs development. It was found that *Tbx1* expression in the mesoderm is necessary, non-autonomously, for pharyngeal segmentation^45^, suggesting that defects in signaling from the adjacent mesoderm that expresses *Tbx1*, cause failed segmentation. Loss of *Tbx1* in the mesoderm also leads to failed CNCC migration and fate progression. The *Tbx1* expression domain in the pharyngeal ectoderm also serves as a signaling center for non-autonomous signaling^64,80^. It will be interesting to evaluate how the exchange of signaling between the pharyngeal epithelia and NCCs are affected in the absence of *Tbx1*.

In conclusion, in this report, we identified the transcriptional signature that defines the CNCCs and identified the gene expression dynamics that regulate CNCC fate progression into the smooth muscle of the OFT and PAAs. In addition, we highlight the direct alteration of FGF, BMP, and other signaling from the mesoderm to NCCs, most likely leading to failed OFT septation in the absence of *Tbx1* at a single-cell level. Together our results allow a better understanding of the normal development of CNCCs and provide insights into the origin of congenital heart defects associated with defective NCCs and 22q11.2DS.

## Methods

### Mouse lines

Animal experiments were carried out in agreement with the National Institutes of Health and the Institute for Animal Studies, Albert Einstein College of Medicine (https://www.einsteinmed.org/administration/animal-studies/) regulations. The IACUC protocol number is #00001034. The following transgenic mouse lines were used: *Wnt1-Cre*^17^, *ROSA26R-GFP* ^*f/+*^^18^, that we refer to as *ROSA-EGFP*, *Tbx1*^*+/-*^^81^, *Tbx1* ^*f/+*^^81^. Mice were maintained on a mixed Swiss-Webster genetic background. *Tbx2* ^*f/+*^ and *Tbx3* ^*f/+*^ mutant mouse lines were generated in Dr. Chenleng Cai’s laboratory by inserting a two LoxP site into the intron sequences flanking exon 2 of the *Tbx2* gene and exons 2–4 of *Tbx3* gene, by gene targeting using homologous recombination. After recombination of the genomic sequences between the LoxP sites, the reading frame and T-Box domain of *Tbx2* and *Tbx3* are both disrupted^82^. *Tbx2* ^*f/+*^ and *Tbx3* ^*f/+*^ mice were maintained on a mixed Swiss-Webster and C57BL/6 genetic background. Embryos were not evaluated for sex, because we studied developmental processes prior to sexual development. Mice and embryos resulting from the different crosses were genotyped from DNA extracted from the tips of toes or yolk sacs. The individual PCR primers and assays used in the experiments are described in the reports on individual mouse alleles. Embryos were collected at different embryonic days dated from the day of the vaginal plug (E0.5). For each experiment, a representative result was presented from at least three analyzed embryos.

### Immunofluorescence staining on paraffin sections

Embryos were collected in cold 1x PBS (Phosphate Buffered Saline) and fixed in 4% PFA (Paraformaldehyde) for 1 h at 4 °C under constant agitation. Embryos were progressively dehydrated in ethanol, then xylene, and embedded in paraffin (Paraplast X-tra, Sigma P3808). The embryos were sectioned to the 10-μm thickness and sections were deparaffinized in xylene and progressively rehydrated in an ethanol series. Sections were incubated and boiled in antigen unmasking solution (Vector laboratories, H-3300) for 15 min. After cooling at room temperature, sections were washed in PBS containing 0.05% Tween (PBST) and blocked for 1 h in TNB buffer (0.1 M Tris-HCl, pH 7.5, 0.15 M NaCl, 0.5% Blocking reagent [PerkinElmer FP1020]) at room temperature. Then sections were incubated with primary antibodies diluted in TNB overnight at 4 °C. Sections were washed in PBST and incubated with secondary antibodies diluted in TNB for 1 h at room temperature. After washes in PBST, nuclei were stained with DAPI (1/1,000; Thermo Scientific, 62248) and slides were mounted in Fluoromount (Southern Biotech). Embryonic sections were imaged using a Zeiss Axio Imager M2 microscope with ApoTome.2 module. Images were analyzed using Zen software from Zeiss, ImageJ, and Adobe Photoshop.

### Immunofluorescence on wholemount embryos

Embryos were collected in 1x PBS and fixed in 4% PFA overnight at 4 °C under constant agitation. Then embryos were washed in 1x PBS and progressively dehydrated in a methanol bath series (25, 50, and 100%) and stored at −20 °C. After progressive rehydration in 1x PBS, embryos were incubated in 1x PBS containing 0.1% Triton (PBS-Triton) overnight at 4 °C. Embryos were then incubated in blocking solution (1x PBS containing 10% Donkey serum (Sigma, D9663)) overnight at 4 °C under continuous agitation. Then embryos were incubated with primary antibodies diluted in blocking solution for 2 days at 4 °C under constant agitation. After 5 watches (1 h each) in 0.1% PBS-Triton at 4 °C, embryos were incubated with secondary antibodies, and DAPI diluted in a blocking solution for 2 days at 4 °C. Embryos were washed in 0.1% PBS-Triton five times, then progressively dehydrated in 100% methanol and cleared in benzyl alcohol-benzyl benzoate (2:1 volume per volume ratio) (BABB) solution. Embryos were imaged as a Z-stack using a Nikon CSU-W1 spinning disk confocal microscope. Images were analyzed using ImarisViewer 9.8.0 software.

### Antibodies used for immunostaining experiments

The following primary antibodies were used: goat anti-GFP (1/200, Abcam ab6673), mouse anti-alpha smooth muscle actin ACTA2) (1/200, Abcam ab7817), rabbit anti-αSMA (ACTA2; 1/200, Abcam ab5694), mouse anti-Isl1/2 (1/100, DSHB 40.2D6 and DSHB 39.4D5), mouse anti-TBX2 (1/100, Santa Cruz sc514291), rabbit anti-TAGLN (1/200, Abcam ab14106), rabbit anti-p-SMAD1/5/9 (1/100, Cell Signaling D5B10 #13820), rabbit anti-TBX1 (1/100, Lifescience LS-C31179), rabbit anti-pERK (1/100, Cell Signaling p44/42 MAPK, 9101), and MF20 (1/100, Sarcomeric Myosin heavy chain antibody, mouse, DSHB). The following secondary antibodies were used from Invitrogen (Thermo Fisher Scientific) raised in donkey at 1/200: anti-goat IgG Alexa Fluor 488 (A11055), anti-mouse IgG Alexa Fluor 555 (A31570), anti-mouse IgG Alexa Fluor 647 (A3157), anti-rabbit IgG Alex Fluor 555 (A31572), anti-rabbit IgG Alex Fluor 568 (A10042) and anti-rabbit IgG Alex Fluor 647 (A31573).

### RNAscope

#### RNAscope on wholemount embryos

Embryos were collected and dissected in 1x PBS at 4 °C and fixed in 4% PFA overnight. Then embryos were dehydrated in progressive methanol washes and stored in 100% methanol at −20 °C. Wholemount RNAscope was performed using RNAscope Multiplex Fluorescent Detection Reagents v2 kit (Advanced Cell Diagnostics, ref 323110). Embryos were progressively rehydrated in 1x PBS containing 0.01% Tween (PBST) and were permeabilized using Protease III (Advanced Cell Diagnostics, ref 323110) for 20 minutes at room temperature, followed by washes in PBST. Embryos were then incubated with 100 μl of pre-warmed mixed C1, C2, and C3 (ratio 50:1:1, respectively) RNAscope probes at 40 °C, overnight. After three washes in 0.2x SSC (Saline Sodium Citrate), 0.01%Tween, embryos were fixed in 4% PFA for 10 min at room temperature. Embryos were then incubated in Amp1 for 30 min at 40 °C, Amp2 for 30 min at 40 °C, and Amp3 for 15 min at 40 °C, with washes in 0.2x SSC, 0.01%Tween between each step. Tyramide signal amplification (TSA) solutions were prepared as follows: 1/500 for TSA-Fluorescein (Akoya Biosciences, NEL741001KT), 1/2000 for TSA-CY3 (Akoya Biosciences, NEL744001KT), and 1/1,000 for TSA-CY5 (Akoya Biosciences, NEL745001KT). To reveal C1 probes, embryos were incubated in HRP1-C1 for 15 min at 40 °C, then washed and incubated with the chosen TSA solution, for 30 min at 40 °C. The amplification reaction was blocked using HRP-Blocker for 15 min at 40 °C. C2 and C3 probes were revealed following the previous steps and using HRP-C2 for C2 probes and HRP-C3 for C3 probes. Nuclei were stained overnight with DAPI. Wholemount embryos were imaged as Z-stacks using a Leica SP5 confocal microscope or a Nikon CSU-W1 spinning disk confocal microscope, after being cleared with BABB or not. 3D image reconstruction and analyses were performed using ImageJ and ImarisViewer 9.8.0 software.

#### RNAscope on cryosections

Embryos were collected and dissected in 1x PBS at 4 °C then fixed in PFA 4% overnight and incubated in successive 10, 20, and 30% sucrose (Sigma-Aldrich S8501) solutions and then embedded in OCT (Optimal Cutting Temperature compound). Embryos were stored at −80 °C until they are used. RNAscope was performed on 10-μm sections mounted on SuperFrost Plus slides (Fisher Scientific, 12-550-15) following the RNAscope Multiplex Fluorescent Reagent Kit v2 assay protocol from Advanced Cell Diagnostics. Sections were imaged using a Zeiss Axio Imager M2 microscope with ApoTome.2 module. Acquisitions were processed using Zen software from Zeiss, ImageJ, and Adobe Photoshop.

Probes used for RNAscope: *Egfp* (400281, 400281-C3), *Tbx2* (448991), *Hoxb3* (515851), *Dlx2* (555951), *Bambi* (523071), *Hoxa2* (451261), *Gata3* (4033321-C2), *Isl1* (451931, 451931-C2), *Tbx3* (832891-C2), *Sox10* (435931-C2), *Msx2* (421851-C2), *Meox1* (530641-C2), *Dlx5* (478151-C3), *Twist1* (414701), *Rgs5* (430181-C3), *Cnn1* (483791), *Bmp4* (401301), and *Bmp7* (407901).

### Histology and staining with Hematoxylin & Eosin

Fetuses were collected and dissected in 1x PBS and fixed overnight in 4% PFA. They were progressively dehydrated in ethanol and incubated in xylene prior to embedding in paraffin. Tissue sections of 12-μm thickness were deparaffinized in xylene and progressively rehydrated in ethanol washes and incubated for 10 min in Hematoxylin (Sigma-Aldrich, HHS16) then rinsed in water and dehydrated in 70% ethanol. Sections were then incubated in alcoholic Eosin (70%) (Sigma-Aldrich, HT110116) solution and progressively dehydrated in ethanol and xylene washes prior to mounting in Permount mounting medium (Fisher Chemical SP15100). Sections were imaged using a Zeiss Axioskop 2 plus microscope and analyzed using Zen software and Adobe Photoshop software.

### Intracardiac India ink injection

Fetuses at E15.5 were dissected in 1x PBS and the chest was carefully opened to avoid damaging the cardiovascular system. A solution containing 50% India ink and 50% 1x PBS was injected into the left ventricle of the heart by blowing gently into an aspirator tube assembly connected to a microcapillary. Immediately after filling the left ventricle and arterial branches, the heart and aortic arch with arterial branches were imaged using a Leica MZ125 stereomicroscope. Images were analyzed using Zen software and Adobe Photoshop software.

### scRNA-seq data generation

Embryos were collected and microdissected in 1x PBS at 4 °C. Dissected tissues of interest were maintained in DMEM (Dulbecco’s Modified Eagle Medium, GIBCO 11885084) at 4 °C. For E8.5 embryos, the rostral half of the embryos, including the heart, was collected. The head of the embryo was conserved at E8.5 because of the small size of the embryos that most likely contain CNCC progenitors in the anterior part of the pharyngeal region. At E9.5, the pharyngeal region from PA1 onwards, plus the heart, were collected. The head of the embryos containing NCCs not relevant to the cardiovascular system were removed at E9.5 to not dilute out the pharyngeal NCCs, including CNCCs. At E10.5, the pharyngeal region plus the heart were collected. The head and PA1 were removed at E10.5, as shown in Fig. 1, because, at this time point, these NCCs are destined to form the craniofacial skeleton, not the cardiovascular system. Then, tissues were incubated in 1 ml of 0.25% Trypsin-EDTA (GIBCO, 25200056) containing 50 U/ml of DNase I (Millipore, 260913-10MU), at room temperature for 7 min. Next, heat-inactivated FBS (fetal bovine serum, ATCC, 30-2021) was added to stop the reaction at a final concentration of 10%, at 4 °C. Dissociated cells were centrifugated for 5 min at 300 × *g* at 4 °C and the supernatant was removed. Cells were then resuspended in 1x PBS without Ca^2+^ and Mg^2+^ (Coming, 21-031-cv) containing 10% FBS at 4 °C and filtered with a 100-μm cell strainer. A total of 1 μl DAPI (1 mM) (Thermo Fisher Scientific, D3571) was added. Cells were FACS (Fluorescence Activated Cell Sorting) purified using a BD FACSAria II (BD Biosciences) system and BD FACSDiva 8.0.1 software in order to collect EGFP-positive and DAPI negative living cells in 1x PBS containing 10% FBS. The FACS gating strategy is exemplified in Supplementary Fig. 15. EGFP positive, DAPI negative cells were then centrifuged at 4 °C, 5 min at 300 × *g* and resuspended in 50 μl of 1x PBS without Ca^2+^ and Mg^2+^ with 10% FBS. Cells were then loaded in a 10x Chromium instrument (10x Genomics) using the Chromium Single Cell 3’ Library & Reagent kit v2 or single index Chromium Next GEM Single Cell 3’ GEM, Library & Gel Bead kit v3 or v3.1. One scRNA-seq experiment was performed for control and *Tbx1* null embryos at E9.5 and two biological replicates were performed for control and *Tbx1* null embryos at E10.5. Each sample that was submitted for scRNA-seq was a pool of two or more embryos of the same genotype (Supplementary Table 1)

### Sequencing

Sequencing of the DNA libraries was performed using an Illumina HiSeq 4000 system (Genewiz Company, South Plainfield, NY, USA) (scRNA-seq at E9.5 and E10.5) or NovaSeq 6000 system (Novogene, Sacramento, CA, USA) (scRNA-seq at E8.5) with paired-end, 150 bp read length.

### scRNA-seq data analysis

CellRanger (v6.0.1, from 10x Genomics) was used to align scRNA-seq reads to the mouse reference genome (assembly and annotation, mm10-2020-A) to generate gene-by-cell count matrices. All the samples passed quality control measures for Cell Ranger version 6.0.1 (Supplementary Table 1).

#### Seurat analysis for filtering and clustering

Individual scRNA-seq sample data were analyzed using Seurat V4.0.5^19^, with parameters as recommended by Seurat software.

#### Integrated scRNA-seq analysis

After individual samples were analyzed by Seurat for clustering, the data were integrated by RISC software (v1.6, https://github.com/bioinfoDZ/RISC) using the Reference Principal Component Integration (RPCI) algorithm for removing batch effects and aligning gene expression values between the control and *Tbx1* null samples at E9.5 and E10.5^40^. The integrated data were re-clustered by RISC, using parameters adjusted to match the cell type clusters in the Seurat results. Gene expression differences between control and *Tbx1* null embryos was determined by RISC software for each of the clusters at an adjusted *p* value <0.05 and log2 (fold change) >0.25 (using a negative binomial model). Differentially expressed genes detected in at least 10% of the cells of the clusters of interest were included and those with lower percentages were excluded from the analysis. Cell compositions were computed from the integrated cell clusters and used for the two-proportion *Z*-test as implemented in the R prop.test() function to evaluate the statistical significance in changes between control and null datasets. At stage E9.5, scRNA-seq was performed with one replicate of control and one replicate of *Tbx1* null, with each containing more than one embryo of each genotype. At stage E10.5, we compared the two replicates of control and *Tbx1* null scRNA-seq datasets separately and only performed this statistical test for the cell clusters if the directions of the changes were consistent in the two replicates.

#### Cell trajectory analysis

CellRank (v1.5.1)^32^ was used to infer differentiation trajectory, focusing on determining the probability of cells to adopt the smooth muscle, *Acta2* + cell fate. The analysis used RNA velocity from Velocyto (v0.17.17)^83^ and scVelo (v0.2.4)^83^, as well as cell-cell similarity, to infer trajectories and cell differentiation potential. The analysis was performed for all cells in either the E9.5 control sample or the two E10.5 control samples and then for the cells in the selected clusters that were predicted to have connections to the smooth muscle *Acta2* + cluster.

#### Cell-cell communication analysis

CellChat (v1.1.3)^44^ was used to identify the ligand–receptor interactions between *Mesp1*^*Cre*^ mesoderm lineage and NCC lineages and then compare the change between control and *Tbx1* null mutant data at p < 0.05. Data included ligands in the *Mesp1*^*Cre*^ lineage and receptors in the CNCC lineage. *Mesp1*^*Cre*^ control and *Tbx1* conditional null datasets were integrated with RISC software for clustering and dimension reduction using cell type annotation as previously described in ref. ^46^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting Summary

## Data Availability

All scRNA-seq datasets generated in this study have been deposited in NIH GEO (Gene Expression Omnibus) under the accession number: GSE210521. All other data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding authors upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Single-cell transcriptomics uncovers a non-autonomous Tbx1-dependent genetic program controlling cardiac neural crest cell development
**Source:** Nat Commun. 2023 Mar 21;14:1551. doi: 10.1038/s41467-023-37015-9
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Single-cell transcriptomics uncovers a non-autonomous *Tbx1*-dependent genetic program controlling cardiac neural crest cell development**

Christopher De Bono<sup>1,\*</sup>, Yang Liu<sup>1</sup>, Alexander Ferrena<sup>1,2</sup>, Aneesa Valentine<sup>1</sup>, Deyou Zheng<sup>1,3,4</sup> and Bernice E. Morrow<sup>1,5,\*</sup>

|                                                 | No. of embryos | Somites | Cell viability | Number of detected cells | Mean reads/cell | Median genes/cell | Dissection                                      |
|-------------------------------------------------|----------------|---------|----------------|--------------------------|-----------------|-------------------|-------------------------------------------------|
| E8.5 <i>Wnt1-Cre/+;ROSA-EGFPf/+</i>             | 3              | 10-11   | 92%            | 5,987                    | 67,537          | 4,088             | Rostral half and heart                          |
| E9.5 <i>Wnt1-Cre/+;ROSA-EGFPf/+</i>             | 3              | 23-24   | 79%            | 9,173                    | 42,087          | 4,255             | Pharyngeal region (PA1-3), heart and NT         |
| E10.5 <i>Wnt1-Cre/+;ROSA-EGFPf/+</i> #1         | 3              | 34-35   | 86%            | 9,514                    | 47,333          | 3,977             | Pharyngeal region (PA2-6), heart and NT         |
| E10.5 <i>Wnt1-Cre/+;ROSA-EGFPf/+</i> #2         | 4              | 34-36   | 91%            | 12,047                   | 37,306          | 3,723             | Pharyngeal region (PA2-6), heart and NT         |
| E9.5 <i>Wnt1-Cre/+;Tbx1-/-;ROSA-EGFPf/+</i>     | 3              | 23-25   | 96%            | 11,301                   | 37,253          | 4,089             | Pharyngeal region (with PA1), heart and NT      |
| E10.5 <i>Wnt1-Cre/+;Tbx1-/-;ROSA-EGFPf/+</i> #1 | 2              | 32-33   | 84%            | 9,918                    | 43,353          | 4,512             | Pharyngeal region (excluding PA1), heart and NT |
| E10.5 <i>Wnt1-Cre/+;Tbx1-/-;ROSA-EGFPf/+</i> #2 | 2              | 35      | 80%            | 7,922                    | 53,526          | 4,319             | Pharyngeal region (excluding PA1), heart and NT |

NT is neural tube, PA is pharyngeal arch

Biological replicates for E10.5 *Wnt1-Cre/+;ROSA-EGFPf/+* (#1 and #2) and E10.5 *Wnt1-Cre/+;Tbx1-/-;ROSA-EGFPf/+* (#1 and #2) were performed.

**Supplementary Table 1: Summary of scRNA-seq experiments.** This is summary of the scRNA-seq experiments shown in Figures 1, 2, 3, 4, 6 and 9.

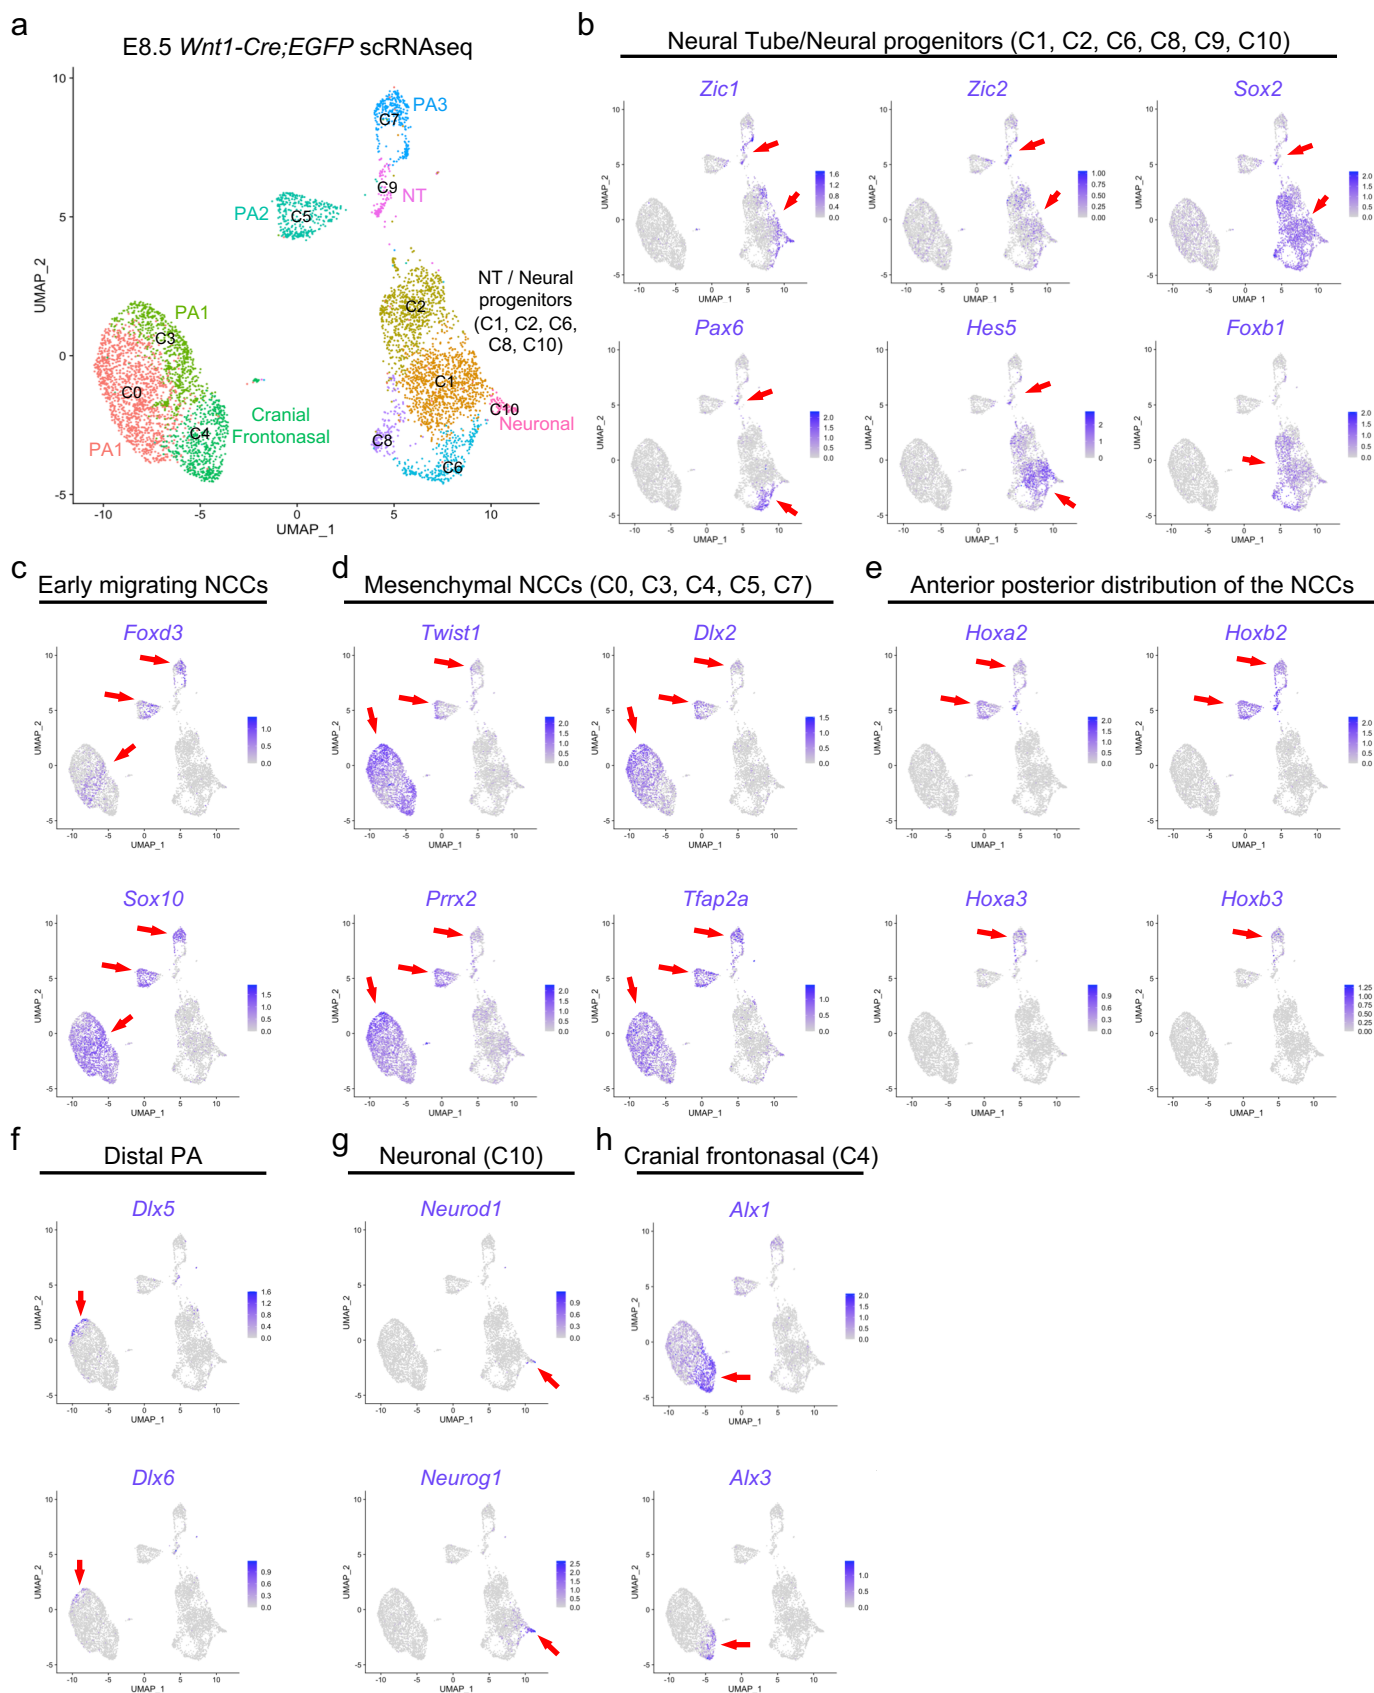

**Supplementary Figure 1: Cluster identification of single cell RNA-seq data of NCCs at E8.5.**

**a)** Seurat UMAP plot with cluster annotation of scRNA-seq data at E8.5. **b-h)** UMAP plots showing expression of specific genes, with highest expression in blue and lowest in gray, in clusters corresponding to neural tube/neural progenitors (**b**) early migrating NCCs (**c**) mesenchymal NCCs (**d**) distal part of the pharyngeal arches (**f**) neuronal cells (**g**) and cranial NCCs in the frontonasal region of embryos (**h**). Anterior posterior distribution of the NCCs in embryos were determined based on specific *Hox* genes expression (**e**). PA, pharyngeal arch; NT, neural tube.

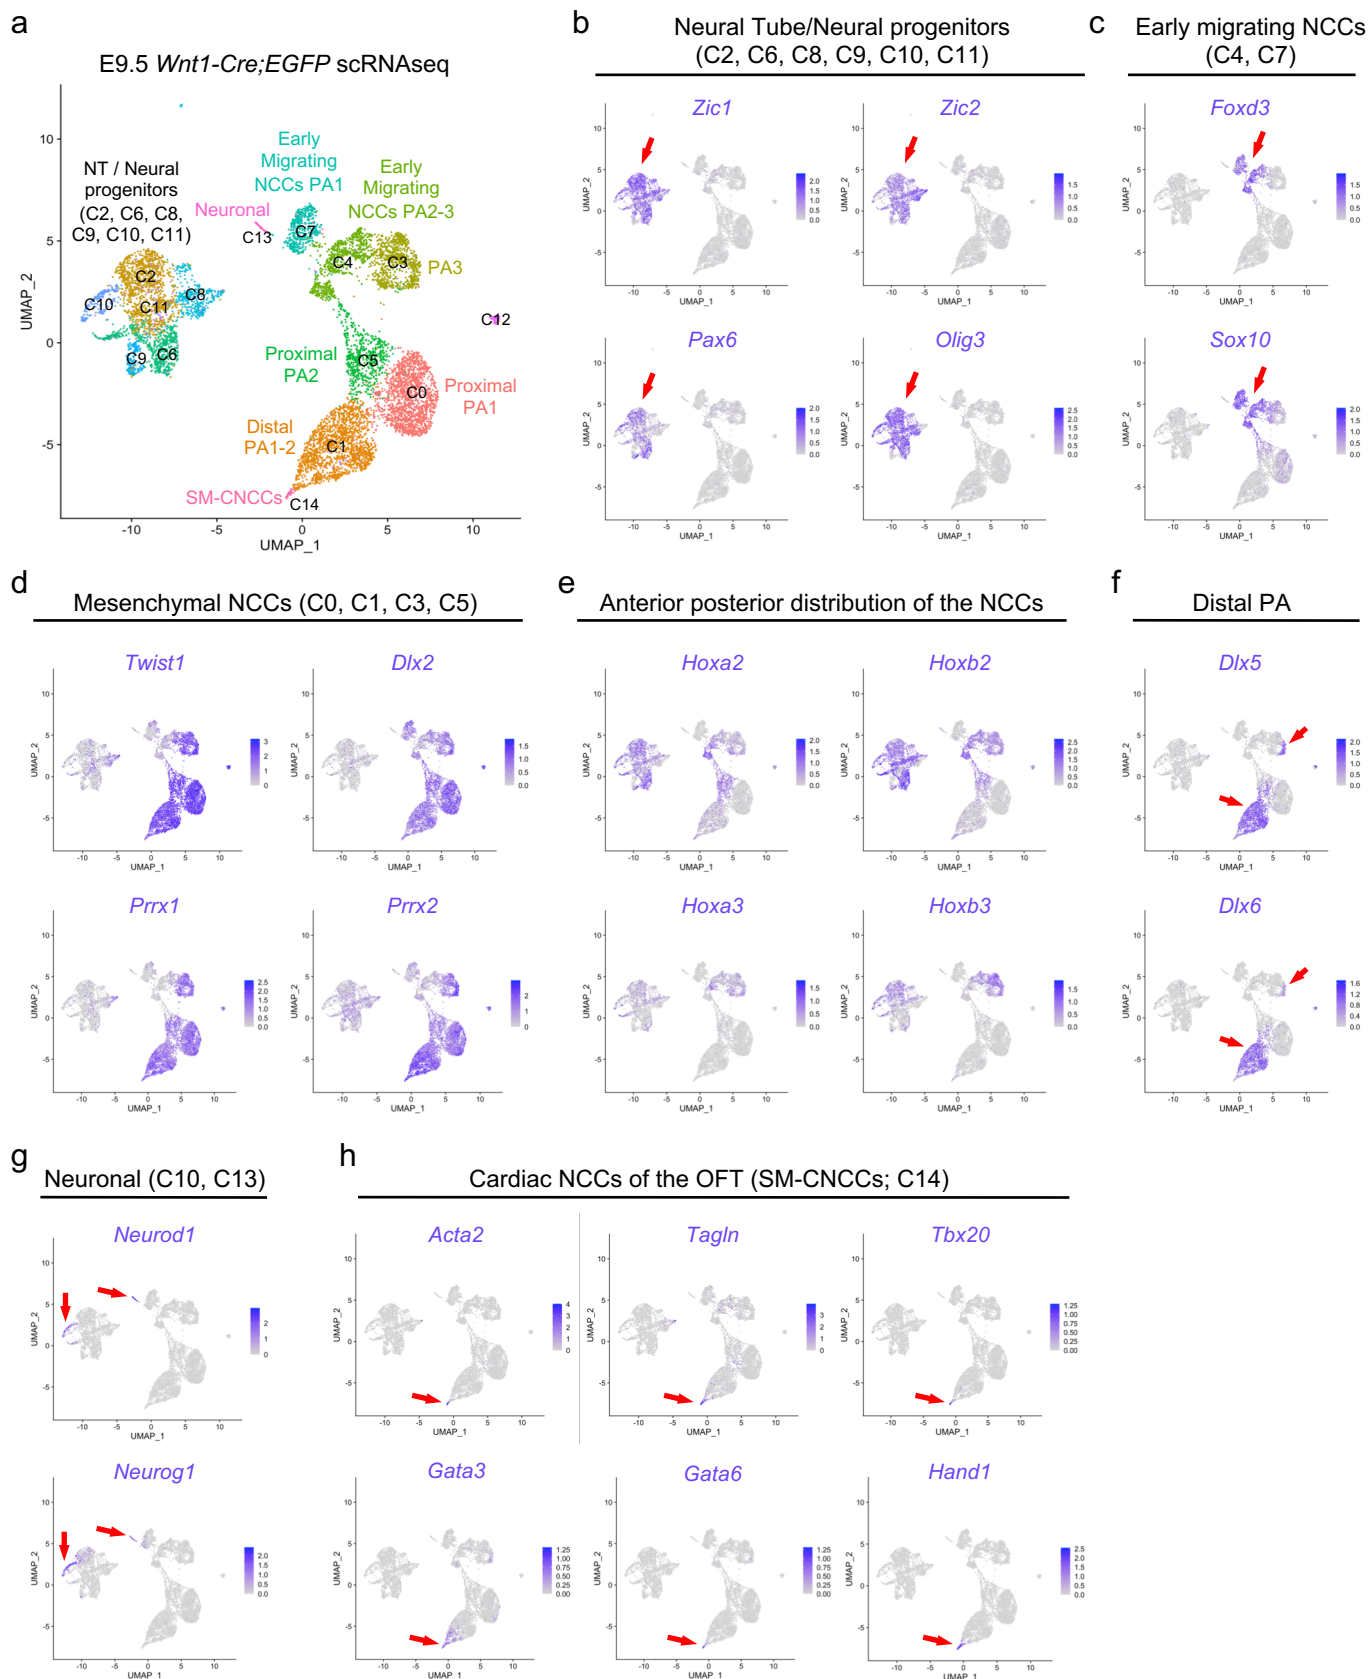

**Supplementary Figure 2: Cluster identification of single cell RNA-seq data of NCCs at E9.5.**

**a)** Seurat UMAP plot with cluster annotation of scRNA-seq data at E9.5. **b-h)** UMAP plots showing expression of specific genes, with highest expression in blue and lowest in gray, in clusters corresponding to neural tube/neural progenitors (**b**) early migrating NCCs (**c**) mesenchymal NCCs (**d**) distal part of the pharyngeal arches (**f**) neuronal cells (**g**) and cardiac NCCs in the OFT of embryos (**h**). Anterior posterior distribution of the NCCs in embryos are determined based on specific *Hox* genes expression (**e**). PA, pharyngeal arch; NT, neural tube; OFT, outflow tract; SM-CNCCs, smooth muscle cardiac neural crest cells.

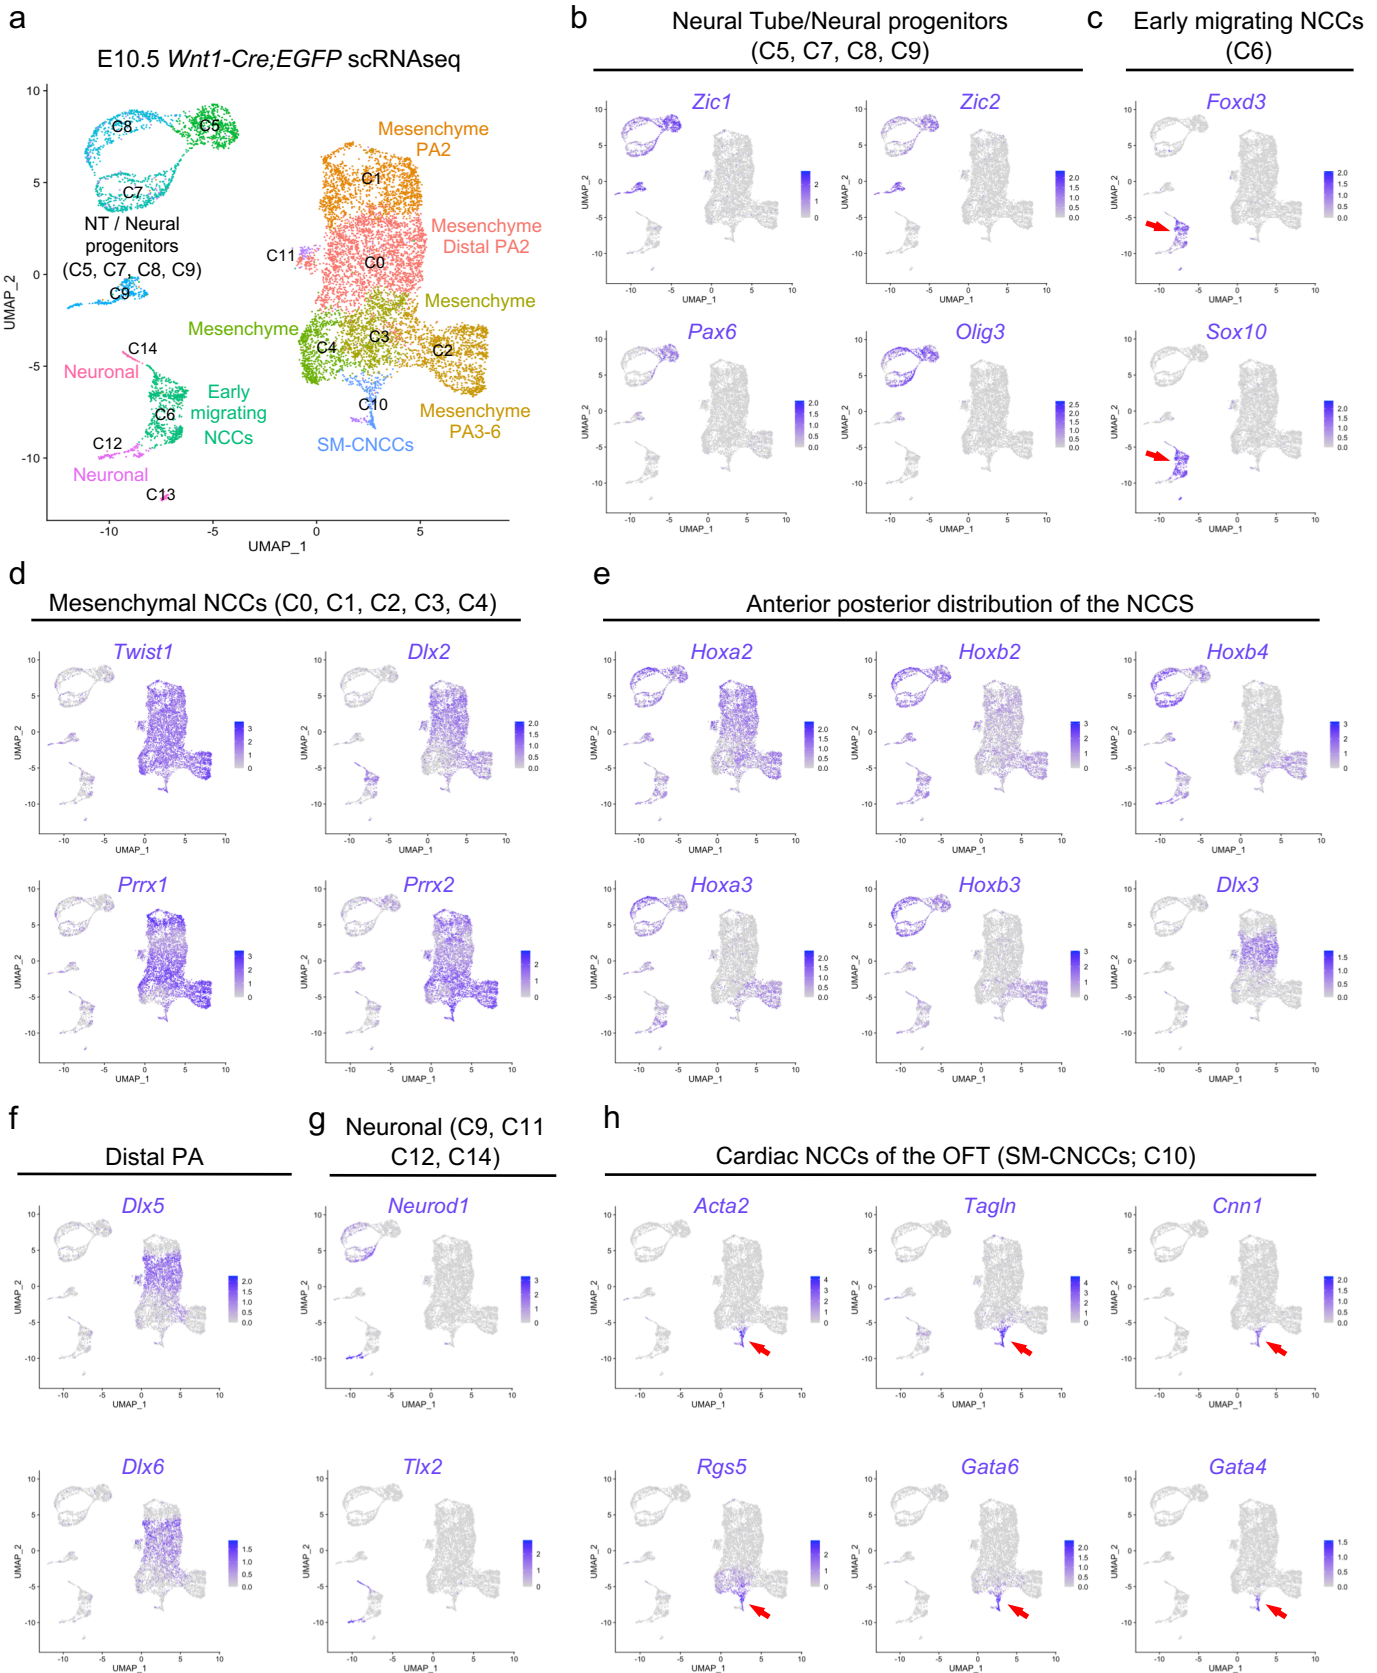

**Supplementary Figure 3: Cluster identification of single cell RNA-seq data of NCCs at E10.5.**

**a)** Seurat UMAP plot with cluster annotation of scRNA-seq data at E10.5. **B-H)** UMAP plots showing expression of specific genes, with highest expression in blue and lowest in gray, in clusters corresponding to neural tube/neural progenitors (**b**) early migrating NCCs (**c**) mesenchymal NCCs (**d**) distal part of the pharyngeal arches (**f**) neuronal cells (**g**) and cardiac NCCs in the OFT of the embryo (**h**). Anterior posterior distribution of the NCCs in embryos are determined based on specific *Hox* genes expression (**e**). PA, pharyngeal arch; NT, neural tube; OFT, outflow tract; SM-CNCCs, smooth muscle cardiac neural crest cells.

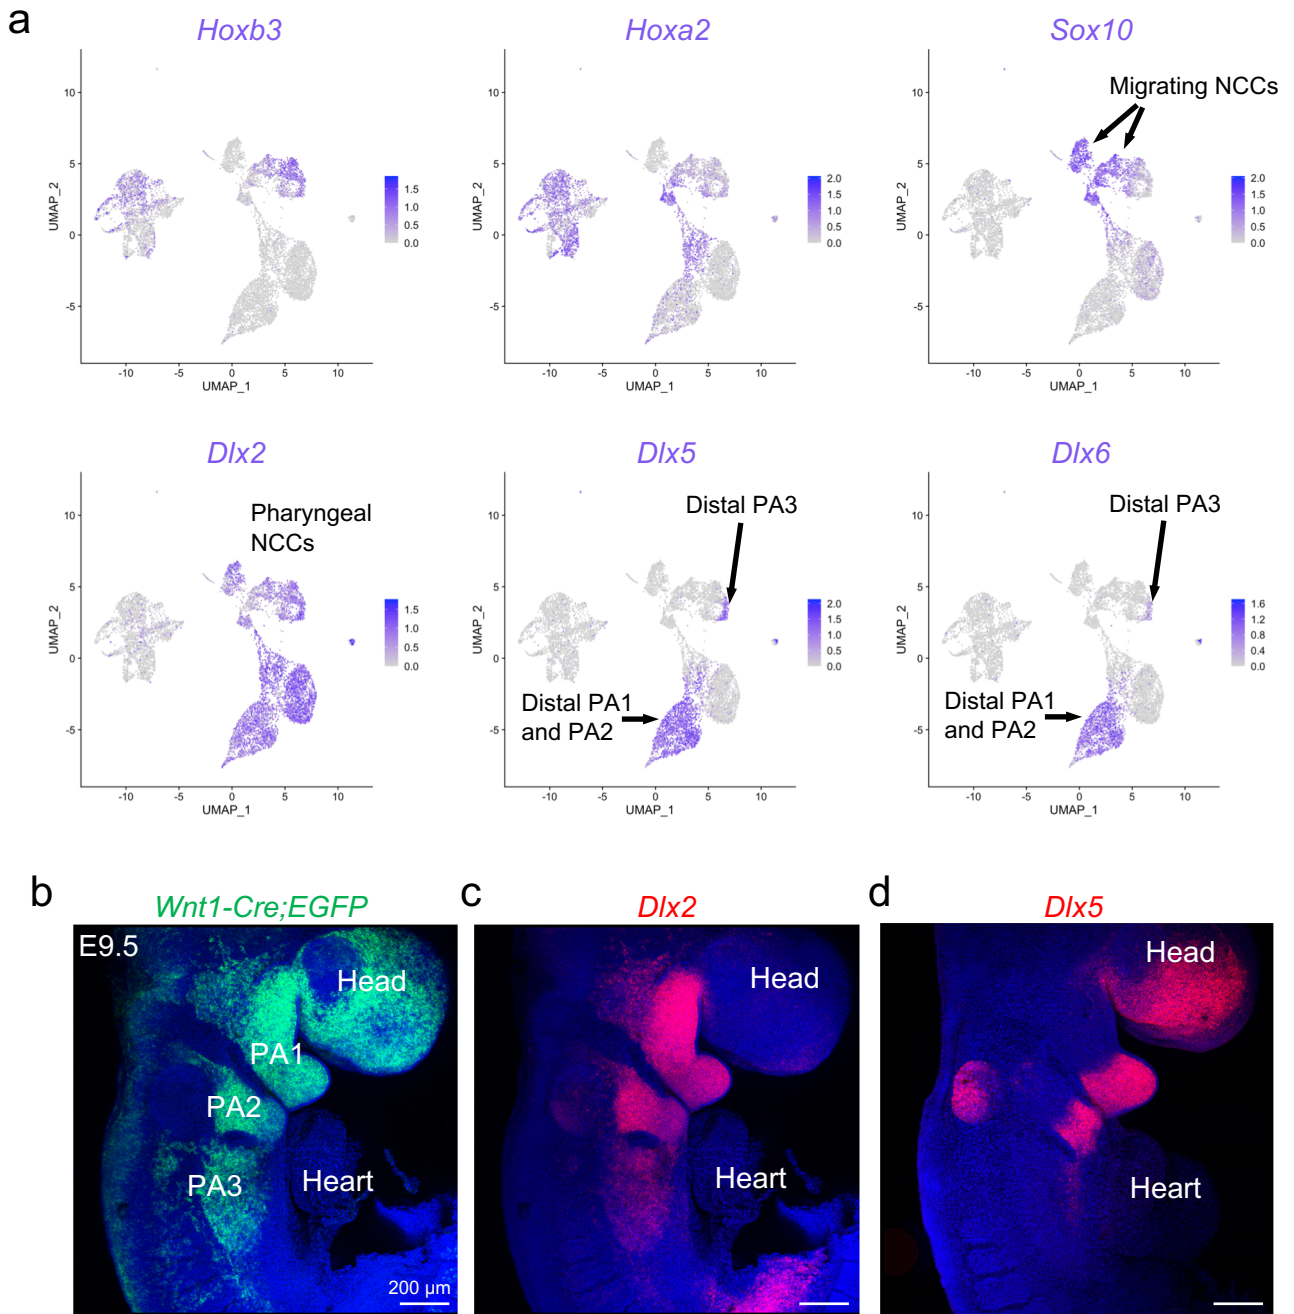

**Supplementary Figure 4: *Dlx* and *Hox* genes provide proximal-distal and anterior-posterior identities of NCCs in the pharyngeal arches, respectively.**

**a)** UMAP plots showing expression levels of *Hoxb3*, *Hoxa2*, *Sox10*, *Dlx2*, *Dlx5* and *Dlx6* genes in cell specific clusters in scRNA-seq data of NCCs at E9.5. **b-c)** Wholemount RNAscope *in situ* hybridization of *Wnt1-Cre;ROSA-EGFP* embryos at E9.5 with probes for *Egfp* and *Dlx2* (n=3). **d)** Wholemount RNAscope *in situ* hybridization of embryos at E9.5 for *Dlx5* expression (n=4). PA, pharyngeal arch. Scale bar: 200  $\mu$ m. This figure is related to Figure 1.

E10.5 *Wnt1-Cre;EGFP* MF20 ACTA2 DAPI

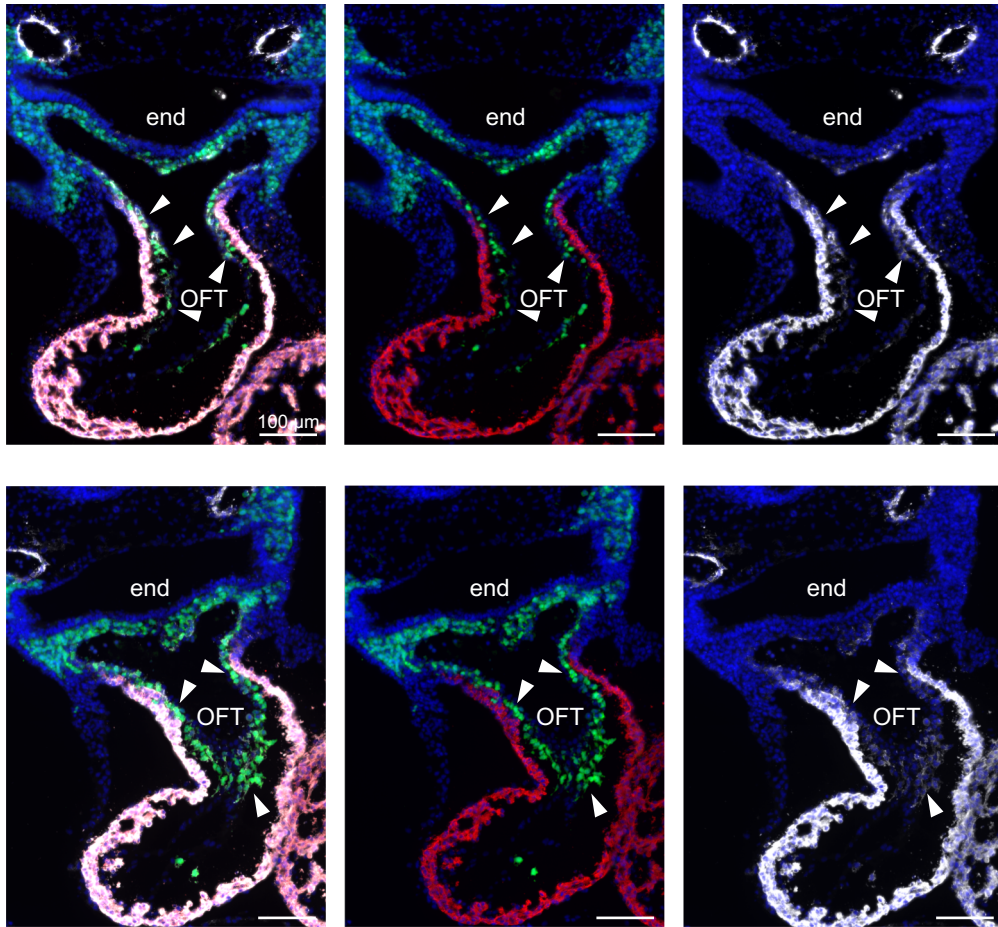

**Supplementary Figure 5: Distinction between cardiac skeletal muscle progenitor cells and CNCCs in the OFT expressing ACTA2.**

Immunostaining on transverse sections through *Wnt1-Cre;ROSA-EGFP* embryos at E10.5, at different anterior-posterior levels of the OFT, showing *Wnt1-Cre* genetic lineage (green), ACTA2 protein expression (gray) and cardiac skeletal muscle cells (red, MF20) (n=3). Nuclei (blue) are labelled with DAPI. Note that MF20 was not detected in CNCCs expressing ACTA2 in the OFT (arrowheads). end, endoderm; OFT, outflow tract. Scale bar: 100 μm.

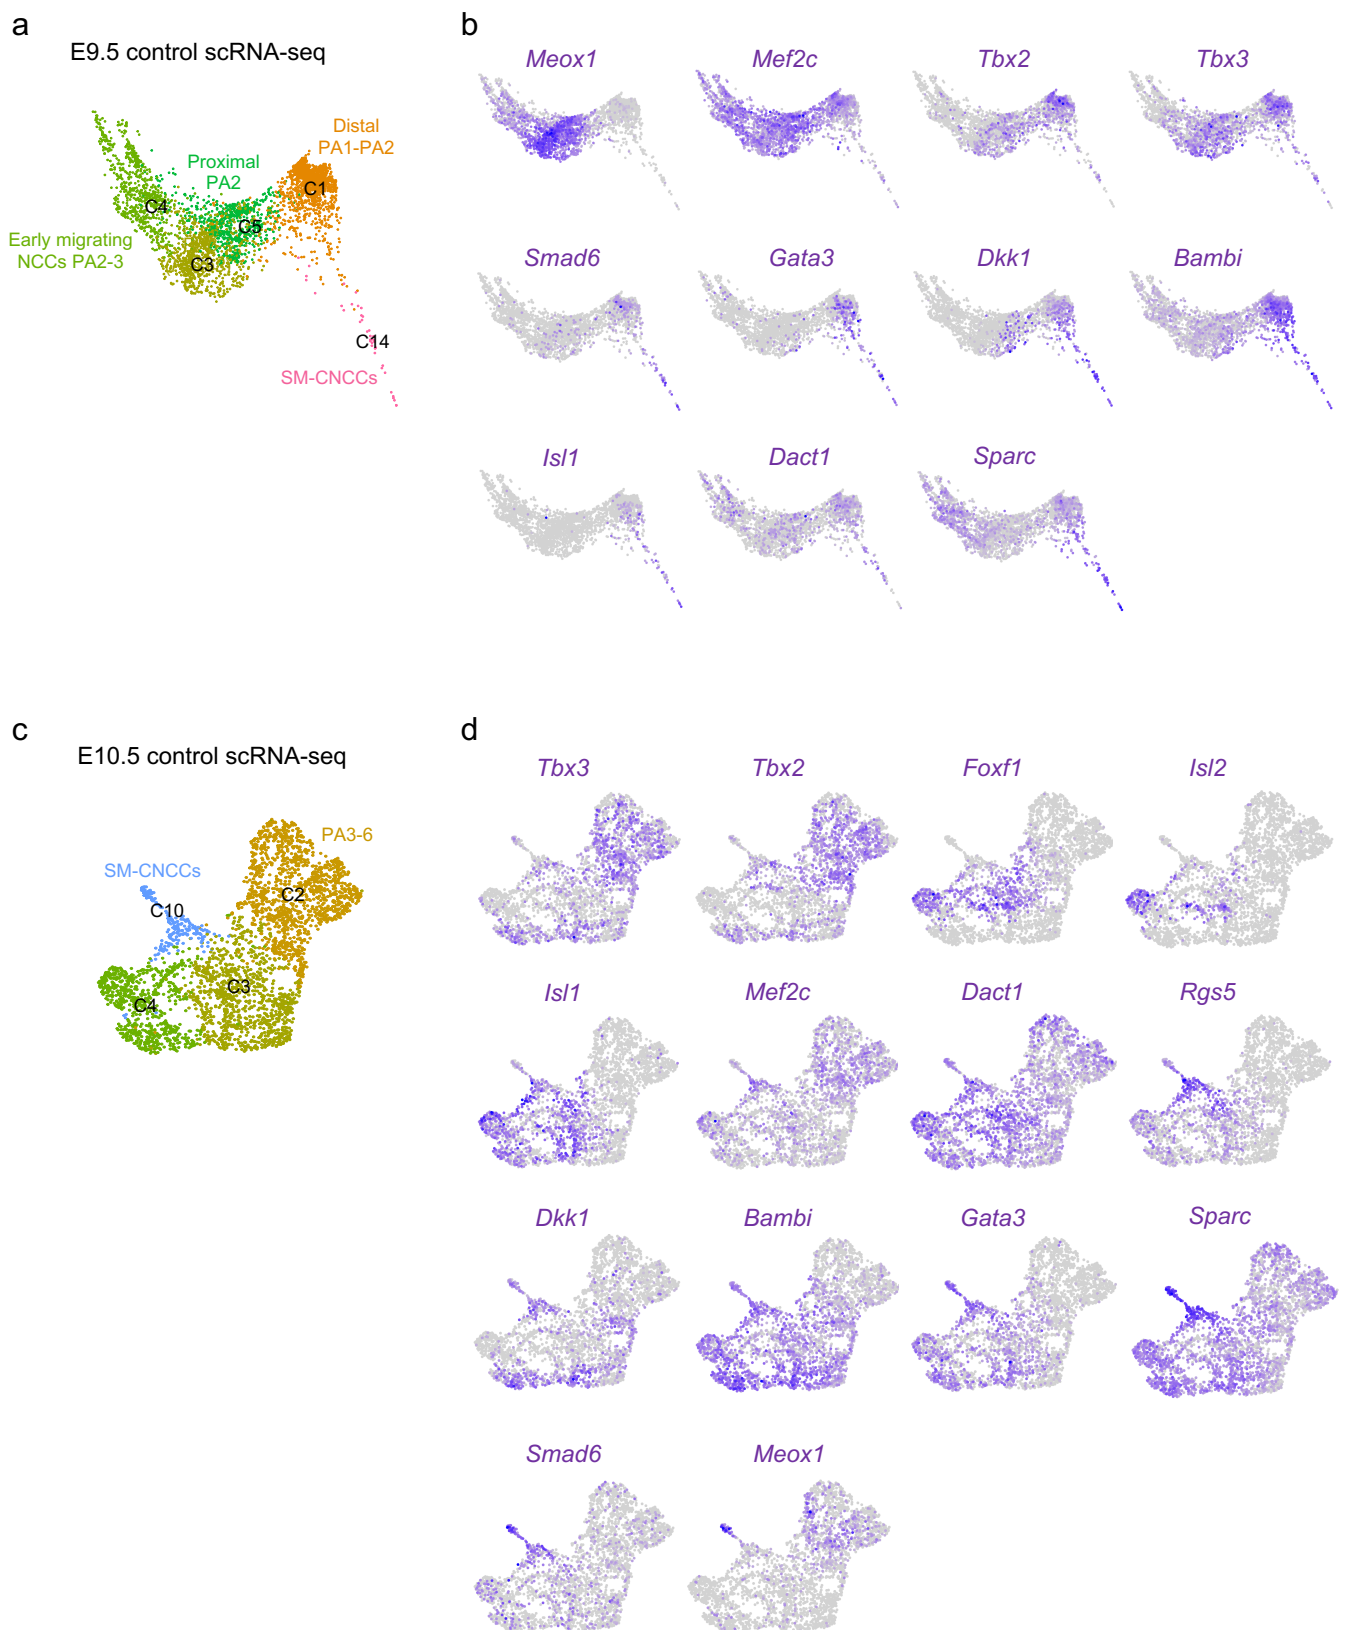

**Supplementary Figure 6: Additional feature plots for genes identified in analysis of transcriptional dynamics of cardiac NCCs at E9.5 and E10.5.**

**a)** PHATE map of NCCs in clusters C1, C3, C4, C5 and C14 of control scRNA-seq data at E9.5 using Louvain clustering with cluster annotations. **b)** PHATE maps with expression of genes at E9.5. **a** and **b** are related to Figure 2. **c)** UMAP plots of NCCs in clusters C2, C3, C4 and C10 of control scRNA-seq data at E10.5. **d)** UMAP plots with expression of marker genes at E10.5. **c** and **d** are related to Figure 3.

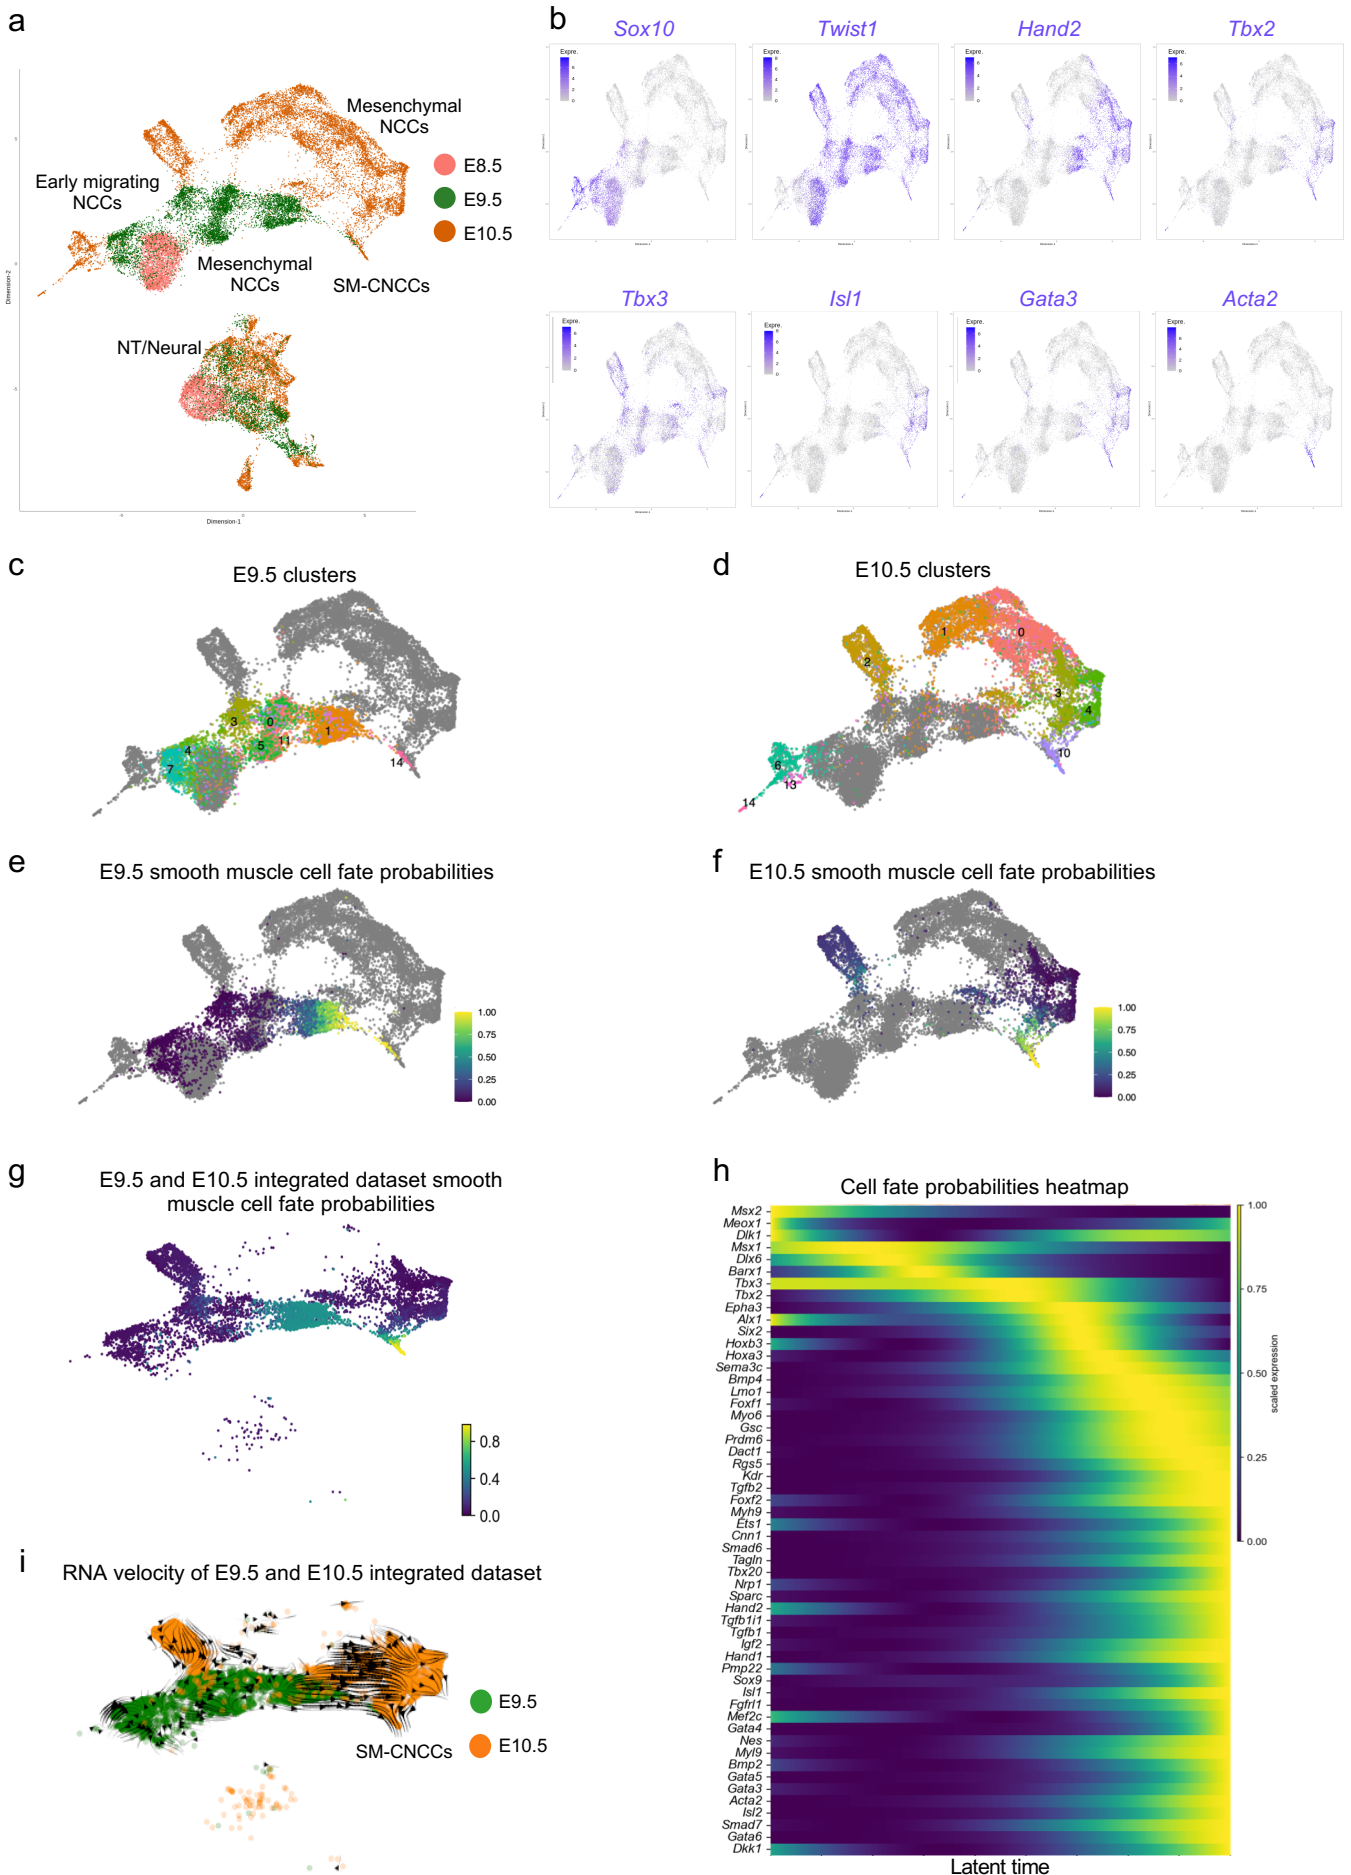

**Supplementary Figure 7: Cardiac smooth muscle cells fate trajectory of integrated scRNA-seq datasets of NCCs from control embryos at E8.5, E9.5 and E10.5.**

**a)** UMAP plot of the RISC integrated scRNA-seq datasets of NCCs from *Wnt1-Cre;ROSA-EGFP* embryos at E8.5, E9.5 and E10.5 colored by developmental stages. **b)** RISC UMAP plots of the integrated scRNA-seq datasets showing expression of key genes, with highest expression in blue and lowest expression in gray. **c, d)** UMAP plots of the integrated scRNA-seq datasets (excluding neural cells) colored by cell clusters in pre-integrated E9.5 (**c**) or E10.5 (**d**). **e, f)** UMAP plots of the integrated scRNA-seq datasets (excluding neural cells) colored by smooth muscle cell fate probabilities inferred from pre-integrated E9.5 (**e**) or E10.5 (**f**) scRNA-seq data by CellRank (yellow represents high cell fate probabilities). **g)** UMAP plot of smooth muscle cell fate probabilities inferred from integrated E9.5 and E10.5 scRNA-seq datasets as defined by CellRank (yellow represents high cell fate probabilities). Only clusters containing smooth muscle progenitor cells and pharyngeal NCCs with fate probabilities toward smooth muscle cells at E9.5 and E10.5 are shown. **h)** Heatmap from CellRank showing the expression of selected genes in integrated scRNA-seq datasets at E9.5 and E10.5, whose expression correlates with transitions of CNCCs fate probabilities, with cells ordered by smooth muscle fate probabilities as latent times. **i)** UMAP plot of the integrated scRNA-seq datasets at E9.5 and E10.5 with projection of RNA velocity. The arrows represent the transition probabilities of NCCs from one state to another cell state. Only clusters containing smooth muscle progenitor cells and pharyngeal NCCs with fate probabilities toward smooth muscle cells at E9.5 and E10.5 are shown.

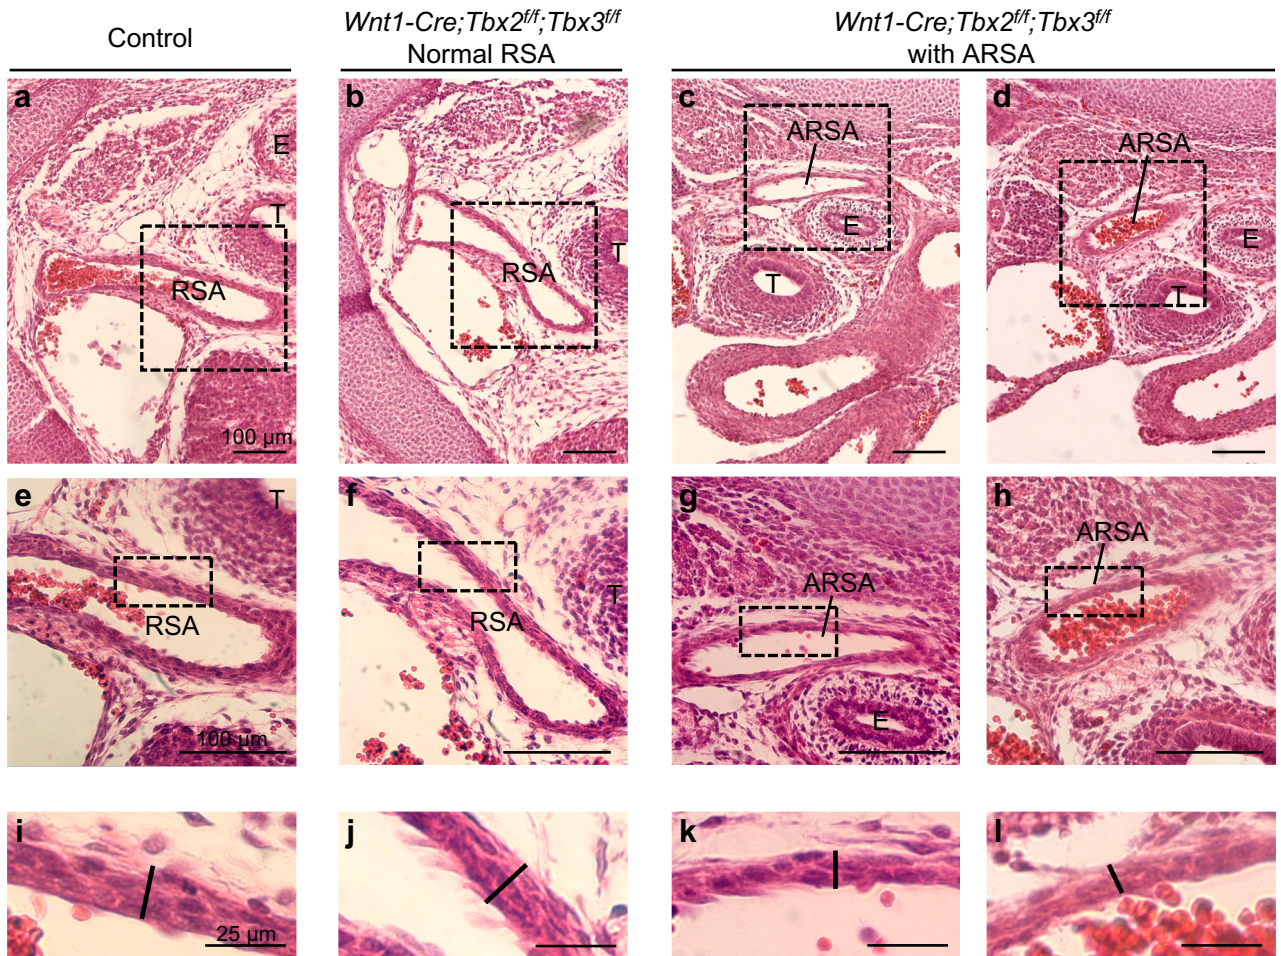

**Supplementary Figure 8: Reduction of the thickness and number of smooth muscle layers in the aberrant right subclavian artery of *Wnt1-Cre;Tbx2<sup>fl/fl</sup>;Tbx3<sup>fl/fl</sup>* embryos at E15.5.**

**a-l)** Hematotoxin and Eosin staining on transverse sections of control embryos (**a,e,i**) (n=3), *Wnt1-Cre;Tbx2<sup>fl/fl</sup>;Tbx3<sup>fl/fl</sup>* embryos with normal right subclavian artery (**b,f,j**) (n=3) and *Wnt1-Cre;Tbx2<sup>fl/fl</sup>;Tbx3<sup>fl/fl</sup>* embryos with aberrant right subclavian artery (**c,d,g,h,k,l**) (n=3). Panels **e, f, g** and **h** are high magnification of the dashed regions in **a, b, c** and **d**, respectively. Panels **i, j, k** and **l** are high magnification of the dashed regions in **e, f, g** and **h**, respectively. Note the qualitative reduction in the thickness of the wall of the aberrant right subclavian artery and the reduced number of smooth muscle layers in double *Tbx2/3* cKO embryos compared with control and double *Tbx2/3* cKO embryos with normal right subclavian artery (black lines in **i, j, k** and **l**). E, esophagus; T, trachea; RSA, right subclavian artery; ARSA, aberrant right subclavian artery. Scale bar: 100 μm in A-H and 25 μm in I-L.

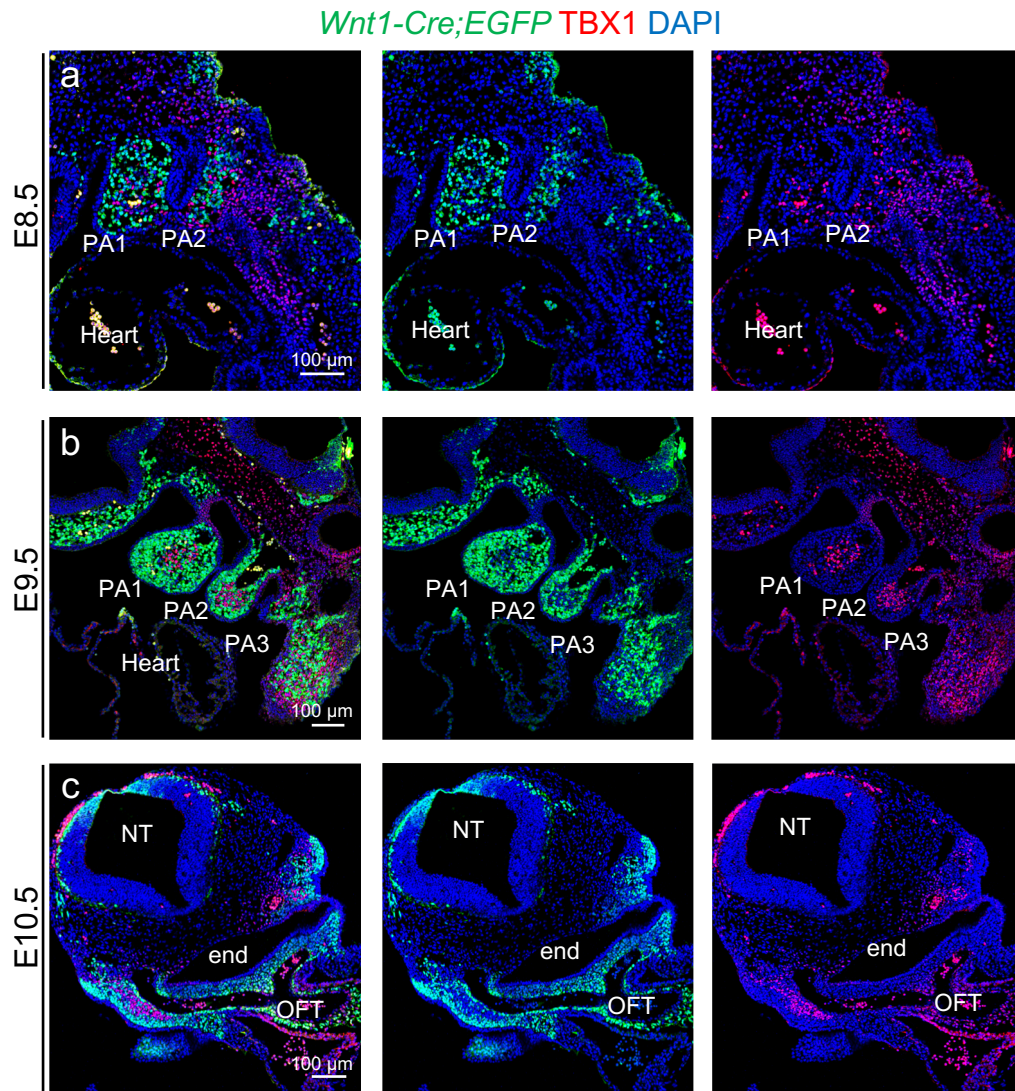

**Supplementary Figure 9: TBX1 expression is not detected in NCCs at E8.5, E9.5 and E10.5.** Immunostaining for EGFP (green) and TBX1 (red) on sagittal sections of *Wnt1-Cre;ROSA26-EGFP* embryos E8.5 (a) (n=3) and E9.5 (b) (n=6) and on transverse sections of *Wnt1-Cre;ROSA26-EGFP* embryos at E10.5 (c) (n=5). Note that TBX1 is not noticeably expressed in NCCs, but it is expressed in adjacent mesodermal cells. PA, pharyngeal arch; NT, neural tube; end, endoderm; OFT, outflow tract. Scale bars: 100 μm.

E14.5 *Wnt1-Cre;Tbx1<sup>f/+</sup>*

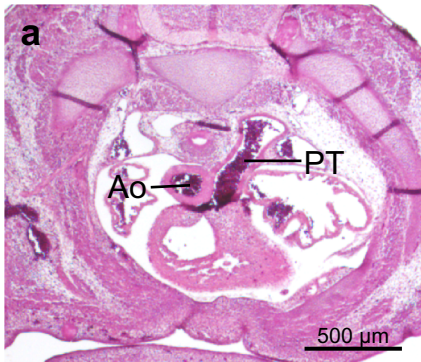

*Wnt1-Cre;Tbx1<sup>f/f</sup>*

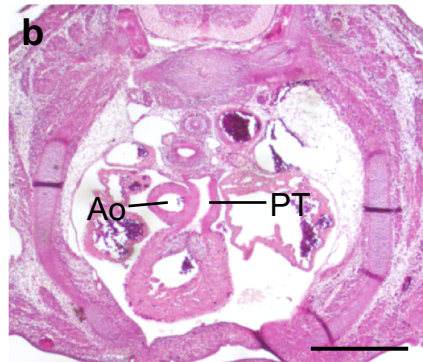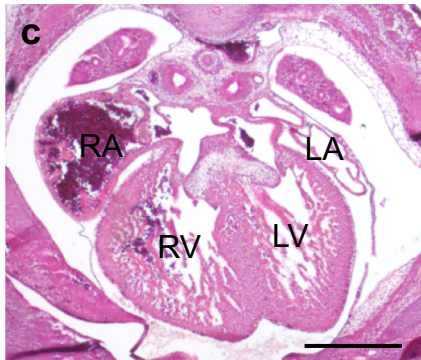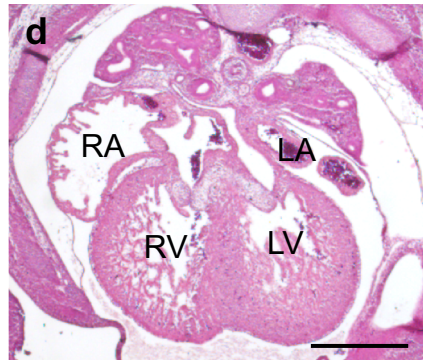

**Supplementary Figure 10: Conditional deletion of *Tbx1* in NCCs does not affect heart development.**

Hematoxylin and eosin staining on *Wnt1-Cre;Tbx1<sup>f/+</sup>* (n=3) and *Wnt1-Cre;Tbx1<sup>f/f</sup>* (n=3) embryos at E14.5 showing normal septation of the aorta and pulmonary trunk (**a,b**) and normal interventricular septation in *Wnt1-Cre;Tbx1<sup>f/f</sup>* embryos (**c,d**). Ao, aorta; PT, pulmonary trunk; RA, right atrium; LA, left atrium; RV, right ventricle; LV, left ventricle. Scale bars: 500  $\mu$ m.

**a** E9.5 Control scRNA-seq data

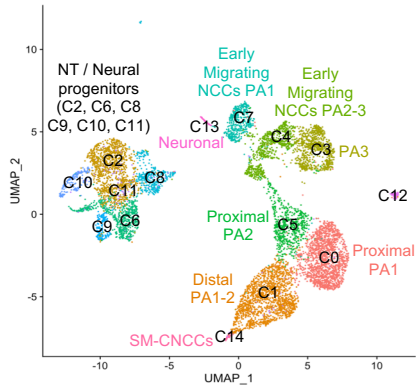

**b** E9.5 Control and *Tbx1* null integrated scRNA-seq data

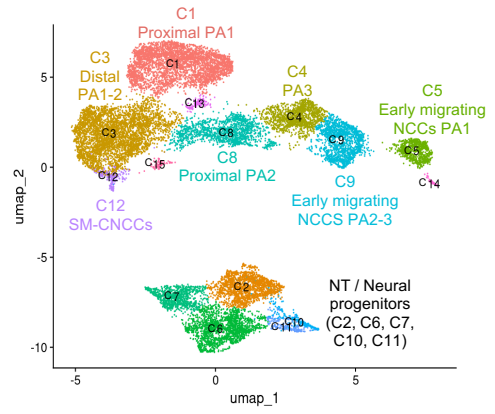

**c**

| Integrated | C1   | C2  | C3   | C4  | C5  | C6  | C7  | C8  | C9  | C10 | C11 | C12 | C13 | C14 | C15 |
|------------|------|-----|------|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|
| Control    |      |     |      |     |     |     |     |     |     |     |     |     |     |     |     |
| C0         | 1531 | 0   | 29   | 3   | 6   | 0   | 0   | 20  | 1   | 0   | 2   | 0   | 2   | 0   | 10  |
| C1         | 44   | 1   | 1329 | 2   | 1   | 1   | 1   | 149 | 1   | 0   | 0   | 72  | 0   | 0   | 2   |
| C2         | 0    | 695 | 0    | 0   | 0   | 370 | 30  | 1   | 0   | 0   | 2   | 0   | 0   | 0   | 1   |
| C3         | 2    | 2   | 4    | 699 | 0   | 1   | 1   | 37  | 60  | 0   | 0   | 0   | 0   | 0   | 1   |
| C4         | 0    | 1   | 0    | 14  | 25  | 1   | 1   | 7   | 672 | 0   | 0   | 0   | 0   | 0   | 0   |
| C5         | 20   | 0   | 8    | 16  | 0   | 1   | 0   | 580 | 16  | 0   | 0   | 0   | 2   | 0   | 0   |
| C6         | 0    | 8   | 0    | 0   | 0   | 466 | 1   | 0   | 0   | 0   | 100 | 0   | 0   | 1   | 0   |
| C7         | 12   | 2   | 3    | 0   | 434 | 0   | 0   | 1   | 12  | 0   | 0   | 0   | 0   | 1   | 1   |
| C8         | 0    | 15  | 0    | 0   | 0   | 19  | 342 | 0   | 0   | 0   | 0   | 0   | 0   | 0   | 13  |
| C9         | 0    | 3   | 0    | 0   | 0   | 171 | 1   | 0   | 0   | 0   | 1   | 0   | 0   | 0   | 0   |
| C10        | 0    | 0   | 0    | 0   | 0   | 0   | 0   | 0   | 0   | 166 | 0   | 0   | 0   | 0   | 0   |
| C11        | 9    | 33  | 24   | 7   | 0   | 28  | 13  | 5   | 7   | 0   | 3   | 0   | 0   | 0   | 1   |
| C12        | 9    | 0   | 4    | 2   | 0   | 0   | 0   | 4   | 0   | 0   | 0   | 0   | 57  | 0   | 0   |
| C13        | 0    | 0   | 0    | 0   | 1   | 0   | 0   | 0   | 0   | 0   | 0   | 0   | 0   | 12  | 0   |
| C14        | 0    | 0   | 0    | 0   | 0   | 0   | 0   | 0   | 0   | 0   | 0   | 39  | 0   | 0   | 0   |

**d**

Early migrating NCCs

Mesenchymal NCCs

Anterior posterior distribution of the NCCs

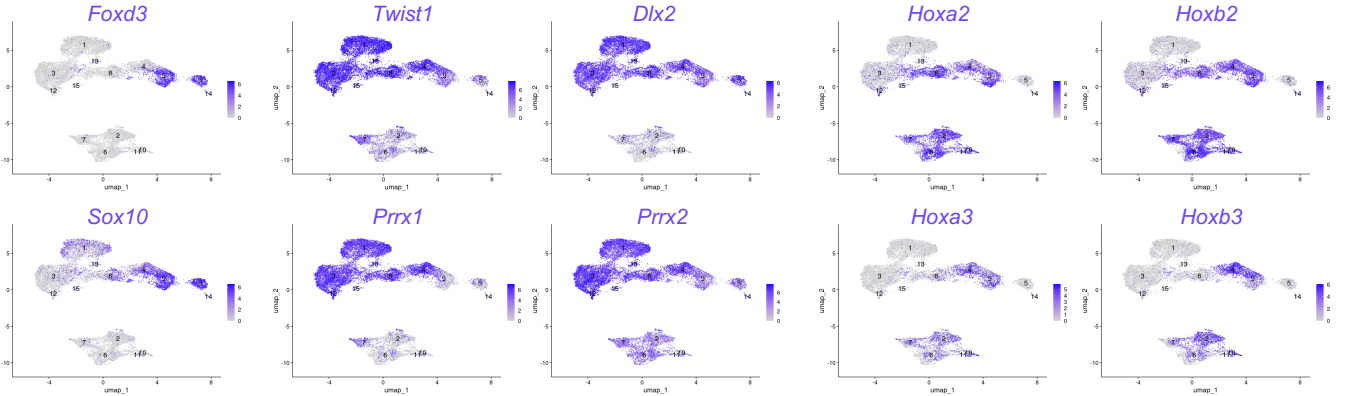

Distal PA

Cardiac NCCs of the OFT (SM-CNCCs)

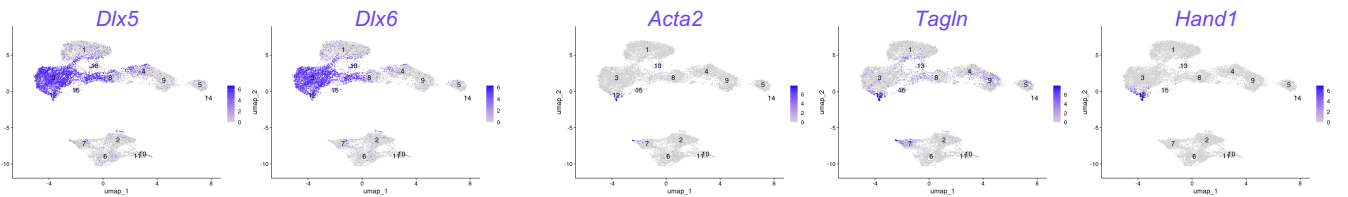

**Supplementary Figure 11: Clustered cells in scRNA-seq data from control embryos are also clustered together in integrated control and *Tbx1* null scRNA-seq data analysis at E9.5.**

**a)** Seurat UMAP plot with cluster annotation of scRNA-seq data of NCCs from control embryos at E9.5. This is related to Figure 1e. **b)** RISC UMAP plot with cluster annotation of integrated scRNA-seq data of NCCs from control and *Tbx1* null embryos at E9.5. This is related to Figure 6b. **c)** Table showing the absolute number of cells from control embryos only (based on actual barcodes) in each cluster in **a** and **b**. Rows correspond to a cluster from scRNA-seq data from controls and columns correspond to clusters from RISC integrated scRNA-seq data. Note that most of the cells in clusters identified in scRNA-seq data analysis of controls (**a**) are still clustered together in the integrated data of controls and *Tbx1* null embryos (**b**). Numbers in red color correspond to early migrating NCCs and NCCs in the pharyngeal arches and cardiac OFT. **d)** UMAP plots showing expression of genes, with highest expression in blue and lowest in gray, in clusters corresponding to early migrating NCCs, mesenchymal NCCs, distal part the pharyngeal arches and NCCs in the cardiac OFT in scRNA-seq data from control and *Tbx1* null integrated datasets. PA, pharyngeal arch; NT, neural tube; SM-CNCCs, smooth muscle NCCs.

Altered Cell-cell signaling mediated by all significant Ligand-Receptor interactions from the mesoderm to NCCs in control and *Tbx1* mutant embryo at E9.5.

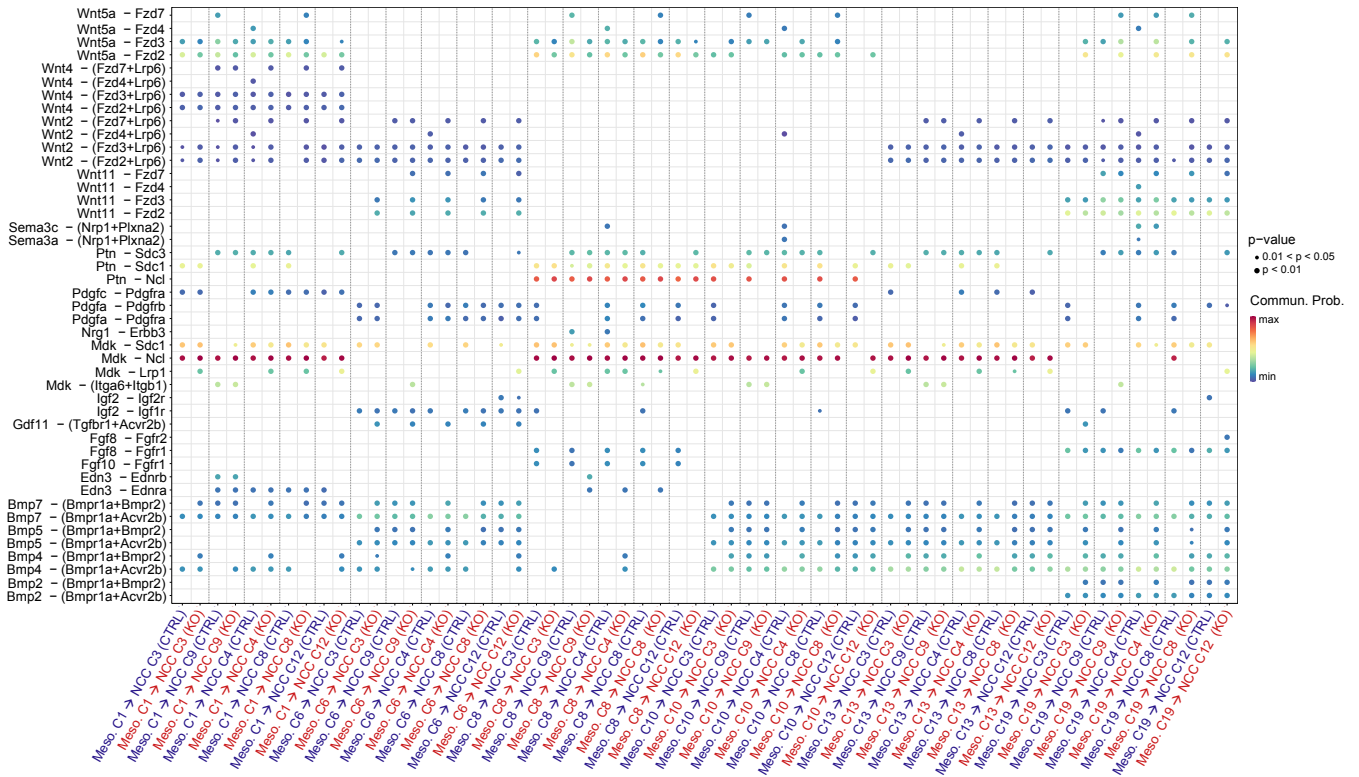

**Supplementary Figure 12: Bubble plots for all ligand-receptor pairs showing significant cell-cell signaling changes from mesodermal cells to NCCs in control and *Tbx1* mutant embryos at E9.5.** This version is the complete version compared to the image shown in Fig. 8b. Wilcoxon rank two-side test without multiple test correction was used, p-value is indicated by size of dot and color.

*Wnt1-Cre;EGFP* *Bmp7* DAPI

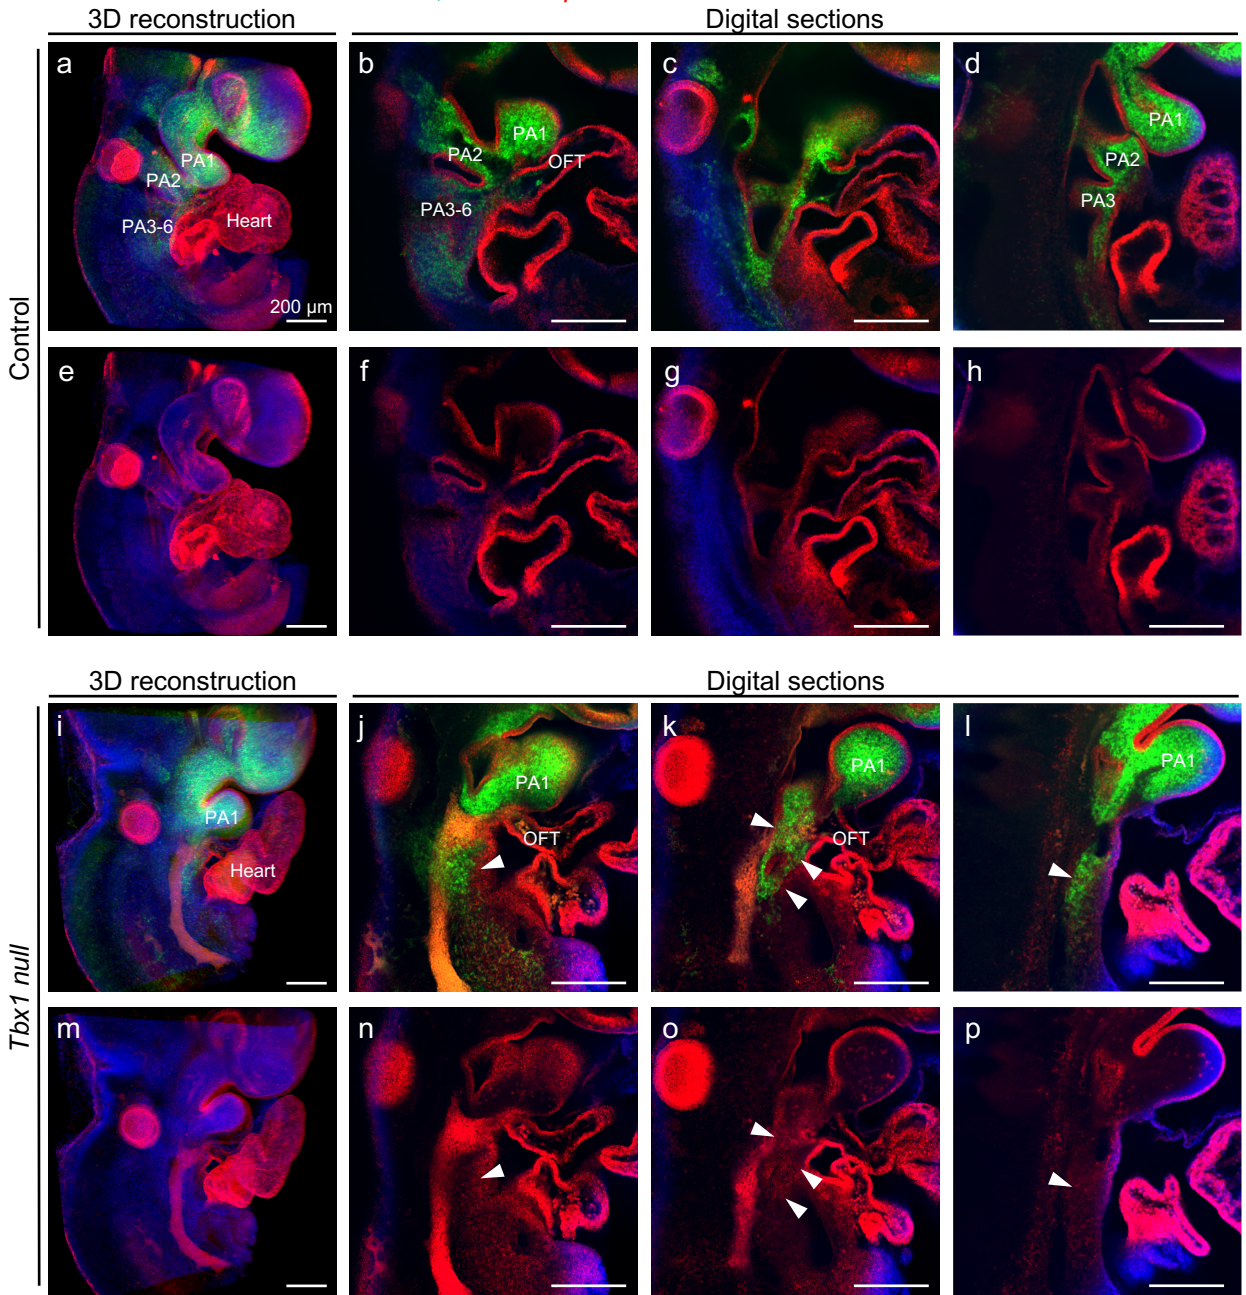

**Supplementary Figure 13: *Bmp7* expression is strongly maintained in the pharyngeal apparatus of *Tbx1* null embryos at E9.5.**

**a-p)** Wholemount RNAscope *in situ* hybridization of *Wnt1-Cre;ROSA-EGFP* control (a-h) and *Tbx1* null (i-p) embryos at E9.5 with probes for *Egfp*, and *Bmp7*. Nuclei, in blue, are stained with DAPI. 3D reconstruction of wholemount control (a,e) and *Tbx1* null (i,m) images and digital sections at different location through the left right axis of control (b, c, d, f, g, h) and *Tbx1* null (j, k, l, m, n, o, p) embryos are shown. Arrowheads show the expression of *Bmp7* in cells directly adjacent to NCCs in the pharyngeal region of *Tbx1* null mutant embryos (j, k, l, m, n, o, p).

**Supplementary Figure 14: Clustered cells in scRNA-seq data from control embryos are also clustered together in integrated scRNA-seq data from control and *Tbx1* null embryos at E10.5.**

**a)** Seurat UMAP plot with cluster annotations of scRNA-seq data of NCCs from control embryos at E10.5. This is related to Figure 1f. **b)** RISC UMAP plot with cluster annotations of integrated scRNA-seq data of NCCs from control and *Tbx1* null embryos at E10.5. This is related to Figure 9b. **c)** Table showing the absolute number of cells from control embryos only (based on actual barcodes) in each cluster in **a** and **b**. Rows correspond to clusters from scRNA-seq data in control embryos and columns correspond to clusters from RISC integrated scRNA-seq data. Note that most of the cells in clusters identified in controls (**a**) are still clustered together in the integrated control and *Tbx1* null scRNA-seq dataset (**b**). Numbers in red color correspond to early migrating NCCs, mesenchymal NCCs in PA3-6 containing the CP-NCCs and OFT-CNCCs and NCCs in the cardiac OFT. **d)** UMAP plots showing expression of genes, with highest expression in blue and lowest in gray, in clusters corresponding to early migrating NCCs, mesenchymal NCCs, distal part the pharyngeal arches and NCCs in the cardiac OFT in scRNA-seq data from controls and *Tbx1* null integrated datasets. PA, pharyngeal arch; NT, neural tube; SM-CNCCs, smooth muscle NCCs.

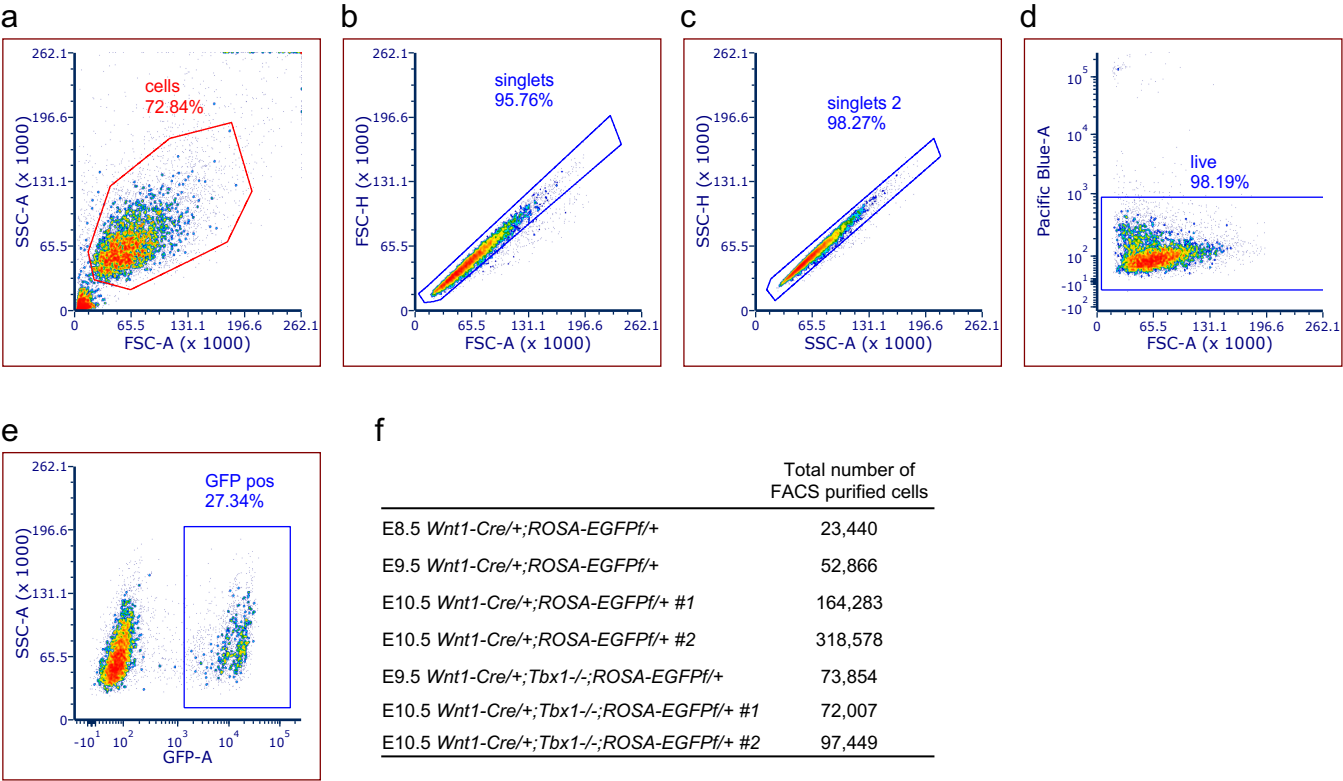

**Supplementary Figure 15: Gating strategy for GFP positive cell sorting.**

**a)** FSC-A/SSC-A (FSC-A, forward scatter area; SSC-A, side scatter area) plot show gated cells. **b-c)** Singlets were gated in FSC-A/FSC-H (FSC-area, FSC-height) plot (**b**) and in SSC-A/SSC-H (SSC-area; SSC-height) plot (**c**). The viable cells were gated in FSC-A/Pacific Blue-A plot (**d**). GFP positive cells were gated in GFP-A/SSC-A plot (GFP pos) (**e**). The cell population density is color coded (red, high density; blue, low density). **f)** Table summarizing the total number of GFP positive cells sorted for each experiments. This table is related to Supplementary Table 1.

# Supplementary material for: Single-cell transcriptomics uncovers a non-autonomous Tbx1-dependent genetic program controlling cardiac neural crest cell development
**Source:** Nat Commun. 2023 Mar 21;14:1551. doi: 10.1038/s41467-023-37015-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Marker genes and statistics of cell clusters from scRNA-seq of NCCs at E8.5.** These data are related to Fig. 1.

File Name: Supplementary Data 2

Description: **Marker genes and statistics of cell clusters from scRNA-seq of NCCs at E9.5.** These data are related to Fig. 1 and 2.

File Name: Supplementary Data 3

Description: **Marker genes and statistics of cell clusters from scRNA-seq of NCCs at E10.5.** These data are related to Fig. 1 and 3.

File Name: Supplementary Data 4

Description: **Heatmap of gene expression that correlates with cardiac fate probabilities with cells ordered by fate probabilities at E9.5.** This heatmap is the complete version of the selected genes shown in Fig. 2.

File Name: Supplementary Data 5

Description: **Heatmap of gene expression that correlates with cardiac fate probabilities with cells ordered by fate probabilities at E10.5.** This heatmap is the complete version of the selected genes shown in Fig. 4.

File Name: Supplementary Data 6

Description: **Gene ontology biological processes and disease processes of lineage driver genes at E10.5.** These are the complete lists of gene ontology biological processes and disease processes in each group of genes after dividing the ordered gene list in Supplementary data 5 into four groups of equal number of genes from *Bmp4* to *Gata6*.

File Name: Supplementary Data 7

Description: **List of differentially expressed genes and statistics for each NCC cluster of integrated data from control and *Tbx1* null embryos at E9.5.** This list is associated with the data shown in Fig. 6b and c.

File Name: Supplementary Data 8

Description: **List of differentially expressed genes and statistics for each cell cluster of integrated data from control and *Tbx1* null embryos at E10.5.** This list is related to data shown in Fig. 9b and c.

File Name: Supplementary Data 9

Description: **Gene ontology biological processes of upregulated genes in pharyngeal NCCs (C4 in Figure 9) from control and *Tbx1* null embryos at E10.5.** This is a complete version of the data shown in Fig. 9h.

File Name: Supplementary Data 10

Description: **Gene ontology biological processes of downregulated genes in pharyngeal NCCs (C4 in Figure 9) from control and *Tbx1* null embryos at E10.5.** This is a complete version of the data shown in Fig. 9i.

File Name: Supplementary Data 11

Description: **Gene ontology biological processes of upregulated genes in OFT-CNCCs (C10 in Figure 9) from control and *Tbx1* null embryos at E10.5.** This is a complete version of the data shown in Fig. 9j.

How the deposited data were processed for this re-analysis (not part of the article)

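Droplet single-cell RNA sequencing was analysed for 7 libraries of sorted Wnt1-Cre;ROSA-EGFP cells: 4 from control embryos (1 at E8.5, 1 at E9.5, 2 at E10.5) and 3 from embryos called Tbx1 null (1 at E9.5, 2 at E10.5). Each library is a pool of 2 to 4 embryos. The authors aligned the reads to mm10 with Cell Ranger and deposited the UMI count of each gene in each cell, for the barcodes called as cells and without normalization, and no further filter is stated. Of the 32285 gene identifiers in the files, 32158 are in the annotation used here for positions. The depth of each library is given where the paper introduces it, and ranges from 140264662 to 234844769 UMIs over all cells. The number of cells and the median number of genes per cell in the files equal those in Supplementary Table 1.

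Cells were kept with at least 1000 genes and at most 10% mitochondrial UMIs. In each library the cells with the highest Scrublet scores were then removed, their number set to 0.8% of barcodes per 1000 barcodes. The percent of barcodes kept was 93.4% at E8.5, 87.0% in control and 85.1% in null cells at E9.5, 71.4% and 77.0% in the controls at E10.5, and 81.9% and 82.0% in the null libraries at E10.5. An alternative kept cells with at least 200 genes and at most 5% mitochondrial UMIs, and others kept the doublets or all barcodes.

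Clustering was done with Seurat for each stage: log-normalised values, 2000 variable genes, 30 principal components, joining of the libraries of a stage by reciprocal principal components, 20 neighbours and Louvain clusters at resolution 1.0. Resolutions 0.6 and 1.5 and clustering without integration were alternatives. Genes of the BMP, MAPK, Hox 4 and 5 and cell cycle inhibitor lists, the transcription factors reported, Tbx1, Zic1, Zic2, Sox10, Twist1 and sex-linked genes were left out of the variable genes, with mitochondrial and haemoglobin genes. Each cluster was named as a whole by the average of fixed marker genes, and a cluster without a clear name was left unnamed. The genes that define a class are not results for it. Since some of them differ between genotypes, class sizes at E10.5 come from cells clustered without the class markers, an alternative added after seeing the data, and the values with the markers are given beside them.

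For E10.5, counts were summed per library and class and compared with edgeR (TMM, filterByExpr, glmQLFit and glmQLFTest) between 2 control and 2 null libraries. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The alternatives were DESeq2, its size factors in edgeR, no filter on low counts, the thresholds of the study (log2 fold change over 0.25 and detection in at least 10% of cells), a replicate block, thinning to 5000 UMIs per cell, PA3-6 cells chosen by Hox UMIs, and leaving out each library in turn. Gene lists were tested with limma's camera at its preset correlation of 0.01 on voom values, and with fry. The lists were the 7 BMP genes that the paper names, 5 BMP targets that it does not name, 6 MAPK genes that it names, 7 MAPK targets that it does not name, 7 Hox 4 and 5 genes, 13 cell cycle inhibitors and 8 proliferation genes. Class shares were tested with edgeR on cell counts, with the kept cells of a library as its size. The difference of the genotype effect between PA3-6-like and other mesenchymal cells was tested as an interaction in edgeR with the library as a block. Each test over all genes was also run on simulated data in which 200 genes were changed 2-fold.

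At E9.5 each genotype has 1 library, so no test was run. CPM were scaled with TMM factors, and log2 ratios have a pseudocount of 0.5 UMIs. The median of each list was ranked among 10000 random lists drawn from 20 bins of expression. Raising a list 2-fold in simulated data gave a median log2 ratio of 1.05 in PA3-6-like cells, at percentile 100 of the random lists. The 22 receptors were counted as CPM per class. Shares of cells are given after thinning each cell to 5000 UMIs (3000 in an alternative) with 95% Clopper-Pearson intervals, and CPM with 95% Poisson intervals, which cover counting error only. Diffusion pseudotime (scanpy) used 2000 variable genes, 30 components, 30 neighbours and 10 diffusion components.

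Genes are named in the text by a rule: each gene that the paper names in the sentence concerned, each gene of the lists, and for a test over all genes the 5 that rose and the 5 that fell most among called genes with both null libraries on the same side of both controls. At E9.5, the 5 largest rises and falls were taken among the 2679 genes with at least 50 CPM in 1 of the libraries, over all mesenchymal NCC-like cells. For the closing section, histone genes, histone variants, genes that escape X inactivation, Y chromosome genes and 3 genes taken as ribosomal RNA-like were grouped as lists too. The filters, the clustering settings, the markers, the lists, the tests and most alternatives were set before the data were examined, and the text says where one was added later.

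The work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9, and in R 4.3.3 with Seurat 5.3.0, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. RNA velocity, cell fate probabilities and ligand–receptor inference were not repeated, since they need spliced counts or mesoderm cells that are not analysed here. The in situ hybridization, immunostaining and mouse genetics of the paper were not analysed here.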

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

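The tests of the Hox 4 and 5 genes over all mesenchymal cells and of the PA3-6-like markers were set before their results were seen, and the leave-one-out fits of the interaction were chosen only after its result was seen.

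The genotype effect was tested for a difference between PA3-6-like cells and the other mesenchymal NCC-like cells at E10.5. The make-up of the other cells differs between genotypes, with 752 and 1480 distal arch-like control cells against 147 and 4 null cells. A different effect can therefore come from that make-up. With the interaction term of edgeR, 88 of 13944 genes had a different effect, 25 with a higher and 63 with a lower log2 fold change in PA3-6-like cells. At an unadjusted p under 0.05, the counts were 673 and 1120. The Hox genes Hoxa5 (−5.18, edgeR adjusted p 0.00201), Hoxc5 (−4.92), Hoxa4 (−4.80), Hoxb5 (−4.60) and Hoxb4 (−3.33) are among them, and so are Bmp4 (−1.44) and Tbx3 (−1.34), which were chosen after their values were seen. Among the higher genes are 3110099E03Rik (7.83), Emx2 (4.52) and Smoc1 (4.45). The count depends on the control libraries: it was 8 genes without control replicate 1 and 2 without control replicate 2, but 906 without null replicate 1 and 1199 without null replicate 2, which included the 88 in both cases. In data simulated from the same sums, of which 13682 genes passed the filter on low counts, edgeR recovered 71.0% of the genes changed 2-fold, with 22 false calls.

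A technical explanation is that cells with Hox 4 and 5 expression were assigned to another class in the null libraries. Over all mesenchymal cells together these genes would then not change, provided that the classes kept their shares. They did not, since the PA3-6-like share of mesenchymal NCC-like cells rose by 1.16 on the log2 scale. The prediction therefore cannot test this explanation. The Hox 4 and 5 genes had a median log2 fold change of 0.4514 over all mesenchymal cells, with 7 of 7 positive (limma camera adjusted p 0.566). This neither shows nor excludes a shift of cells between classes. What keeps this open is that the classes come from the same counts, and the control replicates differ in the share of mesenchymal cells. A change in the identity of the cells in Tbx1 null embryos stays open as well, so these cannot be told apart. The genes led by Emx2 are taken up under the other observations.

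In OFT-CNCC-like cells at E10.5, 11 genes that the paper does not discuss were higher in the null libraries, with both null libraries above both controls. Apart from the 5 genes with the largest rises, given with the claim, they include Hoxa4, Hoxd3, Tfap2b, Tcf21, Arg1 and Gpx3. With doublets kept, Hoxa5 was not called (log2 fold change 1.74, edgeR adjusted p 0.185), and over the alternatives to its result the adjusted p ranged from 1.9e-13 to 0.185.

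If PA3-6-like cells had been counted in this class, the markers of PA3-6-like cells would rise in it. Their median log2 fold change in OFT-CNCC-like cells was 0.9406, with 5 of 7 positive. Hoxd3 (2.21), Hoxb3 (1.44), Igfbp5 (1.11), Hoxa3 (0.94) and Meox1 (0.57) rose, while Slitrk6 (−0.47) and Bdnf (−0.13) did not. A mix of cells may therefore contribute, but the prediction asked for a median above 1 and for markers that move together. This and a change within the OFT-CNCC-like cells cannot be told apart, since the markers go both ways and 1 of them, Hoxd3, is among the 11 genes.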

How the results depend on the processing

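The clustering without the class markers, the ordering of PA3-6-like, OFT-CNCC-like and SM-CNCC-like cells only and the leave-one-out fits of the interaction were chosen only after the results were seen, and the other alternatives were set in advance. The lone library of a group after leaving 1 out is assumed to vary like the others. Except where said, the cause of a change was not tested.

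Of the values of answering comparisons under an alternative, 480 were the same as the reported one in direction and side of the threshold, 154 moved, 13 reversed, 11 passed the threshold only there and 10 no longer passed it. Of the values for single genes, 1043 were the same, 113 no longer passed, 56 moved, 16 passed only there and 11 reversed.

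Counts of changed genes at E10.5 depended most on the processing. With the alternative cell filter, the counts were 7 in OFT-CNCC-like cells (16 reported), 13 in SM-CNCC-like (2), 5 in neural progenitor-like (3), 0 in neuron-like (3) and 12 over all mesenchymal cells (20), from edgeR. With doublets kept they were 6 in OFT-CNCC-like, 0 in SM-CNCC-like, 12 in early migrating NCC-like (5), 0 in neural progenitor-like and 9 in neuron-like cells. Louvain resolution 0.6 gave 0 in neural progenitor-like cells, and resolution 1.5 gave 44 in OFT-CNCC-like, 0 in neural progenitor-like and 1 in neuron-like cells. Without integration there were 5 in PA3-6-like (0), 69 in OFT-CNCC-like, 5 in SM-CNCC-like, 216 in PA2-like (54), 0 in neural progenitor-like and 7 over all mesenchymal cells. DESeq2 gave 90, 123, 24, 156, 46, 35, 32 and 297 in PA3-6-like, OFT-CNCC-like, SM-CNCC-like, PA2-like, early migrating NCC-like, neural progenitor-like, neuron-like and all mesenchymal cells. In that order, the counts without a filter on low counts were 404, 425, 221, 485, 230, 206, 217 and 653. DESeq2 size factors gave 7 over all mesenchymal cells. The study's threshold gave 5 in OFT-CNCC-like, 3 in early migrating NCC-like and 10 over all mesenchymal cells. PA3-6 cells chosen by Hox UMIs gave 4. Thinning to 5000 UMIs gave 22 in PA3-6-like, 9 in SM-CNCC-like, 45 in early migrating NCC-like, 19 in neural progenitor-like and 8 in neuron-like cells. In neural progenitor-like and neuron-like cells, edgeR called 674 and 745 genes higher and 475 and 508 lower at an unadjusted p under 0.05, before any alternative.

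With the replicate number as a block (replicate block), 371, 294, 227, 508, 737, 609, 405 and 254 genes were called, in the order above. The median of the MAPK genes that the paper names in PA3-6-like cells became −0.069, against 0.036, and the other MAPK targets passed the threshold over all mesenchymal cells (−0.37). The pairing was checked by correlating, over genes, the difference of replicate 1 from its group's mean in the controls with that in the null libraries, which gave 0.168 to 0.271 over the classes.

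Leaving out each library in turn gave from 10 to 1621 changed genes in PA3-6-like, 73 to 1616 in OFT-CNCC-like, 87 to 137 in SM-CNCC-like, 83 to 1239 in PA2-like, 85 to 729 in early migrating NCC-like, 80 to 537 in neural progenitor-like, 64 to 795 in neuron-like and 148 to 813 in all mesenchymal cells, and from 2 to 1199 genes in the interaction. The medians of the lists ranged from 0.10 to 0.67 for the BMP genes that the paper names in PA3-6-like cells and from 0.24 to 0.81 over all mesenchymal cells. They ranged from 0.37 to 0.88 for the other BMP targets in PA3-6-like cells, −0.50 to 0.26 for the named MAPK genes there, −0.11 to 0.31 in PA2-like and 0.011 to 0.63 over all mesenchymal cells. The other MAPK targets ranged from −0.73 to −0.13 in PA3-6-like and from −0.82 to 0.051 over all mesenchymal cells, and the proliferation genes from −0.11 to 0.68 in OFT-CNCC-like cells. In PA3-6-like cells, Dkk1 ranged from −0.99 to 0.0021, Smad7 from −0.31 to 0.22, Tbx3 from −0.29 to 0.055, Bambi from −0.16 to 1.40 and Msx1 from −0.011 to 0.68. The log2 fold change of the PA3-6-like share ranged from −0.45 to 0.25.

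Gene lists and single genes at E10.5 changed under further settings. The other MAPK targets over all mesenchymal cells (−0.28) passed the threshold with the alternative cell filter (−0.40), with doublets kept (−0.32), at resolution 0.6 (−0.28) and without integration (−0.28). The named BMP genes in PA3-6-like cells passed it without integration (0.54, limma camera adjusted p 0.0397, range over the alternatives 1.2e-05 to 0.945), where the cell cycle inhibitors in OFT-CNCC-like cells reversed to 0.00319. With fry, the lists kept their medians but no longer passed: other BMP targets (0.58), other MAPK targets (−0.37) and Hox genes (−1.67) in PA3-6-like cells, Hox genes in OFT-CNCC-like cells (1.83), named BMP genes in PA2-like cells (1.11), and named (0.64) and other (0.72) BMP genes over all mesenchymal cells. The named MAPK genes in PA3-6-like cells (0.036) changed direction with fry. Smad7 was 0.016 with the alternative cell filter, against −0.04. Thinning gave 0.12 for Dkk1 (−0.44), 0.064 for Smad7 and 0.049 for Tbx3 (−0.12). With mesenchymal cells as denominator, the PA3-6-like share was 1.16 (−0.14), the SM-CNCC-like share 0.34 (−1.0) and the OFT-CNCC-like share −0.15 (−1.50), which follows from the denominator.

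At E9.5, the log2 ratio of the share without integration was 1.44 for OFT-CNCC-like (0.71), 0.18 for all mesenchymal (0.11) and 0.15 for distal arch-like cells (0.32), and 0.20 for the last with mesenchymal cells as denominator. The named BMP genes had medians of 0.60 in PA3-6-like (0.70) and 0.51 over all mesenchymal cells (0.62) without integration, 1.29 in PA2-like cells with doublets kept (1.56), and 0.68 over all mesenchymal cells with plain library size. The other BMP targets over all mesenchymal cells had 0.35 without integration and 0.59 with thinning (0.50), and the named MAPK genes −0.055 without integration (−0.15). Thinning gave −0.48 for the other MAPK targets (−0.26) and −0.89 for the Hox genes (−2.34) in PA3-6-like cells, and −0.50 for the named MAPK genes in PA2-like cells (−0.78). Gating by Hox UMIs gave 0.75 and 0.38 for the named and other BMP genes (1.17) and −0.50 for the named MAPK genes in PA2-like cells, and Dkk1 reversed there to −0.30 (2.50).

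In the control cells, thinning to 3000 UMIs gave 3.05 for the Twist1 ratio of E9.5 to E8.5 (2.45), 0.586 and 0.0735 for the overlap of Sox10 and Twist1 at E9.5 (0.675) and E10.5 (0.101), 3.98 for the Hoxa2 ratio of E10.5 to E9.5 (3.70), 3.91% and 18.8% for the Hoxb3 cells with Hoxa2 (9.47% and 27.6%), and 5.10 and 2.05 for Tbx2 (6.86) and Tbx3 (1.63) in PA3-6-like cells from E9.5 to E10.5. No thinning gave 1.49, 1.03 (reversed), 0.244 and 2.67 for the first 4 of these, 1.46 for Hoxb3 (1.90), 39.7% and 68.8%, 2.62 and 1.06, and 0.783 (1.17) and 0.335 (0.407) for Tbx2 and Tbx3 in the remaining mesenchymal cells. Over all kept cells the Hoxa2 and Hoxb3 ratios were 2.11 and 3.07, and 18.6% and 34.2% of the Hoxb3 cells had Hoxa2. With doublets kept the overlap at E10.5 was 0.158 and the Hoxa2 ratio 3.49. Over all barcodes the overlap was 0.183, and Tbx1 had 4.57 CPM in control replicate 2 (4.18) and 0.660 in the null library at E9.5 (0.545). The ratio of Zic1 at E8.5 was 2.27 at resolution 0.6 and 6.71 at 1.5 (5.27), that of Zic2 was 1.60 and 3.34 (2.83), and that of Zic1 at E9.5 was 14.5 at 1.5 and 13.9 without integration (15.4). In joint clusters, the percent of cells at resolution 0.6 was 80.8% in control and 94.1% in null cells at E9.5, 82.4% and 67.3% in the controls and 82.2% and 87.4% in the null libraries at E10.5. At 1.5 it was 80.5% and 83.9%, 71.3% in control replicate 2, and 82.0% and 78.6%. The order of Tbx2 or Tbx3 before Msx2, Hand2, Gata3 and Isl1 held in 5 of 8 pairs with PA3-6-like, OFT-CNCC-like and SM-CNCC-like cells only, and that before Bmp4 and Foxf1 in 4 pairs with control replicate 2 only and with the weighted mean place (2).

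Some alternatives gave no value. At E10.5 no PA2-like class formed with the alternative cell filter or at resolution 0.6 and 1.5, and no SM-CNCC-like class at 0.6. At E9.5 no OFT-CNCC-like class formed at 1.5, no SM-CNCC-like class with the alternative cell filter, without integration, at 0.6 or without the class markers, and no PA2-like class without integration or without the class markers. Depth limits the shares of cells with a UMI, which moved with the thinning as given above.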

Differences from the paper's values

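The alternatives in this part were set before the data were examined, apart from those named as chosen later. A share is said to differ where 1 value is more than 1.5 times the other and the gap exceeds the SD of the replicates of that genotype in the same setting or, at E9.5, the reach of the 95% interval to either side.

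The paper's Source Data gives 25.92% of 10347 cells in cluster C3 of the Tbx1 null library at E9.5 (the paper's value), against 15.64% of 9621 kept cells in the distal arch-like class here. The classes and the cells counted are not the same. The alternative cell filter (15.86%), doublets kept (15.86%), Louvain resolution 0.6 (15.60%) and 1.5 (14.51%) leave a difference, and no integration (17.31%) and mesenchymal cells as denominator (26.88%) do not.

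For the smooth muscle cluster C13, the paper gives 0.3554% of 8723 cells in null replicate 1 at E10.5 (the paper's value), against 0.7266% of 8120 in SM-CNCC-like cells here. The alternative cell filter (0.7804%) and resolution 1.5 (0.7389%) leave a difference, and with doublets kept (0.6803%) and no integration (0.5788%) the gap is within the SD of the 2 null replicates. With mesenchymal cells as denominator the value (2.629%) is further from the paper's, and the gap is within the SD only because the null replicates then lie further apart. In null replicate 2 the paper gives 0.6678% of 6888 cells (the paper's value), against 1.139% of 6499 here, and each alternative set in advance that gave a value leaves a difference: the cell filter (1.213%), doublets kept (1.182%), resolution 1.5 (1.185%), no integration (1.016%) and mesenchymal cells as denominator (6.126%). At resolution 0.6 no such class formed. The clustering without the class markers, chosen after seeing the values, gave 0.493% and 0.80% in null replicates 1 and 2, each within 1.5 times the paper's value.

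The paper reports fewer OFT-CNCCs and SM-CNCCs in Tbx1 null embryos at E10.5 from a test of cells. Its immunostaining, not analysed here, also showed fewer NCCs with ISL1 and fewer CNCCs with ACTA2 in the outflow tract. Here libraries were tested, and neither class differed past the threshold with edgeR or, after a log-odds change of the shares, with limma. As a share of all kept cells both classes were lower in both null libraries. As a share of mesenchymal NCC-like cells, the OFT-CNCC-like class had 20.0% and 17.6% in the controls and 12.2% and 21.9% in the null libraries (log2 fold change −0.15), and the SM-CNCC-like class a log2 fold change of 0.34.

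The paper states that BMP pathway genes, among them Msx2, Bambi, Gata3 and Dkk1, are raised in PA3-6 cells at E10.5. Here edgeR called none of these. Gata3 was called with no filter on low counts (edgeR adjusted p 0.00249), with the replicate block (0.00765) and without null replicate 1 or 2. Msx2 was called with no filter (2.0e-04), with the block (0.0145) and without null replicate 2, and Bambi without null replicate 2. Over the alternatives the adjusted p ranged from 1.9e-07 to 1.0 for Gata3, 3.8e-17 to 1.0 for Msx2 and 1.9e-08 to 1.0 for Bambi. As a list, the BMP genes that the paper names passed the threshold without integration, without control replicate 1 and without null replicate 2. Dkk1 had a log2 fold change of −0.44, while thinning (0.12) gave the paper's direction, and at E9.5 in PA3-6-like cells it had a log2 ratio of 0.01, against 0.42 with thinning and 0.19 with the alternative cell filter.

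The paper states that genes that inhibit the cell cycle are raised in OFT-CNCCs of Tbx1 null embryos, from an enrichment analysis. Here the 12 tested genes of a list fixed for this work, which is not the paper's list, had a median log2 fold change of −0.20, with 5 of 12 positive. No integration gave the paper's direction (0.00319).

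The paper places Bmp4 and Foxf1 after Tbx2 and Tbx3. The order here starts in PA3-6-like cells, where Tbx2 and Tbx3 are high at E10.5. At E9.5 that order is found here in 4 of 4 pairs, though in 3 when only PA3-6-like, OFT-CNCC-like and SM-CNCC-like cells are ordered, a choice made after seeing the values, and at E10.5 Bmp4 is above the middle of its range at the start. Control replicate 2 alone and the weighted mean place give the paper's order there.

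The paper describes Tbx2 and Tbx3 as wide at E9.5 and limited to PA3-6 clusters at E10.5. Here the share of thinned mesenchymal cells with Tbx2 outside the PA3-6-like class was 1.17 times as large at E10.5 as at E9.5, and that with Tbx3 was 0.407 times. The dissection included the first arch at E9.5 and left it out at E10.5. The ratios therefore compare partly different tissue and cannot by themselves test a restriction. For Tbx2 the replicates went opposite ways, with 12.2% in replicate 1 and 7.14% in replicate 2 against 7.99% at E9.5, so that replicate 2 has the paper's direction. Without thinning the ratio for Tbx2 was 0.783, which has that direction as well.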

Other observations

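The tests of the histone genes against S phase and poly(A) capture, of a difference between libraries in Gm42418, and of the Tbx1 level were chosen only after the results were seen.

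Replication-dependent histone genes (64 genes) were lower in both Tbx1 null libraries at E10.5: their sums were 3118 and 6910 CPM in control replicates 1 and 2 and 822 and 2841 in null replicates 1 and 2. Over all mesenchymal cells 55 of 58 tested were lower. The medians of the classes ran from −2.24 to −1.35. Fewer cells in S phase is argued against, since the lowest of the 8 proliferation genes in all mesenchymal cells was at −0.4752. A difference between libraries in the capture of transcripts without a poly(A) tail may contribute: the fall was present in neuron-like cells, at −1.345, while the class medians of the 5 histone variant genes ran from −0.30 to −0.01. The tables do not separate this from an effect of genotype, which was not tested.

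Gm42418, AY036118 and Lars2, listed here as ribosomal RNA-like, were lower in the null libraries in each class at E10.5, with log2 fold changes from −4.14 to −3.05. At E9.5 they were higher in the null library, with a log2 ratio of 1.561 for Gm42418, 1.53 for AY036118 and 0.85 for Lars2. The opposite direction is consistent with a difference between libraries whatever the genotype. Whether it shares a cause with the histone genes cannot be told apart, since the histone median at E9.5 was −0.4 and the direction differs from that of Gm42418 but rests on 1 library per genotype.

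Xist had 3 UMIs in the mesenchymal cells of the E9.5 control and 47500 in the null library. A control pool of male embryos only may explain this: the summed Y chromosome genes (4 genes) had a log2 ratio of −0.9391, and the 6 genes escaping X inactivation had 0.28. Control E8.5 had 3 Xist UMIs in all kept cells, and the E10.5 controls 310 and 411 CPM. Null replicate 2 at E10.5 had 0 Y chromosome UMIs. Sex composition therefore differs between the libraries compared at both stages, and its effect on the other results was not tested.

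Emx2 had a log2 fold change of −6.46 in all mesenchymal cells at E10.5, with UMIs in 662 of 2853 and 1641 of 6600 control cells and in 19 of 2244 and 13 of 1208 null cells. If the tissue with Emx2 were missing from the null samples, the other genes raised in Emx2 cells would fall as strongly. Their median was −3.136, and 6 of 6 fell. The distal arch-like cluster led by 3110099E03Rik and Emx2 held 519 and 1135 control cells but 52 and 2 null cells. A missing tissue and a loss of expression cannot be told apart, since the labels name the dissected region in other words for control and null (arches 2 to 6, or below the first arch) and the genes were found in the same libraries.

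Strain DNA around Tbx1 is argued against as the source of the genes changed over all mesenchymal cells. Of the genes within 10 Mb of Tbx1, 4.40% of 159 had an unadjusted p under 0.05 with both null libraries on one side, against 11.3% of 15063 elsewhere. The odds ratio was 0.3625 (Fisher's exact p 0.00349).

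The kit could affect the E9.5 comparison of BMP and MAPK genes. Among the null libraries at E10.5, that made with v3 had the BMP genes higher than that made with v3.1, with a median log2 ratio of 0.7035, but the MAPK genes that the paper names were also higher (1.11), where the kit would make them lower. The control replicates, made with 1 kit, differed by 0.24 and 0.03 for these lists. At E9.5 the BMP genes rose in PA3-6-like and PA2-like cells but not in OFT-CNCC-like or SM-CNCC-like cells of the same libraries. For the BMP genes, this argues against a kit effect alike in each class. A kit effect that differs between classes, or on the MAPK genes, cannot be told apart from genotype, since 1 library was made per genotype.

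Tbx1 UMIs remained in the null libraries at 0.5903 times the control level at E10.5, over all kept cells, whose classes differ in share. In OFT-CNCC-like cells the controls had 27.4 and 10.3 CPM and the null libraries 14.5 and 35.1, in PA2-like cells 8.32 and 4.09 against 3.50 and 10.3, and in SM-CNCC-like cells 21.8 and 15.2 against 12.5 and 16.0, so the replicates of the genotypes overlap. In PA3-6-like cells (14.0 and 11.2 against 10.3 and 4.64) and neural progenitor-like cells (2.35 and 2.41 against 0.0413 and 0.242) both null libraries were lower. From the counts, a heterozygous genotype, as in 1 label field, and a null allele that still gives RNA cannot be told apart. The counts do not separate the transcripts, and the ratio to control is not the same in each class. Supplementary Table 1 gives each null library as Tbx1-/-, and the sample titles and the paper call the embryos null.

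The lists not given at a claim had these medians at E10.5. In PA2-like cells the other BMP targets had 1.33 (limma camera adjusted p 3.1e-04) and the other MAPK targets −0.45 (7.9e-04). Over all mesenchymal cells the BMP genes that the paper names had 0.64 (adjusted p 0.0113), the other BMP targets 0.72 (0.00535), the named MAPK genes 0.42 (0.400) and the other MAPK targets −0.28 (0.0564), all from limma's camera. Fry called none of these. At E9.5, the Hox 4 and 5 genes had a median of −2.34 in PA3-6-like cells, with 0 of 6 positive, and 0.58 in early migrating NCC-like cells, with 7 of 7 positive. The cell cycle inhibitors had 0.17 and the proliferation genes 0.19 in PA3-6-like cells.

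Among the largest changes at E9.5 over all mesenchymal cells, Rpl29 rose by 2.19 on the log2 scale, and Tpm3-rs7 by 1.35. Meox1 had a log2 ratio of −1.62, mt-Nd4l of −1.31, Hist1h2ap of −1.23 and Gm10076 of −1.15. Levels of such genes also differ between replicates, since Rpl29 had 254 and 1019 CPM in the control replicates at E10.5. Sharing of reads with paralogs was not tested, and neither was a biological explanation.

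In PA2-like cells at E10.5 the called genes with the largest rises were Irx4 (5.43), Msx2 (4.13), Alx1 (3.93), Gata3 (3.87) and Rarb (3.61), and those with the largest falls Emx2os (−9.23), Emx2 (−7.40, a marker of the class), Mybpc1 (−5.42), Calb2 (−4.89) and Smoc1 (−4.73). In SM-CNCC-like cells Hes5 rose (3.81) and AY036118 fell. Over all mesenchymal cells Gpx3 (2.04) and Hoxd3 (1.75) rose. The largest falls there were 3110099E03Rik (−7.37), Trim5 (−6.81), Myh15 (−6.78), Emx2 (−6.46) and Ccdc73 (−6.33). In early migrating NCC-like cells Cck rose (2.385), while Gm42418, AY036118, Lars2 and 2410018L13Rik fell.

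Among clusters without a class name at E9.5, 3 led by Gm42418 or AY036118 held 24, 78 and 28 control cells and 232, 148 and 100 null cells. Another with 90 cells (led by Actc1, Acta2, Tagln and Des) had 117 Tbx1 UMIs, in 36.7% of its cells. No explanation was tested.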
